# The fission yeast ortholog of Coilin, Mug174, forms Cajal body-like nuclear condensates and is essential for cellular quiescence

**DOI:** 10.1093/nar/gkae463

**Published:** 2024-06-03

**Authors:** Xiaoling Deng, Qinglian Yao, Attila Horvath, Ziling Jiang, Junjie Zhao, Tamás Fischer, Tomoyasu Sugiyama

## Abstract

The Cajal body, a nuclear condensate, is crucial for ribonucleoprotein assembly, including small nuclear RNPs (snRNPs). While Coilin has been identified as an integral component of Cajal bodies, its exact function remains unclear. Moreover, no Coilin ortholog has been found in unicellular organisms to date. This study unveils Mug174 (Meiosis-upregulated gene 174) as the Coilin ortholog in the fission yeast *Schizosaccharomyces pombe*. Mug174 forms phase-separated condensates *in vitro* and is often associated with the nucleolus and the cleavage body *in vivo*. The generation of Mug174 foci relies on the trimethylguanosine (TMG) synthase Tgs1. Moreover, Mug174 interacts with Tgs1 and U snRNAs. Deletion of the *mug174*^+^ gene in *S. pombe* causes diverse pleiotropic phenotypes, encompassing defects in vegetative growth, meiosis, pre-mRNA splicing, TMG capping of U snRNAs, and chromosome segregation. In addition, we identified weak homology between Mug174 and human Coilin. Notably, human Coilin expressed in fission yeast colocalizes with Mug174. Critically, Mug174 is indispensable for the maintenance of and transition from cellular quiescence. These findings highlight the Coilin ortholog in fission yeast and suggest that the Cajal body is implicated in cellular quiescence, thereby preventing human diseases.

## Introduction

The nucleus is the most prominent organelle in eukaryotic cells, with numerous nuclear proteins modulating varied nuclear transactions, including chromatin assembly, transcription, and RNA processing (1). Many nuclear proteins associated with these transactions are unevenly present throughout the nucleus. Conversely, these proteins localize to specific nuclear compartments, known widely as nuclear bodies or nuclear condensates (2–4). Recent research into biological condensates has indicated that biological condensates have no membrane. Instead, phase separation directed by disordered or prion-like proteins assembles such membrane-less compartments (5–7). Moreover, the primary function of these phase-separated compartments is to increase the efficiency and specificity of specific biological processes (8,9), with dysfunction in these nuclear bodies tied to neurodegenerative disorders and cancer, demonstrating their biological and clinical importance (9–11).

The Cajal body, a class of biological condensate in the nucleus, was identified over 100 years ago and is typically associated with the nucleolus (12,13). Cajal bodies (CBs) are involved in the formation of ribonucleoproteins (RNPs), such as snRNPs and snoRNPs (4,14,15). Specifically, CBs enable snRNA transcription by clustering snRNA genes around CBs (16) and act as sites where snRNP assembly and snRNA modifications (methylation and pseudouridylation) occur (17). Additionally, CBs play an important role in nonsense-mediated mRNA decay, RNAi-based gene silencing, viral infection, and stress response (18,19). Several human diseases are associated with mutations in genes encoding CB components (4). Therefore, CBs are nuclear structures essential for various nuclear transactions in eukaryotes.

CBs contain various proteins and RNAs, with one of the most representative constituents of CBs being Coilin (20,21). Coilin is an approximately 80 kDa nuclear protein conserved in multicellular organisms, from *Trichoplax adherens* to humans. The primary sequence of Coilin is conserved at the N- and C-terminal regions: the central region of Coilin is not conserved but marked by an intrinsically disordered domain (22). In addition, Coilin is associated with many factors, including SMN (survival of motor neuron protein), the WD40 repeat-containing protein WRAP53, the nucleolar protein NOPP140, as well as RNAs (4,15). Considering the functions of CBs, Coilin disruption could trigger severe defects in cellular function and development. However, the importance of Coilin is debated (21). For instance, *Drosophila melanogaster* lacking Coilin do not exhibit any phenotypic change, while the Cajal body is severely disrupted (23), whereas 50% of Coilin knock-out mice are viable (24). Conversely, Coilin knock-down in zebrafish embryos indicates the indispensability of this protein for snRNP assembly and embryogenesis (25). These results suggest that the requirement of CBs varies depending on cell type, developmental stage, environmental condition, and organism. As Coilin has not been identified in lower eukaryotic model organisms like *C. elegans* and yeast, characterizing Coilin in *C. elegans* or yeast would be an important step forward to better understanding Coilin.

In this study, we identified fission yeast Mug174 as a nuclear protein forming biological condensates via a localization-based screen and demonstrated that Mug174 is the ortholog of Coilin in *Schizosaccharomyces pombe*. Mug174/Coilin produces phase-separated condensates *in vitro*, and Mug174 localization *in vivo* requires its N-terminal and disordered domains. Moreover, Mug174/Coilin interacts and colocalizes with the RNA trimethylguanosine synthase Tgs1/TGS1. Genetic assessments underscored Mug174/Coilin's necessity for normal cell growth, meiosis, genomic stability, U snRNA maturation, and pre-mRNA splicing. Moreover, we revealed that Mug174/Coilin is necessary for the maintenance and transition of cellular quiescence. Based on our findings, the equivalent nuclear compartment to CBs is also present in fission yeast. We propose that defective cellular quiescence as a result of Cajal body dysfunction could lead to human diseases, such as spinal muscular atrophy and dyskeratosis congenita.

## Materials and methods

### Strains and media

The genetic approaches employed in this study have been documented previously (26,27). Complete medium (YES), low adenine medium (YE), minimal medium (EMM, MSL or PMG), MSL lacking adenine (MSL-Ade), MSL lacking leucine (MSL-Leu), MSL lacking uracil (MSL-Ura), and sporulating medium (SPA) were employed (28). Moreover, deletion strains and those expressing proteins fused with GFP (29), mCherry (30), a 13 × myc epitope, a 5 × FLAG epitope, or tdTomato (30) were produced via PCR-based methods as outlined previously (31). The *S. pombe* strains utilized in this study are provided in Supplementary Table S1. All primers for strain construction are summarized in Supplementary Table S2.

### Assays using *S. pombe*

The mating efficiency of homothallic cells, sporulation efficiency of diploid cells, and mitotic minichromosome (Ch16m23) loss were examined as described previously (32–34). For growth-curve assessment, *S. pombe* strains were cultured in a complete liquid medium to mid-log phase, and the cultures were diluted to an optical density (OD_600_) of 0.02. The diluted cultures were grown at 18°C, 26°C, 32°C or 37°C, and OD_600_ readings were taken at various time points.

### Microscopic analysis

A Zeiss Axio Imager Z2 microscope (Carl Zeiss MicroImaging) was utilized for differential interference contrast (DIC) and fluorescence microscopy. The raw images were processed using ZEN lite 2012 (Carl Zeiss MicroImaging). An Olympus microscope BX53 connected to an SC180 digital camera was employed to acquire DIC images.

Regarding 1,6-hexanediol treatment, yeast cells expressing Mug174-GFP were cultured in a minimal liquid medium (untreated, UT) and then in a minimal liquid medium supplemented with 5% (w/v) 1,6-hexanediol (72210A, Adamas) for 10 minutes. Cells treated with 1,6-hexanediol (treated, T) were rinsed twice with a minimal liquid medium to eliminate residual 1,6-hexanediol. The washed cells were grown in a fresh minimal liquid medium for 20 min (recovered, R) prior to image acquisition.

To determine lagging chromosomes during the M phase, wild-type and *mug174*Δ cells expressing GFP-Atb2 (alpha-tubulin) and Hta1 (histone H2A)-mCherry were utilized. The two strains were cultured in liquid minimal media until reaching the exponential mid-log phase. Then, these strains were examined using a fluorescent microscope. The number of cells exhibiting lagging chromosomes in cells at anaphase (identified based on the length of GFP-Atb2) was determined.

### Protein purification and *in vitro* droplet formation assay

*E. coli* BL21 cells expressing the MBP (maltose-binding protein)-SNAP-Mug174-6 × His tag fusion protein were lysed via sonication in lysis buffer [50 mM Tris–HCl (pH 7.5), 1 M NaCl, 1 M urea, 10 mM imidazole, 1.5 mM 2-mercaptoethanol, 1% NP-40, 5% glycerol and protease inhibitor cocktail (P88300, ABCone)], and the fusion protein was purified using Ni NTA Beads (SA004025, Smart-Lifesciences) followed by Amylose Resin (E8021S, NEB).

For *in vitro* droplet formation assays, MBP-SNAP-Mug174-6 × His was digested using TEV protease (C500302, Sangon) for 1 hour at 30°C to remove the MBP/His-tag. Then, SNAP-Mug174 was incubated with SNAP-Cell 647-SiR (S9102S, NEB) in the dark for 30 min at 37°C. Following the reaction, the proteins were diluted in assay buffer [20 mM Tris–HCl (pH 7.4), 150 mM NaCl, and 1 mM DTT) to the indicated concentrations. The droplets produced by SNAP-Mug174 were examined using a Zeiss Axio Imager Z2 microscope (Carl Zeiss MicroImaging).

### Multi-copy suppressor screen

A heterothallic *mug174*Δ strain was transformed with a high copy number genomic DNA library (pREP-based) from the National Bio-Resource Project (NBRP), Japan. Transformants grown at 32°C were selected using MSA (28) plates lacking leucine. The candidate plasmids capable of rescuing the growth defect in *mug174*Δ were isolated from the transformants and re-transformed into the *mug174*Δ strain to confirm their ability to rescue the growth defective phenotype. The positive plasmids were sequenced to characterize the genes responsible for the rescue.

### Western blotting

Protein samples for western blotting were isolated using an alkaline extraction method (35). Anti-mCherry (PA5-34974, ThermoFisher Scientific), anti-GFP (clones 7.1 and 13.1, Roche), anti-myc (71D10, Cell Signaling Technology) and anti-His (HT501-01, Transgen) antibodies were utilized for probing epitope-tagged proteins. Western blotting was performed a minimum of two times independently. Protein loading was investigated through Direct Blue 71 staining (36).

### RT-PCR and RT-qPCR

Total RNA was isolated using the MasterPure Yeast RNA Purification Kit (MPY03100, Epicentre). DNA contamination in the RNA samples was degraded utilizing RNase-free TURBO DNase (AM2238, ThermoFisher Scientific). Complementary DNA (cDNA) was synthesized using the PrimeScript 1st strand cDNA Synthesis Kit (6110A, Takara Bio). Negative controls were performed in reaction mixtures without reverse transcriptase. Target DNA fragments were amplified using a T100 Thermal Cycler (Bio-Rad). The amplified fragments were combined with Agilent DNA 1000 Reagents (5067–1505, Agilent) and examined using a 2100 Electrophoresis Bioanalyzer Instrument (G2939AA, Agilent). For RT-qPCR, cDNA sample preparation mirrored the procedure for RT-PCR. qPCR was performed using ChamQ Universal SYBR qPCR Master Mix (Q711-03, Vazyme) with a QuantStudio 7 Flex (ThermoFisher Scientific). The primers utilized in RT-PCR and RT-qPCR are documented in Supplementary Table S2.

### RNA sequencing

Total RNA samples employed for RNA-Seq were extracted using the same method outlined in the RT-PCR section. Strand-specific RNA sequencing libraries were produced using poly(dT)-enriched RNAs isolated from wild-type (WT) and *mug174*Δ alongside the NEBNext Ultra II RNA Library Prep Kit for Illumina (E7530L, NEB) following the manufacturer's directions. The raw data were processed as outlined in the prior study (37). Specifically, paired-end RNA-seq reads were aligned to the *S. pombe* reference genome (ASM294v2, https://www.pombase.org/) using HISAT2 (38), permitting a maximum intron length of 2000 bp. Alignment files were sorted and indexed utilizing SAMtools. Intronic reads were filtered using the Rsamtools and GenomicAlignments R packages. Bigwig files were produced with bamCoverage from deepTools with 1-bp resolution.

Transcripts that increased >2^0.6^ (approximately equal to 1.5-fold) or decreased <2^−0.6^ (approximately equal to 0.65-fold) were transcripts with expression level alterations. The total number of increased and decreased mRNAs were 251 and 383, respectively. Additionally, the total number of increased and decreased ncRNAs were 344 and 94, respectively. The increased and decreased genes are highlighted in Supplementary Tables S4 and S5.

Gene ontology (GO) analysis was performed by AnGeLi (39). The sequencing read coverage was visualized using the Integrative Genomics Viewer (IGV). The statistical significance (*p*-value) of the overlap between the two groups was identified through the hypergeometric probability distribution.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was conducted as outlined previously (40) with slight modifications. Specifically, fission yeast cells were grown to 1–2 × 10^7^ cells/mL (OD_600_ = 0.5–1.0) in a complete liquid medium followed by fixation with 3% (v/v) formaldehyde (M48418030, Macklin) at room temperature for 30 min. Cell lysates containing sheared chromatin were incubated with an anti-H3K9me2 antibody (Ab1220, Abcam), an anti-myc antibody (71D10, Cell Signaling Technology), or an anti-FLAG antibody (F1804, Sigma Aldrich) at 4°C overnight. Precipitated chromatin was treated with RNase/proteinase K, and DNA was purified using the NucleoSpin Gel and PCR Clean-UP kit (740609.250, MACHEREY-NAGEL) to isolate template DNA for qPCR. The primers employed in ChIP-qPCR are outlined in Supplementary Table S2.

### RNA-FISH and immunostaining

RNA-FISH was conducted as described previously (41). Specifically, yeast cells grown to the logarithmic growth phase were fixed using 4% paraformaldehyde, treated with 300 U/mL lyticase (L2524, Sigma-Aldrich), and incubated with 5′-Cy3 labeled probes overnight to detect U1/U2/U5 snRNAs. The oligonucleotide probes employed in RNA-FISH are outlined in Supplementary Table S2. To perform immunostaining, the spheroplasts were subjected to an overnight incubation with anti-2,2,7-trimethylguanosine antibody (RN019M, MBL) at 4°C, followed by a one-hour incubation with a goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, conjugated to Alexa Fluor 594 (A-11005, ThermoFisher Scientific) at room temperature. The DNA was counterstained using DAPI before imaging.

### Northern blotting

Small RNAs were extracted from fission yeast cells using RNAiso for Small RNA (9753Q, TaKaRa Bio). The purified small RNAs were separated using urea-containing denatured polyacrylamide gels (R0235S, Beyotime) with TBE buffer. The small RNAs in the gels were electro-transferred to a nylon membrane (77015, ThermoFisher Scientific) and underwent UV cross-linking. The membrane was pre-hybridized at 40°C in pre-hybridization buffer [200 mM Na_2_HPO_4_ (pH 7.0), 7% SDS, 5 μg/mL salmon sperm DNA] at 40°C for 3 h and then hybridized with 50 nM biotin-labeled probes in hybridization buffer at 40°C for 16 h. The membrane was rinsed three times with 1 × SSC (15 mM sodium citrate, 150 mM NaCl) with 0.1% SDS at room temperature. A Chemiluminescent Nucleic Acid Detection Module Kit (89880, Thermo Scientific) was employed to detect biotin-labeled probes. The oligonucleotide probes used in northern blotting are listed in Supplementary Table S2.

### RNA immunoprecipitation

RNA immunoprecipitation (RNA-IP) was performed as previously delineated (32). Specifically, *S. pombe* cells grown to the logarithmic growth phase were resuspended in RNA-IP buffer, composed of 50 mM HEPES (pH 7.5), 140 mM NaCl, 10% glycerol, 1 mM EDTA, 0.1% Triton X‐100, 0.1% NP‐40, 1 mM PMSF, 2 mM vanadyl ribonucleoside complex and 400 U/ml RNasin Plus RNase inhibitor. The cells were disturbed using bead-beating. The cleared cell extracts were mixed with anti-GFP antibodies (ab290, Abcam) and protein A/G magnetic beads (B23201, Bimake) at 4°C for 3 h. The magnetic beads were rinsed three times with RNA-IP buffer, and the precipitated RNA was extracted using Trizol (Sangon). After digesting the residual DNA, the precipitated RNA was subjected to RT-qPCR.

RNA-IP utilizing an anti-trimethyl guanosine (TMG) cap antibody was conducted as outlined previously (42). Essentially, DNase-treated total RNA samples were incubated with anti-TMG antibodies (RN019M, MBL) and protein A/G magnetic beads (B23201, Bimake) at 4°C overnight. After bead rinsing, the precipitated TMG-capped RNA was extracted and used for RT-qPCR. The primers employed for RT-qPCR are outlined in Supplementary Table S2.

### Yeast-two hybrid assay

The coding sequences corresponding to investigated proteins were amplified via PCR using *S. pombe* genomic DNA and PrimeSTAR Max DNA Polymerase (R045Q, TaKaRa Bio) before being cloned into the pGAD-T7 or pGBK-T7 vector for utilization in yeast two-hybrid (Y2H) assays with the NovoRec plus One step PCR Cloning Kit (NR005, Novoprotein). The resultant plasmids with protein-coding sequences were employed to transform the *Saccharomyces cerevisiae* strain AH109 (YC1010, Shanghai Weidi Biotechnology). The transformants were selected on synthetic minimal medium plates (SD) without leucine and tryptophan (SD-Leu-Trp). A 10-fold serial dilution of the transformants was plated onto SD-Leu-Trp, SD-Leu-Trp-His or SD-Leu-trp-His-Ade media, and incubated at 30°C for 3 days. The combination of pGAD-T7-large T antigen and GBK-T7-p53 was employed as a positive control, while pGAD-T7-T antigen and pGBK-T7-Lamin served as a negative control. All primers used in plasmid construction are outlined in Supplementary Table S2. The plasmids utilized for Y2H are documented in Supplementary Table S3.

### Immunoprecipitation

*S. pombe* cells grown to the mid-log phase were lysed in 200 μl of ice-cold lysis buffer [10 mM Tris–HCl (pH 7.5), 150 mM NaCl, 0.5 mM EDTA, 0.5% NP40, 2.5 mM MgCl_2_, and 1 mM PMSF] supplemented with protease inhibitors (P88300, ABCone) and diluted by adding 300 μl of dilution buffer [10 mM Tris–HCl (pH 7.5), 150 mM NaCl and 0.5 mM EDTA]. After centrifugation, cleared lysates were mixed with anti-GFP beads (SB-NM001, ShareBio) at 4°C for 2 h, followed by three washes with 1 × PBS supplemented with 0.1% Tween 20. Precipitated proteins were separated by SDS-PAGE followed by western blotting.

### Proteome analyses

Protein samples were prepared as outlined previously (43). Specifically, cells grown to the exponential phase were lysed in lysis buffer, including 100 mM ammonium bicarbonate, 8 M urea, and protease inhibitors (P88300, ABCone). Cell lysates were sonicated using a Bioruptor Plus (Diagenode). After measuring the protein concentration in each extract, the samples were subjected to mass spectrometry. The protein samples were digested using trypsin (Promega) and subjected to desalting using a C18 StageTip. Liquid chromatography with tandem mass spectrometry (LC–MS/MS) was conducted with a Q-Exactive HF-X mass spectrometer linked to Easy 1200 nLC (Thermo Fisher Scientific). The MS data were investigated using the Proteome Discoverer software version 2.4. MS analysis was replicated twice independently.

### G0 experiments

Heterothallic (*h*^−S^) prototroph fission yeast cells were grown in liquid EMM, rinsed three times with sterilized water, and grown in liquid EMM-nitrogen (EMM-N) to induce G0 entry. To assess G0 entry, cells were rinsed with sterilized water and fixed with 70% ethanol at 4°C overnight. The fixed cells were rinsed in 50 mM sodium citrate, treated with RNase A, and stained with propidium iodine. The stained samples were investigated using flow cytometry.

At various time points (0, 1, 7, 14, 21 or 28 days following nitrogen deprivation), an aliquot of each culture was subjected to trypan blue exclusion testing to characterize cell viability within G0. At the corresponding time points, 90 or 182 cells in G0 were placed onto complete medium plates with a dissecting microscope (MSM400, Singer Instruments) to characterize mitotic competence, referring to the ability to reverse the mitotic cell cycle from G0.

## Results

### Mug174 forms nuclear foci

We previously performed a localization-based screen of proteins exhibiting specific localization patterns using *S. pombe* (32,33,44,45). In the same identification procedure, we identified that Mug174, encoded by a meiotically upregulated gene (46), formed discrete foci within the nucleus during vegetative growth (Supplementary Figure S1A). A majority of cells exhibited one Mug174 dot, while others had more than one dot or no dots (Figure 1A and B). Our findings are consistent with another study reporting Mug174 localization (47). A previous large-scale deletion experiment indicated that *S. pombe* cells lacking Mug174 generate abnormal spores (48), however, the functions of Mug174 remained unexamined. Therefore, we investigated Mug174, aiming to find a previously unidentified nuclear condensate.

**Figure 1.**
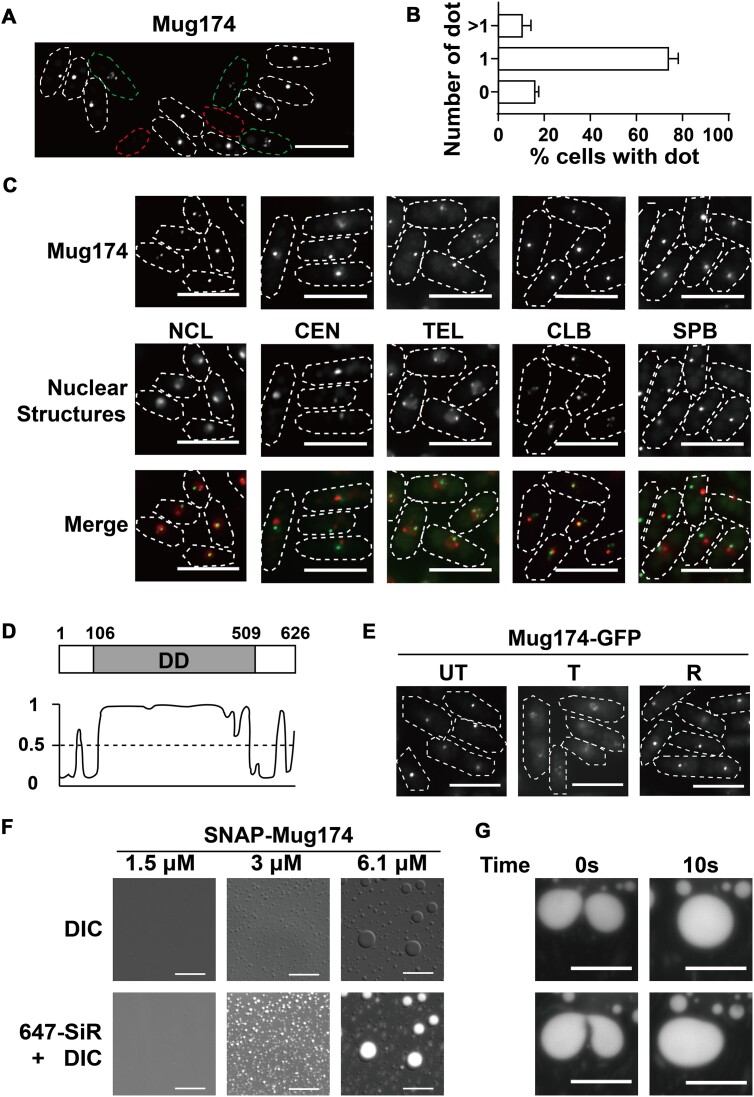
Mug174 forms nuclear foci via phase separation. (**A**) Localization of Mug174-GFP in vegetative cells. The dotted lines indicate the cell shapes. Red dotted line: no Mug174 dot, white dotted line: one Mug174 dot, green dotted line: more than one Mug174 dot. Scale bars, 10 μm. (**B**) The percentage of cells containing 0, 1 or >1 Mug174 focus. Over 100 cells were examined each time, and the mean ± S.D. was presented (*n* = 3). (**C**) Localization of Mug174 and five known nuclear structures in *S. pombe*. Three strains expressing Mug174-GFP and one Gar2-mCherry (the nucleolus; NCL), Cnp3-tdTomato (centromeres; CEN), and Taz1-tdTomato (telomeres; TEL), or two stains expressing Mug174-tdTomato with either Red1-GFP (the cleavage body; CLB) or Sad1-GFP (spindle pole body; SPB). The white dotted lines indicate the cell shapes. Scale bars, 10 μm. (**D**) A prediction of the intrinsically disordered domain (DD) in the Mug174 protein using DISOPRED3. A cutoff level of 0.5. (**E**) Mug174-GFP localization before (untreated; UT), during (treated; T), and after (recovery; R) 1,6-hexanediol treatment. White dotted lines indicate cell shapes. Scale bars, 10 μm. (**F**) Microscopy images (DIC and DIC merged with fluorescent signals) of the spherical structures produced by SNAP-Mug174 at 3 μM and 6.1 μM. SNAP-Mug174 was labeled using SNAP Cell 647-SiR. Scale bars, 20 μm. (**G**) The spherical structures produced by SNAP-Mug174. Two structures began fusion at an arbitrary time point (0 seconds) and became a larger structure within 10 s. Scale bars, 20 μm.

A standard BLAST search did not find homologs in higher eukaryotes, while Mug174 is conserved across other fission yeast species (Supplementary Figure S1B). We investigated whether Mug174 is a component of previously identified nuclear structures. We combined Mug174-GFP with several marker proteins and investigated their localization. As illustrated in Figure 1C and Supplementary Figure S1C, Mug174 did not colocalize with centromeres (CEN), telomeres (TEL), or the spindle pole body (SPB, equivalent to the centrosome in higher eukaryotes). Notably, we observed that Mug174 was present in close proximity to the nucleolus and colocalized with the cleavage body (CLB, containing pre-mRNA 3′ processing factors) (Figure 1C and Supplementary Figure S1D). These results suggest that: (1) Mug174 is situated in a previously unrecognized nuclear structure in *S. pombe* and (2) the Mug174-containing nuclear structure may have a functional connection to the nucleolus and the cleavage body.

### Mug174 can direct liquid–liquid phase separation

Recent progress in biological condensate research has suggested that biological condensate assembly relies on phase separation by proteins with intrinsically disordered or prion-like domains (5,6). We examined whether Mug174 possessed any intrinsically disordered or prion-like domains. The primary sequence of Mug174 was subjected to analyses using DISOPRED3 (49) and PLAAC (50). DISOPRED3 predicted a disordered structure within the central portion of Mug174 (Figure 1D), while PLAAC did not identify any prion-like domain in Mug174 (data not shown). We then tested whether Mug174 foci are sensitive to 1,6-hexanediol (1,6-HD), a widely utilized aliphatic chemical that interferes with phase separation (51,52). We determined that Mug174 foci disappeared upon 1,6-HD treatment and reappeared upon 1,6-HD removal (Figure 1E). This disassembly and reassembly of Mug174 foci was not associated with any alterations in Mug174 protein levels (Supplementary Figure S1E), suggesting that it forms nuclear foci through phase separation, exhibiting dynamic foci assembly. To confirm that Mug174 can assemble phase-separated condensates, we expressed MBP-SNAP-Mug174-6 × His (Supplementary Figure S1F) and purified the fusion protein (Supplementary Figure S1G), followed by an *in vitro* droplet formation assay using recombinant SNAP-Mug174 (Supplementary Figure S1G). Solutions of SNAP-Mug174 (at 3 and 6.1 μM, but not 1.5 μM) included spherical droplets emitting fluorescent light at room temperature under a physiological salt condition (150 mM NaCl) (Figure 1F). The spherical droplets migrated freely in solutions and occasionally combined (Figure 1G and Supplementary Movie S1). These results support the idea that Mug174 can undergo liquid-liquid phase separation to produce nuclear condensates.

### The Mug174 N-terminal and disordered domains are required for proper localization

To further examine the formation of Mug174 condensates *in vivo*, we produced strains expressing GFP-fused Mug174 lacking each domain (Mug174ΔN, ΔDD or ΔC) from the endogenous *mug174*^+^ locus. However, we did not identify GFP signals via western blotting or under a microscope except for Mug174ΔC-GFP (data not shown), suggesting that both the N-terminal and disordered domains are required for the integrity of the protein *in vivo*. We constructed six Mug174-GFP expression plasmids (full-length, ΔN, ΔDD, ΔC, N and DD) to express Mug174 proteins heterologously (Supplementary Figure S1H). Western blotting indicated that all GFP-fusion proteins were expressed at noticeable levels (Supplementary Figure S1I and J). We examined the localization of each GFP-fusion protein, finding that Mug174ΔC and full-length Mug174, but not ΔN, ΔDD, N or DD, produced nuclear condensates (Supplementary Figure S1K). Moreover, ΔN and DD were enriched in the nucleus relative to the cytoplasm (Supplementary Figure S1K), indicating that the disordered domain harbors a nuclear localization signal. To support this idea, the Eukaryotic Linear Motif (ELM) resource (53) found a potential nuclear localization signal (464 RRKKARI 470) in DD. Based on these observations, we determined that both the N-terminal and disordered domains are necessary for appropriate localization, as well as protein expression.

### The absence of Mug174 leads to growth hindrances

To examine Mug174 functions, we deleted *mug174*^+^ and began characterizing *mug174*Δ by examining vegetative growth. We noted that *mug174*Δ cells produced smaller colonies on tetrad-dissected plates compared to WT cells (data not shown). Dilution analysis of WT and *mug174*Δ suggested that *mug174*Δ grew slowly relative to WT, and this growth hindrance was more pronounced at 18°C (Figure 2A). We also performed growth curve analyses and found that *mug174*Δ grew slowly at all investigated temperatures (Figure 2B), indicating that Mug174 is necessary for normal cell growth, but it is not essential for cell viability.

**Figure 2.**
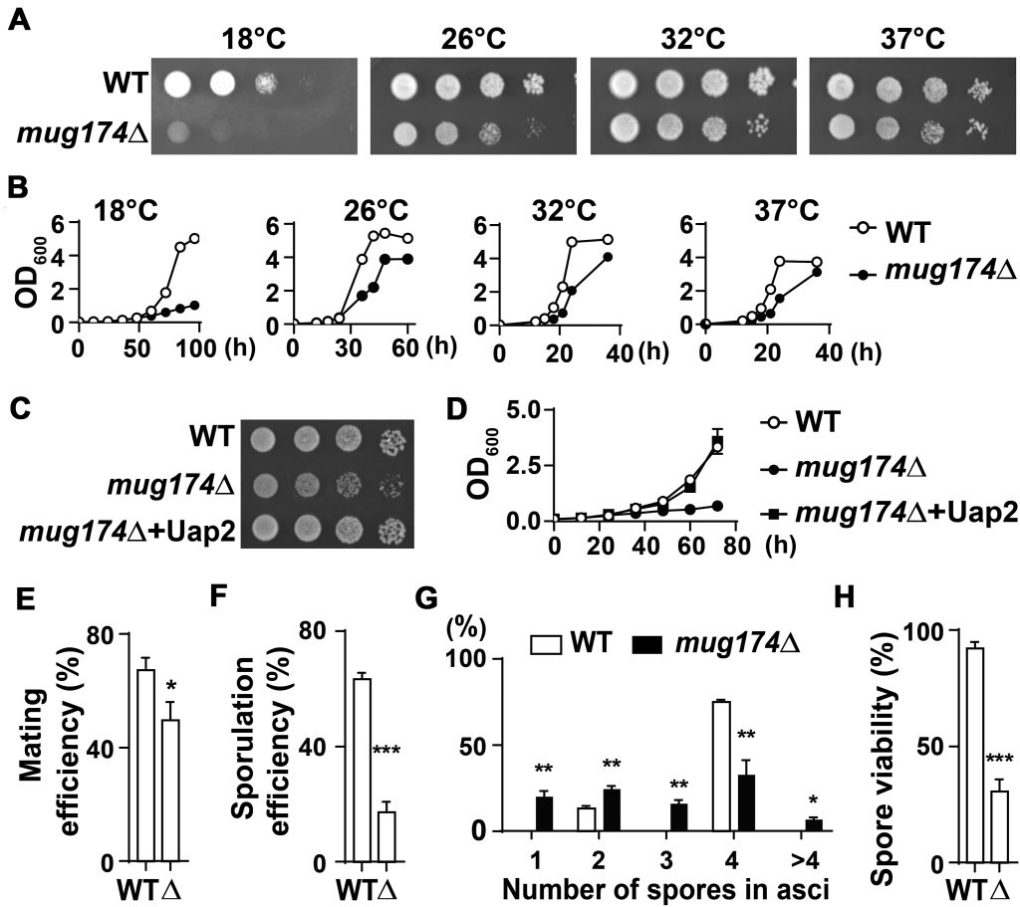
Loss of Mug174 causes mitotic and meiotic defects. (**A**) Growth of wild-type (WT) and *mug174*Δ cells at varying temperatures. Ten-fold serial dilutions were placed onto complete medium plates and incubated at the indicated temperatures. (**B**) Growth curves of WT and *mug174*Δ at various temperatures. Both strains were grown in complete liquid media, and OD_600_ was examined at the indicated time points. (C and D) *uap2^+^* suppresses the growth defect of *mug174Δ*. Dilution analysis (**C**) and the growth curve (**D**) of WT and *mug174*Δ harboring an empty plasmid (WT and *mug174*Δ), or *mug174*Δ carrying the *uap2*^+^ expression plasmid (*mug174*Δ+Uap2). The denoted cells were grown at 32°C. (**E**) *mug174*Δ displays lower mating efficiency relative to WT. Meiosis was induced in homothallic WT and *mug174*Δ strains, with mating efficiency calculated. A total of 500 cells were investigated in each replicate, and the mean ± S.D. was presented (*n* = 3). * *P* < 0.05. (**F**) *mug174*Δ displays lower sporulation efficiency relative to WT cells. Diploid WT and *mug174*Δ cells were sporulated on nitrogen-limited solid media, and sporulation was investigated using a microscope. A total of 500 asci were assessed in each replicate, and the mean ± S.D. was presented (*n* = 3). *** *P* < 0.001. (**G**) The number of spores in an ascus derived from homothallic WT and *mug174*Δ cells. Over 200 asci were investigated for each strain, and the mean ± S.D. was presented (*n* = 3). * *P* < 0.05 and ** *P* < 0.01. (**H**) The viability of spores derived from homothallic WT and *mug174*Δ cells. A total of 162 spores from each strain were assessed, and the mean ± S.D. was presented (*n* = 3). *** *P* < 0.001.

To disentangle the growth defect resulting from *mug174*Δ, we conducted a screen for multi-copy suppressors using an *S. pombe* genomic DNA library. We examined over 120 000 transformants and obtained 12 plasmids that strongly or weakly suppressed the growth hindrance phenotype of *mug174*Δ (Supplementary Figure S2A). From these plasmids, we focused on the plasmid including *uap2*^+^ alongside three adjacent genes (Supplementary Figure S2A). Uap2/HTATSF1 is a U2 snRNP-associated protein interacting with the U2AF small subunit Prp2/U2AF-59 and the U2 snRNP-associated protein Prp10/SF3B1 (54–57). We confirmed that *uap*2^+^ overexpression alone is sufficient to suppress the growth hindrance caused by *mug17*4Δ (Figure 2C and D). These findings indicate that Mug174 may be functionally associated with pre-mRNA splicing.

### Meiotic defects in *mug174***Δ**

Based on previous studies (46,48), Mug174 is likely essential for meiosis. To obtain additional insights into Mug174 and its utility in meiosis, we examined the localization of Mug174 during meiosis. We identified the Mug174 foci in nitrogen-starved rounded cells, cells in meiotic metaphase, and spores (Supplementary Figure S2B), suggesting that Mug174 foci persist throughout meiosis. We found both mating and sporulation efficiencies were significantly reduced in *mug174*Δ relative to WT (Figure 2E and F). Mirroring these results, homothallic *mug174*Δ cells exhibited a light iodine staining pattern relative to homothallic wild-type cells (Supplementary Figure S2C, top). These findings indicate that mating, alongside sporulation, is adversely influenced by the absence of Mug174. We observed abnormal asci (Supplementary Figure S2C, bottom) as reported previously (48) and counted the number of spores in asci. The majority of asci from WT contained four spores, while those from *mug174*Δ had less than or more than four spores (Figure 2G), suggesting defective meiotic chromosome segregation in *mug174*Δ. Additionally, *mug174*Δ produced significantly more inviable spores than WT (Figure 2H and Supplementary Figure S2D). From these findings, we can conclude that Mug174 is essential for producing viable progeny.

### Deletion of *mug174*^+^ alters the transcriptome landscape

We conducted transcriptome analyses of vegetative WT and *mug174*Δ cells to characterize genes with altered expression levels without Mug174. 

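The values analysed here come from 6 libraries of vegetative cells grown at 32 °C, 2 each of WT, mug174Δ and red1Δ, a strain without the MTREC component Red1. The deletions were seen in the strains that carry them. The mug174 gene had 21.5 and 20.1 RPKM in the WT libraries, 28.3 and 29.1 RPKM in the red1Δ libraries, and 1 and 0 reads in the mug174Δ libraries. The red1 gene had 62.7 and 57.1 RPKM in WT, 98.2 and 82.7 RPKM in mug174Δ, and 1 and 2 reads in red1Δ. Ribosomal RNA took 6.25% and 5.93% of the reads in WT, 4.71% and 3.85% in mug174Δ, and 2.87% and 2.97% in red1Δ. The authors' deposited table lists 7001 features, of which 5166 are protein-coding and 1835 non-coding. It gives RPKM, the reads per kilobase of feature length scaled to the total of counted reads, for each library, and the authors' own fold changes and p-values. The length is the coding length for protein-coding genes, and introns are not listed. The paper describes strand-specific libraries of poly(dT)-enriched RNA from WT and mug174Δ, aligned with HISAT2 to ASM294v2. The sample labels give depletion of ribosomal RNA instead, and the submitters' processing notes name STAR 2.5.3a and StringTie 1.3.1c. The program that counted the reads, and whether it used strand, are not given in the sources used here, so features that overlap on opposite strands are uncertain. Multiplied by length, RPKM gave whole reads for 100% of the values (tolerance 0.01 reads). The libraries held 18310074 and 17348189 reads for WT, 16565908 and 18627129 for mug174Δ, and 17307849 and 17290747 for red1Δ. Strains were compared with limma on log2(RPKM + 0.5), a scale that understates the change of low features, over the 5949 features at or above 1 RPKM in at least 2 libraries. P-values were adjusted by the Benjamini-Hochberg method. The median log2 fold change of the tested features was 0.18 in mug174Δ and 0.35 in red1Δ, and 0.01 in mug174Δ after each library was divided by its median ratio to the mean library (median ratio scaling). Medians of gene lists are therefore given relative to that of all tested features.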

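In mug174Δ, 1179 transcripts rose and 329 fell at an adjusted p under 0.05 in limma. The gene for the glutathione S-transferase Gst2 (SPCC965.07c) rose from 224 and 238 RPKM in the WT libraries to 1026 and 1092 RPKM in the mug174Δ libraries, a log2 fold change of 2.20 (standard error 0.11, adjusted p = 0.0017). The metallothionein gene zym1 (SPAC22H10.13) rose from 97.1 ± 24.7 (SD, n = 2) to 348 ± 18.8 (SD, n = 2) RPKM, a log2 fold change of 1.86 (standard error 0.30, adjusted p = 0.012). Non-coding RNAs were among the transcripts with the largest rises. The log2 fold change was 4.13 (adjusted p = 0.0026) for nam5, on chromosome I from 3753730 to 3754811, 3.93 (adjusted p = 0.0018) for the centromeric SPNCRNA.231, on chromosome I from 3761023 to 3762114, and 3.76 (adjusted p = 0.0028) for the centromeric SPNCRNA.362, on chromosome II from 1611106 to 1612940. Between 82.4% and 100% of the 50-base words of these 3 RNAs occur elsewhere in the genome, so the copy their reads came from is uncertain. The small nucleolar RNA snoR38 rose with a log2 fold change of 3.73 (standard error 0.42, adjusted p = 0.0071). The non-coding RNAs SPNCRNA.1527 and SPNCRNA.1339 had log2 fold changes of 3.41 (adjusted p = 0.0079) and 2.95 (adjusted p = 0.0048). SPNCRNA.460 was listed at 0 in both WT libraries and at 3.51 and 7.49 RPKM in mug174Δ. A fold threshold of 2^0.6 with no p threshold was passed by 844 raised transcripts, or 525 after median ratio scaling. With that scaling, 582 transcripts rose and 602 fell at the adjusted p. Without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, 47, 70, 14 and 41 transcripts rose, where the lone library of a strain is assumed to vary like the other groups, and 6, 6, 4 and 5 of the 8 transcripts given with an adjusted p were still past the threshold. Without red1Δ replicate 1 and 2, 1810 and 1814 transcripts rose.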

Two independent RNA sequencing experiments found 595 upregulated transcripts (cutoff: 2^0.6^, equal to approximately 1.5) in vegetative *mug174*Δ relative to WT cells (Supplementary Figure S3A and Supplementary Table S4). Of these, approximately 42% of the increased transcripts (251) were mRNAs, and the remainder (344) were non-coding RNAs (Supplementary Figure S3B). Conversely, we found 477 downregulated transcripts (cutoff: 2^−0.6^, equal to approximately 0.66) in vegetative *mug174*Δ compared to WT cells (Supplementary Figure S3A and Supplementary Table S5). In contrast to the upregulated transcripts, approximately 80% of the decreased transcripts (383) were mRNAs, and the remainder (94) were non-coding RNAs (Supplementary Figure S3C).

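Small nucleolar RNAs were among the non-coding transcripts that changed. Of 41 tested, 12 rose and 3 fell at an adjusted p under 0.05 in limma (13 rose and 5 fell when adjusted over the list alone). After median ratio scaling 11 rose and 5 fell, and with voom weights 3 and 2. As a whole the list did not pass camera, which tests a list against all other genes with a preset correlation of 0.01. The small nucleolar RNA snoZ15 rose from 9.16 ± 0.0432 (SD, n = 2) to 23.2 ± 2.72 (SD, n = 2) RPKM, a log2 fold change of 1.29 (standard error 0.12, adjusted p = 0.0048). In contrast, snR33 fell, with a log2 fold change of -1.68 (standard error 0.12, adjusted p = 0.0033), as did snR51b, with a log2 fold change of -1.60 (adjusted p = 0.0055). With voom weights snoZ15 had an adjusted p of 0.0523. Small nucleolar RNAs took only 0.0117% and 0.0133% of the reads in the WT libraries. Since the paper describes poly(dT)-enriched RNA, whether these reads stand for the mature RNAs is uncertain. Of 1089 tested ncRNAs, 176 rose and 26 fell (138 rose and 20 fell when adjusted over the list alone, 124 and 49 after median ratio scaling). Of all 5949 tested features 1179 rose and 329 fell, so in this fit a smaller share of the ncRNAs rose than of all features. As a whole the ncRNA list did not pass camera. It did after median ratio scaling (camera adjusted p = 0.0038) and with voom weights (camera adjusted p = 0.0076). Leaving out WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2 in turn, 9, 16, 6 and 8 ncRNAs and 3, 3, 0 and 3 small nucleolar RNAs rose, and 2, 3, 1 and 2 of the 3 named here were still past the threshold. Of the transcripts raised by over 2^0.6, 477 were protein-coding and 367 non-coding, or 56.5% and 43.5%. After median ratio scaling non-coding transcripts were the larger class, with 248 protein-coding and 277 non-coding ones, or 47.2% and 52.8%, and with voom weights the shares were 43.9% and 56.1%. Past the adjusted p, 981 protein-coding and 198 non-coding transcripts rose.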

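Apart from mug174 itself, genes near chromosome ends were among the transcripts with the largest falls in mug174Δ. SPBPB10D8.03, on chromosome II from 87727 to 89029, fell from 11.8 ± 4.21 (SD, n = 2) RPKM in WT to 0.680 ± 0.611 (SD, n = 2) RPKM in mug174Δ, a log2 fold change of -3.45 (standard error 0.44, adjusted p = 0.0086). SPBPB10D8.01, on chromosome II from 81295 to 82953, fell with a log2 fold change of -2.68 (standard error 0.27, adjusted p = 0.0058). On chromosome I from 5449717 to 5451522, SPAC1039.02 had a log2 fold change of -2.51 (adjusted p = 0.017). Members of the ftm family fell too, with log2 fold changes of -2.80 (adjusted p = 0.0055) for ftm4, -2.54 (adjusted p = 0.0076) for ftm1 and -2.46 (adjusted p = 0.0074) for ftm5. Between 94.7% and 100% of their 50-base words occur elsewhere in the genome, so their reads cannot be told apart. SPBC460.04c and SPBC460.05, whose repeated words were not measured, had log2 fold changes of -3.59 (adjusted p = 0.0044) and -3.42 (adjusted p = 0.0051). Of 105 tested genes of subtelomeric cosmids, 13 rose and 28 fell in limma (15 rose and 33 fell when adjusted over the list alone, 11 and 39 after median ratio scaling), and their median lay at -0.71 relative to all features. In camera, which tests a list against all other genes with a preset correlation of 0.01, it had an adjusted p of 3.4e-11 (adjusted p = 0.85 with an estimated correlation). The estimated form has little power with 6 libraries, here and throughout. The list was drawn up after Supplementary Table S5 had been read, so its direction is not independent evidence. In all, 304 transcripts were lowered by over 2^0.6 with no p threshold, or 489 after median ratio scaling. The number of fallen transcripts was 13, 24, 13 and 17 without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, with 5, 8, 8 and 9 from the subtelomeric cosmids, and 1, 3, 4 and 3 of the 8 genes named here were still past the threshold. Without red1Δ replicate 1 and 2, 614 and 618 transcripts fell.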

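Protein-coding transcripts made up 75.3% of those lowered by over 2^0.6, with 229 protein-coding and 75 non-coding ones. The share of protein-coding transcripts was larger than among those raised by over 2^0.6 (2-sided Fisher's exact test, odds ratio 2.35, p = 4.4e-09), and the odds ratio was 4.40 after median ratio scaling (2-sided Fisher's exact test, p = 2.0e-27). Past an adjusted p of 0.05 in limma, 292 protein-coding and 37 non-coding transcripts fell. Non-coding RNAs were 16.8% of the raised and 11.2% of the lowered transcripts at that threshold (odds ratio 1.59, 2-sided Fisher's exact test, p = 0.016). Of the 5949 tested features 4751 were protein-coding, so both shares lay below the non-coding share of all tested features. After median ratio scaling the raised share lay above it. The contrast between raised and lowered was larger with that scaling, at 24.6% and 10.5% (odds ratio 2.79, 2-sided Fisher's exact test, p = 1.3e-10), and with voom weights (odds ratio 2.10, 2-sided Fisher's exact test, p = 1.5e-05). It did not pass with a filter at 5 RPKM (Fisher's exact test, p = 0.097) or with the replicate number as a block (Fisher's exact test, p = 0.13). Nor did it pass without each of WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2 in turn, where Fisher's exact test gave p = 0.26, 0.11, 0.077 and 0.082, although on fewer called transcripts the odds ratios were larger, at 4.59, 3.00, 9.00 and 6.62.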

To classify the increased and decreased genes based on their functions, we conducted gene ontology (GO) analyses. The GO annotations of the significantly increased transcripts (*P* < 10^−4^ to 10^−2^) were associated with meiosis (Supplementary Table S6). 

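Genes of meiotic recombination, chromosome segregation and spore formation were among those that rose in vegetative mug174Δ cells. Of 32 tested, 17 rose and 0 fell at an adjusted p under 0.05 in limma (19 rose and 0 fell when adjusted over the list alone). After median ratio scaling 12 rose, and 11 with voom weights. The linear element gene rec10 (SPAC25G10.04c) rose from 7.18 ± 0.894 (SD, n = 2) to 24.9 ± 0.183 (SD, n = 2) RPKM, a log2 fold change of 1.73 (standard error 0.12, adjusted p = 0.0030). The gene rec25, for another linear element protein, rose with a log2 fold change of 1.77 (standard error 0.11, adjusted p = 0.0026). The telomere clustering gene bqt1 (SPAC6G9.13c) rose from 6.79 ± 1.43 (SD, n = 2) to 23.3 ± 4.25 (SD, n = 2) RPKM, a log2 fold change of 1.71 (standard error 0.18, adjusted p = 0.0064). The log2 fold change of the recombination gene meu13 was 2.26 (adjusted p = 0.0065). The median of the list lay 0.33 above that of all features (camera adjusted p = 2.1e-04, adjusted p = 0.85 with an estimated correlation). Of 94 tested genes whose names begin with mug or meu, given for expression in meiosis, 29 rose and 3 fell, mug174 among the latter (32 rose and 3 fell when adjusted over the list alone, 22 and 3 after median ratio scaling). Their median lay 0.13 above all features (camera adjusted p = 0.026, adjusted p = 0.89 with an estimated correlation), and camera gave an adjusted p of 0.055 without mug174Δ replicate 2. The meiotic cell cycle list of Supplementary Table S6 holds 32 genes that the study chose on these samples, so its direction is not independent evidence. Of its 32 tested members 30 rose, and 29 did after median ratio scaling. Without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, 4, 5, 2 and 3 genes of the first list rose, 0, 5, 0 and 1 of those named mug or meu, and 8, 9, 2 and 6 of Supplementary Table S6. Of the 4 genes named here, 3, 4, 2 and 3 were then still past the threshold.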

The disrupted expression of meiosis-related genes in *mug174*Δ could account for the meiotic defects identified in *mug174*Δ (Figure 2E–H and Supplementary Figure S2C and D). Conversely, the GO annotation of the significantly decreased genes (*P* < ∼10^−60^) was predominantly cytoplasmic translation (Supplementary Table S6). Additionally, the GO annotations with relatively low significance (*P* < ∼10^−8^) were related to cellular metabolism (Supplementary Table S6). 

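Genes for cytosolic ribosomal proteins were among those that fell in mug174Δ. Of 129 tested, 0 rose and 68 fell at an adjusted p under 0.05 in limma (1 rose and 100 fell when adjusted over the list alone), and 68 fell after median ratio scaling. Their median lay at -0.73 relative to all features (camera adjusted p = 9.5e-43, adjusted p = 0.85 with an estimated correlation). The estimated correlation was 0.81, so the p at the preset correlation is likely far too small. The list did not pass the rotation test fry (adjusted p = 0.093). The gene rpl1603 (SPBC2G2.05) fell from 271 ± 12.5 (SD, n = 2) RPKM in WT to 91.2 ± 0.903 (SD, n = 2) RPKM in mug174Δ, a log2 fold change of -1.56 (standard error 0.09, adjusted p = 0.0019). The gene rps1202 (SPBC1685.02c) fell from 2863 ± 319 (SD, n = 2) to 1317 ± 16.0 (SD, n = 2) RPKM, a log2 fold change of -1.12 (standard error 0.14, adjusted p = 0.0080). For rpl29 the log2 fold change was -0.75 (adjusted p = 0.0093). Many ribosomal proteins have paralogs with near-identical sequence, so values of single copies are uncertain. Messenger RNAs of these proteins took 16.9% and 17.9% of the reads in the WT libraries and 11.9% and 12.1% in the mug174Δ libraries. Without any 1 of the WT and mug174Δ libraries 1 of these genes fell in limma, the named rpl1603, and 122 did without either red1Δ library. Of 47 tested ribosome biogenesis factors, 10 rose and 1 fell (10 rose and 1 fell when adjusted over the list alone, 3 and 1 after median ratio scaling), and the list as a whole did not pass (median 0.05 relative to all features, camera adjusted p = 0.43, adjusted p = 0.89 with an estimated correlation). Risen biogenesis factors numbered 1, 1, 0 and 1 without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, and camera gave an adjusted p of 0.028 without WT replicate 1.

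**Figure D1:**
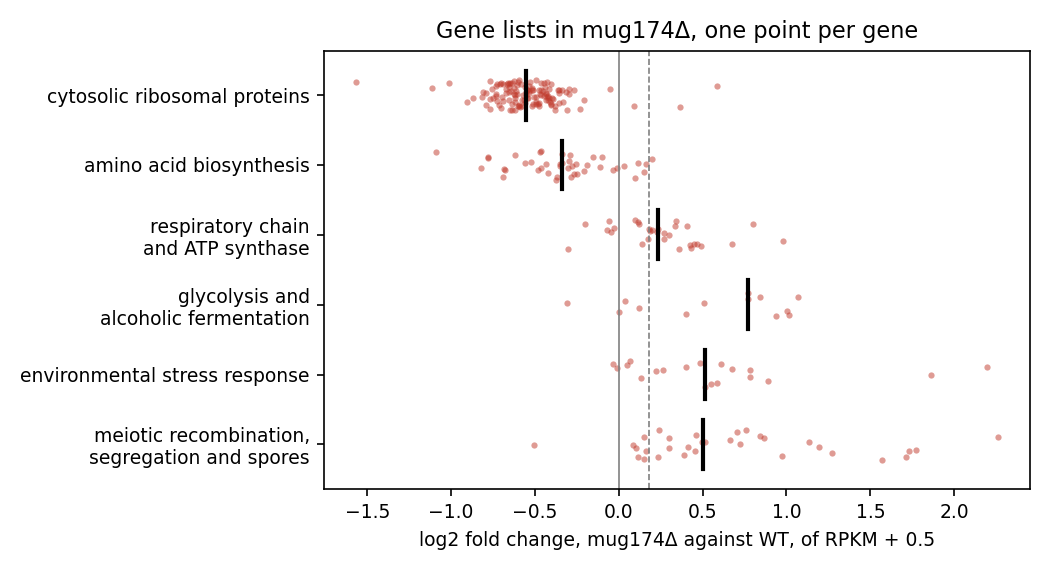
Log2 fold changes of mug174Δ against WT for the members of 6 gene lists, on log2(RPKM + 0.5), with one point per gene, a black bar at each list's median, a solid line at 0 and a dashed line at the median of all tested features, 0.18. The median of the cytosolic ribosomal protein genes is -0.55 and that of the meiotic list is 0.50.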

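Some genes of amino acid biosynthesis fell in mug174Δ. Of 43 tested, 0 rose and 9 fell at an adjusted p under 0.05 in limma (0 rose and 8 fell when adjusted over the list alone), and 17 fell after median ratio scaling. Their median lay at -0.52 relative to all features (camera adjusted p = 2.2e-10, adjusted p = 0.87 with an estimated correlation), and the list did not pass the rotation test fry (adjusted p = 0.16). The histidine biosynthesis gene his1 (SPAC25G10.05c) fell from 679.6 ± 0.728 (SD, n = 2) RPKM in WT to 319 ± 18.9 (SD, n = 2) RPKM, a log2 fold change of -1.09 (standard error 0.09, adjusted p = 0.0040). The leucine genes leu2 and leu1 had log2 fold changes of -0.78 (adjusted p = 0.0094) and -0.56 (adjusted p = 0.017), and the lysine gene lys2 had one of -0.62 (adjusted p = 0.0097). Of 10 genes of sulfate assimilation, 2 rose and 3 fell (2 rose and 3 fell when adjusted over the list alone, 0 and 5 after median ratio scaling). Their median was -0.40 relative to all features (camera adjusted p = 0.038, adjusted p = 0.85 with an estimated correlation), and camera gave an adjusted p of 0.067 after median ratio scaling, of 0.063 with voom weights and of 0.069 without mug174Δ replicate 2. Here met14 fell with a log2 fold change of -0.75 (standard error 0.12, adjusted p = 0.012), and met16 rose with a log2 fold change of 0.40 (adjusted p = 0.018). Of 13 glycolysis and fermentation genes, 4 rose and 0 fell (6 rose and 0 fell when adjusted over the list alone). The risen genes included pgk1 (SPBC14F5.04c), from 5100.0 ± 55.2 (SD, n = 2) to 10311 ± 527 (SD, n = 2) RPKM, a log2 fold change of 1.01 (standard error 0.21, adjusted p = 0.022), and pyk1, with a log2 fold change of 0.84 (adjusted p = 0.016). After median ratio scaling 0 glycolysis genes rose in limma, against 8 at an unadjusted p without that scaling and 2 with voom weights. The adjusted p was 0.12 for met16 and 0.056 for pyk1 with voom weights. Under median ratio scaling it was 0.12 for met16, 0.079 for pgk1 and 0.062 for pyk1. The glycolysis list as a whole did not pass (camera adjusted p = 0.26, adjusted p = 0.89 with an estimated correlation), but camera gave an adjusted p of 0.031 and 0.029 without red1Δ replicate 1 and 2. Fallen amino acid genes numbered 1, 1, 0 and 1 without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, where no glycolysis or sulfate gene was called, and 1, 1, 0 and 1 of the 8 named genes were still past the threshold. Without either red1Δ library 24 amino acid genes fell.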

Based on these GO annotations, Mug174 plays a role in the correct expression of specific classes of genes directly or indirectly.

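With a preset correlation, gene lists lay apart from all other genes in both directions in mug174Δ. Of 33 gene lists large enough to test, 10 passed camera in this way, 4 upward and 6 downward, with 2 overlapping subtelomeric lists among the latter. With an estimated correlation 0 passed, 1 did at an unadjusted p, and the lowest adjusted p was 0.85. That form of camera rests on the few residual degrees of freedom of 6 libraries and 3 strain means, so it has little power here. For the meiotic list the estimated correlation was 0.020, close to the preset 0.01. Camera's unadjusted p still went from 3.9e-05 to 0.034. Failing this form therefore does not by itself count against a list. For the cytosolic ribosomal proteins, however, the estimated correlation was 0.81, far above the preset. Their camera p at the preset correlation therefore cannot be taken at face value, and fry gave them an adjusted p of 0.093. The rotation test fry, which asks whether the genes of a list move one way, passed 2 lists, the meiotic and the centromeric one. The centromeric list was chosen on these samples, and the 2 subtelomeric lists were drawn up after Supplementary Table S5 had been read. That these lists passed camera or fry is therefore not independent evidence. Of 19 tested genes of the environmental stress response, 7 rose and 0 fell at an adjusted p under 0.05 in limma (8 rose and 0 fell when adjusted over the list alone), and 4 rose after median ratio scaling. Their median lay 0.34 above all features (camera adjusted p = 0.038, adjusted p = 0.89 with an estimated correlation), and camera gave an adjusted p of 0.14 without WT replicate 2 and 0.086 without mug174Δ replicate 1. The superoxide dismutase gene sod1 (SPAC821.10c) rose from 529 ± 0.132 (SD, n = 2) to 909.9 ± 48.1 (SD, n = 2) RPKM, a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.014). The stress response gene bis1 had a log2 fold change of 0.78 (adjusted p = 0.0097). Heat shock chaperone genes had a median of -0.37 relative to all features (camera adjusted p = 0.0023, adjusted p = 0.89 with an estimated correlation). Of the 17 chaperone genes 0 fell in limma, 2 were lower and 0 higher at an unadjusted p under 0.05, and 2 fell with voom weights and 1 after median ratio scaling. The chaperone gene bip1 had 789.8 ± 88.6 (SD, n = 2) RPKM in WT and 517 ± 20.1 (SD, n = 2) RPKM in mug174Δ, a log2 fold change of -0.61 (standard error 0.19, adjusted p = 0.060). Its adjusted p was 0.025 with the replicate number as a block, 0.0496 after median ratio scaling and 0.0073 in a fit of only WT and mug174Δ. Without any 1 of the WT and mug174Δ libraries 1 stress gene rose, 0 chaperone genes fell, and neither sod1 nor bis1 was past the threshold. Without either red1Δ library 11 stress genes rose and 4 chaperone genes fell. From the gene ontology terms of its raised and lowered transcripts, the paper concludes that Mug174 acts, directly or through other genes, in the proper expression of particular gene classes.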

To investigate whether the transcriptome alterations produce proteome changes in *mug174*Δ, we conducted whole-cell proteome analyses of WT and *mug174*Δ cells. The mass-spectrometry data found 149 increased (cutoff: 2^0.6^) and 349 decreased (cutoff: 2^−0.6^) proteins in vegetative *mug174*Δ (Supplementary Figure S3D and Supplementary Tables S7 and S8). Notably, 70% of the increased proteins are derived from intron-less genes, while 66% of the decreased proteins are derived from intron-containing genes (Supplementary Figure S3E). This finding indicates that gene expression of intron-containing genes relies on Mug174 more than intron-less genes. We identified that decreased or increased proteins were involved in specific metabolic processes (Supplementary Table S9). We also found that the expression level of Uap2 was lowered in *mug174*Δ (Supplementary Figure S3D), suggesting that this reduction in Uap2 expression caused growth limitation in *mug174*Δ. Ultimately, we compared the elevated or reduced mRNAs and proteins in *mug174*Δ, identifying that the overlap between the two groups was statistically significant (Supplementary Figure S3F and Supplementary Table S10). Therefore, changes in mRNA levels, at least partly, account for alterations in protein levels in *mug174*Δ.

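Genes whose proteins rose in mug174Δ in the paper's mass spectrometry had higher mRNA fold changes than genes whose proteins fell. Supplementary Table S7 lists 149 raised proteins, and the median log2 fold change of the mRNA was 0.47 over the 134 of their genes that were tested. Supplementary Table S8 lists 348 lowered proteins with a gene identifier, and over the 322 of their genes tested the median was -0.17. The difference was 0.65 (2-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Of the genes with raised proteins, 66 had mRNAs that rose at an adjusted p under 0.05 in limma and 1 had mRNAs that fell. Of those with lowered proteins, 77 had mRNAs that fell and 25 had mRNAs that rose (2-sided Fisher's exact test, p = 1.7e-24). After median ratio scaling 42 mRNAs of raised proteins rose and 2 fell, and 116 of lowered proteins fell and 11 rose. With voom weights 46 mRNAs of raised proteins rose, and 119 of lowered proteins fell and 11 rose. Fisher's exact test gave p = 0.0476, 0.0014, 0.33 and 0.015 without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2. With 18 ribosomal protein genes left out of the lowered group, the difference in medians was 0.63 (2-sided permutation test, p = 1e-05). Supplementary Table S10 lists 28 genes as raised in both data sets, among them the glycolytic gene pgk1, and 24 of them rose here. Of the 94 genes it lists as lowered, 67 fell here. Both lists were chosen on these samples and are not independent evidence. Without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2, 4, 6, 2 and 6 genes of the first list rose and 4, 8, 1 and 4 of the other fell, and the difference in medians stayed past the permutation test's threshold. From the overlap the paper concludes that altered mRNA levels account in part for the altered protein levels.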

### mRNA splicing does not occur correctly in *mug174*Δ

Given that our multi-copy suppressor screening and gene expression profiling indicated the possible role of Mug174 in mRNA splicing (Figure 2C and D and Supplementary Figure S2A and S3E), we investigated this possibility in our RNA-sequencing data. Intron reads were accumulated in *mug174*Δ (Figure 3A), due to increases in both intron and exon-intron junction reads (Figure 3B), with RT-PCR confirming the increases in unspliced transcripts from four representative genes (Figure 3C), demonstrating a pre-mRNA splicing defect. Our quantification of spliced and unspliced mRNAs indicated that the level of the unspliced mRNAs increased in *mug174*Δ, while the total amount of spliced and unspliced mRNA did not change substantially (Supplementary Figure S3G). Furthermore, proteome analyses demonstrated that the steady-state levels of the Mdm35, Tim8, and Msc2, but not Sss1, proteins decreased in *mug174*Δ (Supplementary Figure S3H). These findings suggest that Mug174 facilitates pre-mRNA splicing but not transcription, and the splicing defect lowers the protein expression levels, at least in some situations.

**Figure 3.**
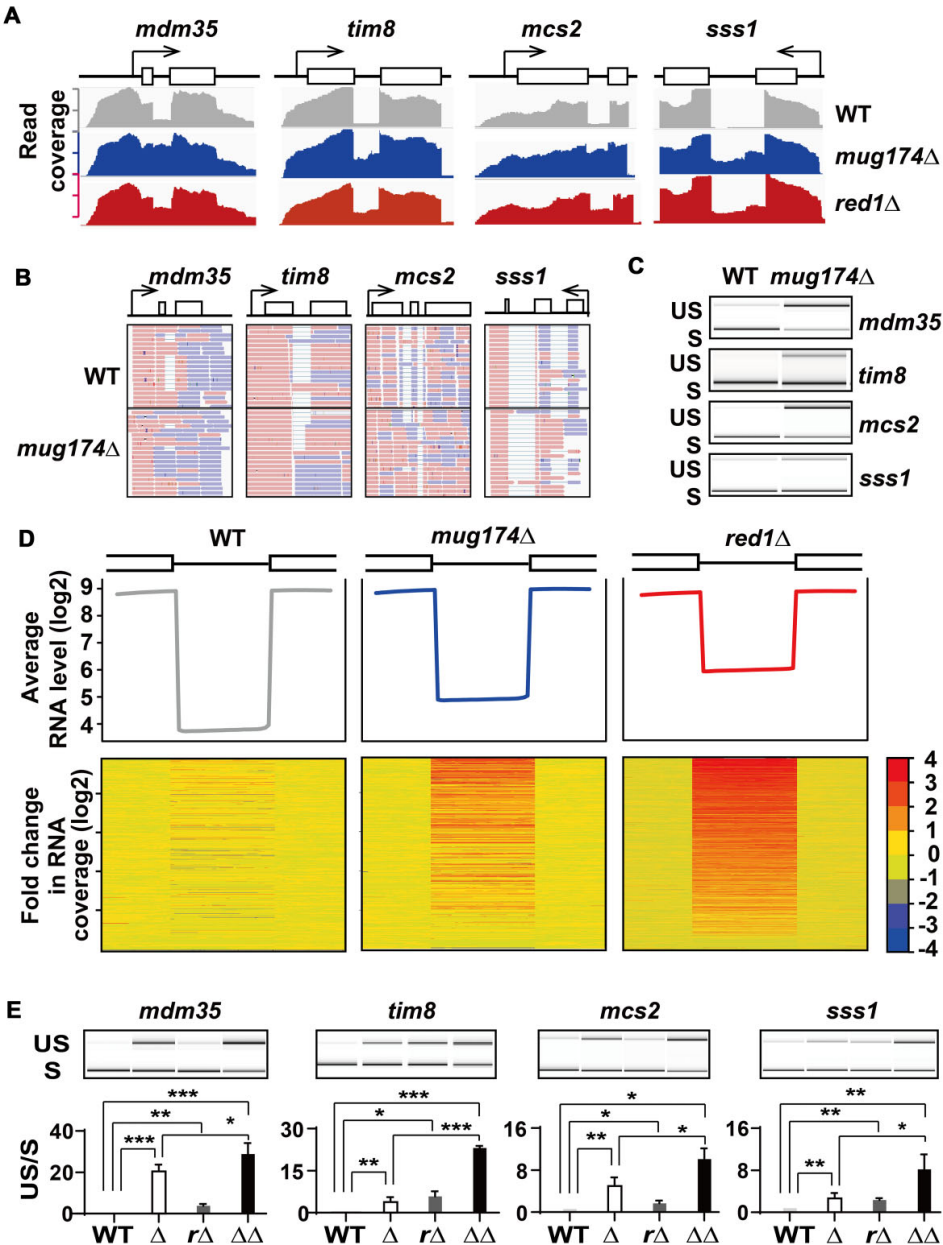
Accumulation of unspliced mRNAs in *mug174*Δ. (**A**) Strand-specific RNA-seq read coverage of indicated genes derived from wild-type (WT), *mug174*Δ and *red1*Δ cells. (**B**) Strand-specific RNA-seq reads of four representative intron-containing genes in WT and *mug174*Δ cells. Blue and red lines denote the 1st and 2nd pair reads, respectively. (**C**) RT-PCR findings of the exon-exon junctions in WT and *mug174*Δ strains. US: unspliced and S: spliced transcripts. (**D**) (top) A composite representation of RNA-seq read coverage encompassing all introns across genes (4915 introns). Each intron was separated into 30 segments (bins), and the average RNA sequence read coverage (only sense transcripts) was investigated for each bin. The surrounding 20-bp exonic regions were also included. In the resultant matrix, each row denotes an intron, and each column represents the position of the intronic region (flanking exonic regions and bins 1–40). The average of the log_2_ values (geometric average) was computed for each column and plotted along a log_2_ scale. (bottom) The heatmaps of impacted introns throughout WT, *mug174*Δ, and *red1*Δ. RNA-seq data were processed as outlined above, while alterations in intron reads (up indicated in red; down indicated in blue) were determined by comparing reads in *mug174*Δ and in *red1*Δ to those in WT. The introns of all the heatmaps were aligned from the most elevated (top) to the most reduced (bottom), according to the *red1*Δ/WT result. (**E**) RT-PCR results of the exon-exon junctions in *mug174*Δ (Δ), *red1*Δ (*r*Δ), *mug174*Δ*red1*Δ (ΔΔ) and their parental WT strains. (top panels) The lower bands indicate spliced (**S**) transcripts, while the upper bands are unspliced (US) transcripts of the indicated genes. (bottom panels) The spliced (S) and unspliced (US) mRNAs of the four representative mRNAs were quantified (mean ± S.D., *n* = 3). * *P* < 0.05, ** *P* < 0.01 and *** *P* < 0.001.

MTREC, a complex targeting various RNAs for RNA degradation by the nuclear exosome, plays a critical role in the removal of unspliced or misspliced mRNAs (37,58). During RNA-sequencing analyses, we identified that many of the introns elevated in *mug174*Δ were also increased in cells lacking the MTREC component Red1 (Figure 3A and D, bottom). These observations raised the possibility that Mug174 works alongside MTREC to enhance the degradation of unspliced mRNAs. To investigate this possibility, we examined whether Mug174 and Red1 target the same introns. The heatmap of accumulated (red) and reduced (blue) introns indicated that Mug174-target introns mirrored Red1-target introns, while the effect of *mug174*Δ on introns was not as strong as *red1*Δ (Figure 3D). Additionally, RT-PCR suggested that more unspliced mRNAs were present in *mug174*Δ*red1*Δ than in the other three strains (Figure 3E). Collectively, these findings suggest that Mug174 and Red1 suppress unspliced mRNAs via pre-mRNA splicing and degradation of unspliced mRNAs, respectively.

### Mug174 is the fission yeast ortholog of Coilin, an essential component of Cajal bodies

Our characterization of Mug174 identified that: (1) Mug174 has an intrinsically disordered domain and can form phase-separated condensates, (2) Mug174 foci often associate with the nucleolus and cleavage bodies (CLBs), (3) the N-terminal domain of Mug174 is essential for its localization, (4) Mug174 is necessary for sexual reproduction, and (5) Mug174 is involved in mRNA splicing. These findings reminded us of Coilin, an integral component of Cajal bodies (CBs) in higher eukaryotes (20,21). However, no Coilin ortholog had been reported in unicellular eukaryotes previously. We hypothesized that Mug174 operates as the fission yeast ortholog of Coilin, and we conducted additional experiments to confirm that Mug174 is the fission yeast Coilin.

We compared the primary sequence of Mug174 and Coilin proteins across other species. A multiple sequence alignment utilizing Clustal Omega suggested that the N- and C-terminal domains of Mug174 are weakly homologous to Coilin proteins (Supplementary Figure S4A and B), similar to the previous findings that Coilin proteins in higher eukaryotes show sequence similarities only in the N- and C-terminal domains throughout species (21,23). Intriguingly, a protein phylogenic tree suggested that the primary sequence is more extensively conserved between Mug174 and human Coilin than between fruit fly and human Coilins (Figure 4A). Notably, a recent structural prediction using AlphaFold claimed that Mug174 is a structural homolog of Coilin (Supplementary Figure S4C) (59). These findings are aligned with the idea that Mug174 is the fission yeast Coilin ortholog.

**Figure 4.**
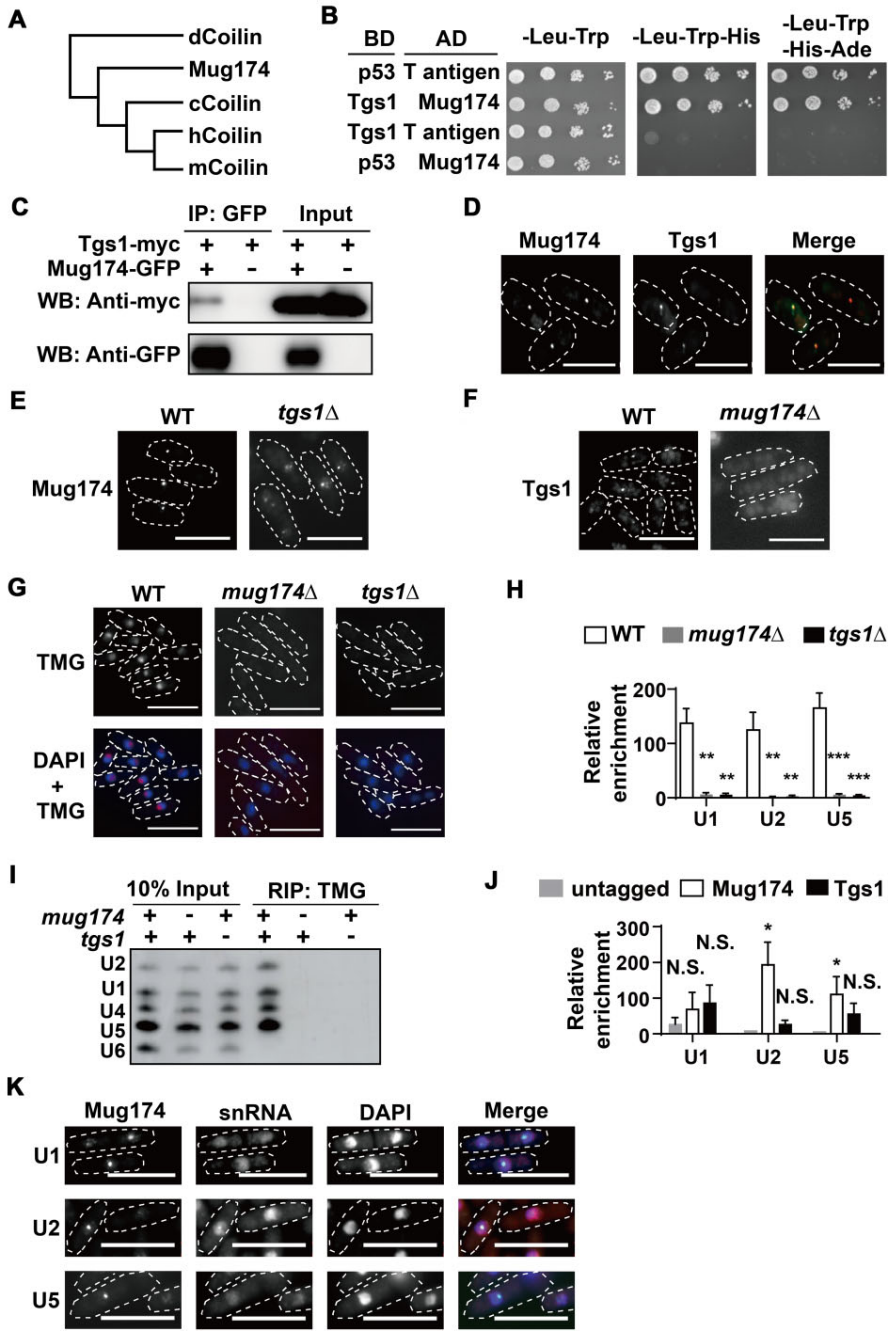
Mug174 is the Coilin ortholog in *S. pombe*. (**A**) A protein similarity tree indicating the relationship across Coilin proteins in various eukaryotic species. c: Chick, d: *Drosophila*, h: human, and m: mouse. (**B**) The interactions between Mug174 and Tgs1 were investigated using a standard yeast two-hybrid system. Mug174 was linked to the GAL4 activation domain (AD), while Tgs1 was fused to the GAL4 binding domain (BD). The combination of p53/T antigen operated as a positive control. (**C**) Tgs1 co-immunoprecipitated with Mug174. An anti-GFP antibody was subjected to immunoprecipitation to strains expressing Tgs1-myc or Mug174-GFP/Tgs1-myc. The precipitated protein samples were examined via western blotting using an anti-GFP or anti-myc antibody. (**D**) Localization of Mug174-tdTomato and Tgs1-GFP during vegetative growth. The white dotted lines denote the cell shapes. Scale bars, 10 μm. (**E**) Mug174 localization depends upon Tgs1. Wild-type (WT) and *tgs1*Δ cells expressing Mug174-GFP were assessed via fluorescence microscopy. The white dotted lines denote the cell shapes. Scale bar, 10 μm. (**F**) Tgs1 localization relies on Mug174. WT and *mug174*Δ cells expressing Tgs1-GFP were assessed by fluorescence microscopy. The white dotted lines indicate the cell shapes. Scale bars, 10 μm. (**G**) Immunofluorescence utilizing an anti-trimethylguanosine (TMG) antibody to visualize TMG in WT, *mug174*Δ and *tgs1*Δ. The white dotted lines indicate the cell shapes. Scale bars, 10 μm. (**H**) TMG caps on U1, U2 and U5 snRNAs were investigated by RNA immunoprecipitation using an anti-TMG antibody in WT, *mug174*Δ and *tgs1*Δ cells. Relative enrichment of U1, U2, and U5 snRNAs with *act1* RNA was computed and presented as mean ± S.D. (*n* = 3). ** *P* < 0.01 and *** *P* < 0.001. (**I**) Mug174 and Tgs1 are necessary for the TMG cap of U snRNAs. Purified small RNAs (input) and small RNAs precipitated utilizing an anti-TMG antibody were analyzed by northern blotting. (**J**) Mug174 associates with U2 and U5 snRNAs. Mug174-GFP, Tgs1-GFP and their parental untagged strains were subjected to RNA immunoprecipitation utilizing an anti-GFP antibody, and the precipitated fractions were assessed through RT-qPCR. Relative enrichment of U1, U2 and U5 snRNAs with *act1* RNA was computed and presented as mean ± S.D. (*n* = 3). * *P* < 0.05. (**K**) RNA-FISH using a Cy3-labeled U1, U2 or U5 snRNA specific probe in *S. pombe* cells expressing Mug174-GFP. The white dotted lines indicate the cell shapes. Scale bars, 10 μm.

CBs facilitate RNA modifications (e.g. 5′ cap trimethylation and 2′-O-ribose methylation), and human Coilin (hCoilin) interacts with the trimethylguanosine synthase TGS1 and the box C/D snoRNP complex (20,60). To test our hypothesis that Mug174 should interact with these RNA-modifying enzymes, we performed a yeast two-hybrid (Y2H) assay and identified that Mug174 interacts with Tgs1/TGS1 under the most stringent (-Leu-His-Trp-Ade) conditions (Figure 4B). The relationship between endogenous Mug174 and Tgs1 was confirmed by co-immunoprecipitation followed by western blotting (Figure 4C). We attempted to identify the Mug174 domain required for the interaction with Tgs1 and identified that the N-terminal segment of Mug174 is necessary for the interaction (Supplementary Figure S4D). Given that this interaction was observed in a less stringent (-Leu-His-Trp) condition (Supplementary Figure S4D), the N-terminal domain is necessary but may not be sufficient for the strong Mug174 and Tgs1 interaction. Similar to these observations, fluorescence microscopic analyses demonstrated that Mug174 colocalized with Tgs1 in vegetative cells (Figure 4D). We also investigated the interaction between Mug174 and the box C/D snoRNP complex constituents (Fib1/FBL, Snu13/SNU13, Nop56/NOP56 and Nop58/NOP58), but we did not identify any direct association with the Y2H system (data not shown). Still, Mug174 partially colocalized with Fib1/FBL and Nop56/NOP56 (Supplementary Figure S4E), indicating a functional link between Mug174 and the box C/D snoRNP complex.

Cajal body integrity requires ongoing U snRNP biogenesis mediated by TGS1, as CBs are dispersed into multiple foci in the absence of TGS1 (61). Similarly, the absence of the *tgs1^+^* gene resulted in an increase in the number of Mug174 foci without affecting the steady-state level of Mug174 (Figure 4E and Supplementary Figure S4F and G). Furthermore, Tgs1 did not localize adequately in the absence of Mug174, while the steady-state level of the Tgs1 protein was not altered (Figure 4F and Supplementary Figure S4H and I). These findings suggest that the localization of Mug174 and Tgs1 is interdependent, demonstrating that Mug174 and Tgs1 are functionally and physically linked.

A primary function of CBs is to enable U snRNP maturation (20,25). As Mug174 is physically associated with Tgs1, we investigated whether Mug174 positively regulates the trimethylation of U snRNAs. We first conducted immunofluorescence using an anti-trimethylguanosine cap (TMG) antibody and observed a reduction in the TMG levels in *mug174*Δ and *tgs1*Δ (Figure 4G). TMG-immunoprecipitation followed by RT-qPCR demonstrated the loss of the TMG capping of U snRNAs, while the expression levels of U snRNAs were not altered in *mug174*Δ and *tgs1*Δ (Figure 4H and Supplementary Figure S4J). The absence of TMG capping of U snRNAs was also confirmed by RNA IP followed by northern blotting (Figure 4I). Moreover, RNA-immunoprecipitation experiments suggested that Mug174 was significantly bound to U2 and U5 snRNAs (Figure 4J), and RNA-FISH demonstrated that U2 snRNA signals coincided with Mug174 (Figure 4K). Additionally, RT-PCR demonstrated the ratio of unspliced/spliced mRNAs in *mug174*Δ*tgs1*Δ aligned with that in *mug174*Δ (Supplementary Figure S4K), and the growth of *mug174*Δ*tgs1*Δ was almost identical to *mug174*Δ (Supplementary Figure S4L and M). From these analyses, we found that Mug174 and Tgs1 operate in the same pathway, promoting U snRNA maturation through TMG capping.

We examined how hCoilin behaves in fission yeast. Interestingly, hCoilin-GFP formed nuclear foci when expressed in fission yeast and colocalized with Mug174-tdTomato (Supplementary Figure S4N), suggesting that both Mug174 and hCoilin produce nuclear condensates with similar physical properties. We also examined whether hCoilin expression could rescue the growth defect in *mug174*Δ, but it did not (Supplementary Figure S4O), suggesting that the primary sequence of hCoilin has diverged significantly from Mug174, and hCoilin cannot operate alongside *S. pombe* proteins.

According to these results, Mug174 is found to be the fission yeast ortholog of Coilin. Fission yeast also possesses Cajal body-like nuclear condensates, which had not been previously described.

### Chromosome segregation defects in *mug174*Δ

Inactivation of Cajal body components is tied to various human diseases and impaired reproduction in mice (4,20,24), but it remains unclear how malfunctions of CBs produce such detrimental effects. To delve deeper into this question, we further characterized Mug174. A dilution analysis suggested that *mug174*Δ was more sensitive to thiabendazole (TBZ) than its parental WT strain (Figure 5A). TBZ is a microtubule-destabilizing agent, and chromosome segregation mutants (e.g. RNAi defective mutants) are sensitive to TBZ (62–64). We examined the stability of the minichromosome Ch16m23 (65) in mitotically dividing WT and *mug174*Δ cells. As expected, *mug174*Δ lost its minichromosome more frequently than WT (Figure 5B and Supplementary Figure S5A). Moreover, fluorescence microscopic analyses found lagging chromosomes in mitotic *mug174*Δ cells more frequently than in mitotic WT cells (Figure 5C and Supplementary Figure S5B). Overall, we conclude that Mug174 is required for proper mitotic chromosome segregation.

**Figure 5.**
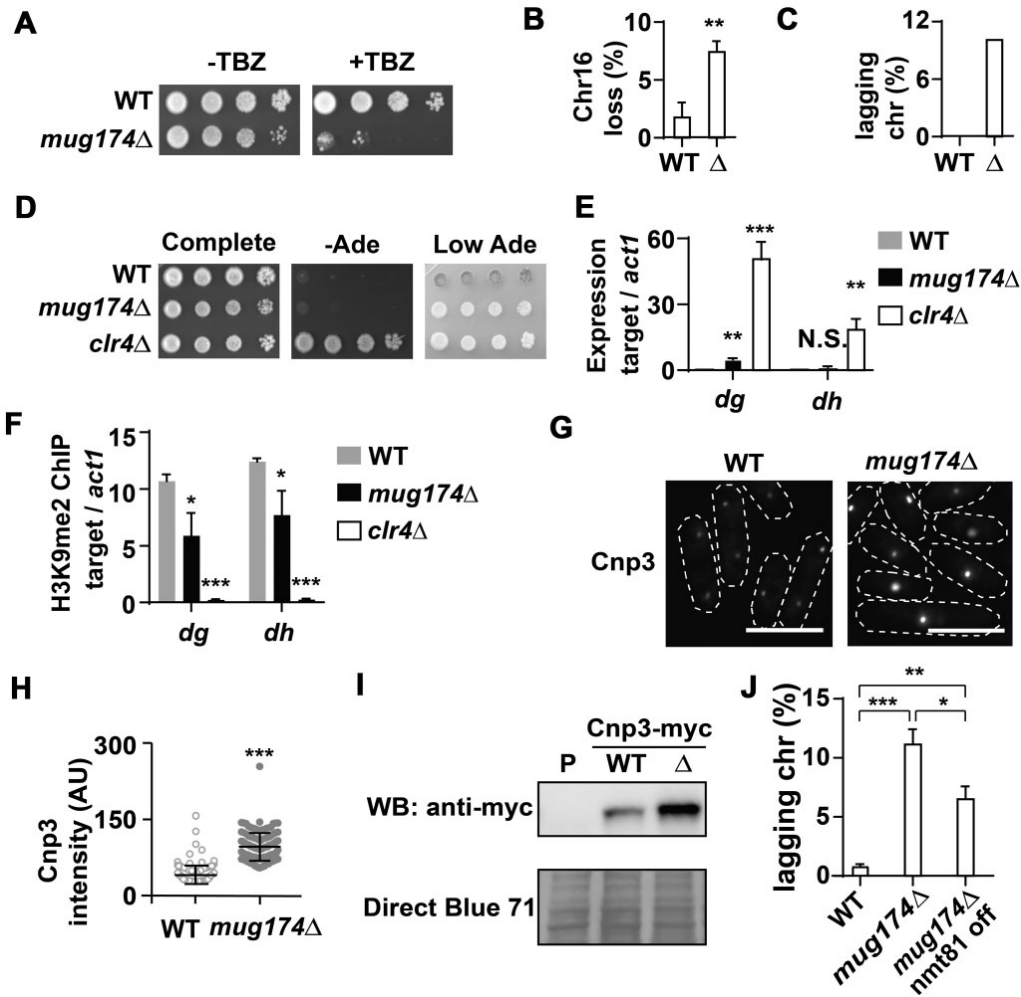
Mitotic chromosome segregation is adversely influenced in *mug174*Δ. (**A**) *mug174*Δ cells exhibit sensitivity to thiabendazole (TBZ). Ten-fold serial dilutions of wild-type (WT) and *mug174*Δ cultures were placed onto complete medium plates with or without TBZ (15 μg/ml) and incubated at 32°C for four days. (**B**) The loss of the minichromosome Ch16m23 (Ch16) in WT and *mug174*Δ. Over 1000 colonies were assessed, and the mean ± S.D. was presented (*n* = 3). ** *P* < 0.01. (**C**) Lagging chromosomes in the M phase of WT and *mug174*Δ. Over 100 M phase cells were examined across each strain. (**D**) Ten-fold serial dilutions of WT, *mug174*Δ and *clr4*Δ harboring the *ade6*^+^ marker gene inserted at centromere 1 (*otr1*R::*ade6*^+^) were placed onto complete, adenine-lacking (-Ade), and low adenine-containing (Low Ade) plates, and incubated at 32°C for four days. (**E**) RT-qPCR of *dg* and *dh* transcripts in WT, *mug174*Δ, and *clr4*Δ cells. The fold changes were normalized relative to the *act1* mRNA (mean ± S.D., *n* = 3). ** *P* < 0.01 and *** *P* < 0.001. N.S.: not significant. (**F**) Chromatin immunoprecipitation (ChIP) of H3K9me2 at *dg* and *dh* in WT, *mug174*Δ cells, and *clr4*Δ cells. Relative enrichment (mean ± S.D., *n* = 3) was determined from three-independent ChIP-qPCR experiments. The reference locus was *act1*^+^. * *P* < 0.05 and *** *P* < 0.001. (**G**) Cnp3-tdTomato localization in WT and *mug174*Δ cells. White dotted lines indicate the cell shapes. Scale bars, 10 μm. (**H**) A vertical scatter plot of Cnp3-tdTomato signal intensity in WT and *mug174*Δ cells. Over 100 cells were assessed. AU: arbitrary unit. (**I**) Western blotting of Cnp3-myc in WT and *mug174*Δ cells. The parental strain (P) was employed as a negative control. The protein loading was confirmed by Direct Blue 71 staining. (**J**) Lagging chromosomes in *mug174*Δ were partially limited by reducing the Cnp3 protein level. The *cnp3* mRNA expression was repressed using the thiamine-repressive promoter *nmt81*. * *P* < 0.05, ** *P* < 0.01 and *** *P* < 0.001.

### Partial heterochromatin loss at centromeres in *mug174***Δ**

The loss of centromeric heterochromatin can trigger lagging chromosomes (62–64). As Tgs1 is involved in heterochromatin establishment (42), we anticipated that centromeric heterochromatin would be disrupted in *mug174*Δ. To assess the integrity of centromeric heterochromatin, we utilized *otr*1R::*ade6*^+^, an *ade6*^+^ maker gene in the pericentromeric heterochromatin of chromosome 1 (34). *ade6*^+^ de-repression can be assessed on plates containing low adenine according to the color (red: silenced; white: de-repressed) of colonies. We identified that *mug174*Δ cells formed whitish colonies on low-adenine plates (Figure 5D, Low Ade) and that not all *mug174*Δ colonies were white, whereas a fraction of them were pinkish in color (Supplementary Figure S5C). In the same assay, *clr4*Δ, lacking histone H3 Lys9 methylation, was grown on no adenine (–Ade) plates (Figure 5D), and the color of *clr4*Δ cells was completely white (Supplementary Figure S5C). These observations are aligned with our RNA-seq data that the centromeric transcript *SPNCRNA.234* was elevated most significantly, suggesting that centromeric silencing is partly compromised in *mug174*Δ. 

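The centromeric non-coding RNA SPNCRNA.234 lies on chromosome I from 3786105 to 3787136 in the coordinates of the authors' deposited table. It had 15 and 16 reads in the WT libraries and 525 and 844 in the mug174Δ libraries. It rose from 0.844 ± 0.0706 (SD, n = 2) to 37.3 ± 9.33 (SD, n = 2) RPKM, a log2 fold change of 4.79 (standard error 0.23, adjusted p = 0.0017) from limma, and remained past the threshold without any 1 library. Among the features with a log2 fold change above 0 its rank by p was 1, and by the authors' deposited p-value it was 1. The rank was 2 without WT replicate 1 or 2, 5 without red1Δ replicate 1 or 2, 4 with the replicate number as a block and 11 with voom weights. All 9 non-coding RNAs of the centromeric list, drawn from Supplementary Table S4, rose in mug174Δ, 8 of them after median ratio scaling, and 9 when adjusted over the list alone (camera adjusted p = 5.0e-06, adjusted p = 0.85 with an estimated correlation). The list does not hold nam5, which lies on chromosome I near SPNCRNA.231. This list was chosen on these samples and is not independent evidence. The number that rose was 5 without any 1 of the WT and mug174Δ libraries, where 9 RNAs were tested without a WT library and 6 without a mug174Δ library, since members reach the filter through the mug174Δ libraries. SPNCRNA.362 rose from 1.26 ± 0.264 (SD, n = 2) to 23.5 ± 5.96 (SD, n = 2) RPKM, and SPNCRNA.371, on chromosome II from 1636393 to 1636776, had a log2 fold change of 3.30 (adjusted p = 0.0044). In red1Δ, SPNCRNA.234 had 1.90 ± 0.236 (SD, n = 2) RPKM, a log2 fold change of 0.84 (standard error 0.23, adjusted p = 0.023). The adjusted p of this smaller rise was 0.092 after median ratio scaling and 0.35 with voom weights, and 0.093, 0.075 and 0.057 without WT replicate 1, WT replicate 2 and red1Δ replicate 1, and 0.0526 in a fit of only WT and red1Δ. In the direct comparison of the strains, 8 of the 9 centromeric RNAs were lower in red1Δ than in mug174Δ in limma. Of the 50-base words of SPNCRNA.234, 94.8% occur elsewhere in the genome, and between 82.4% and 100% do so over the 9 RNAs, so the values cannot be assigned to single repeat copies.

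**Figure D2:**
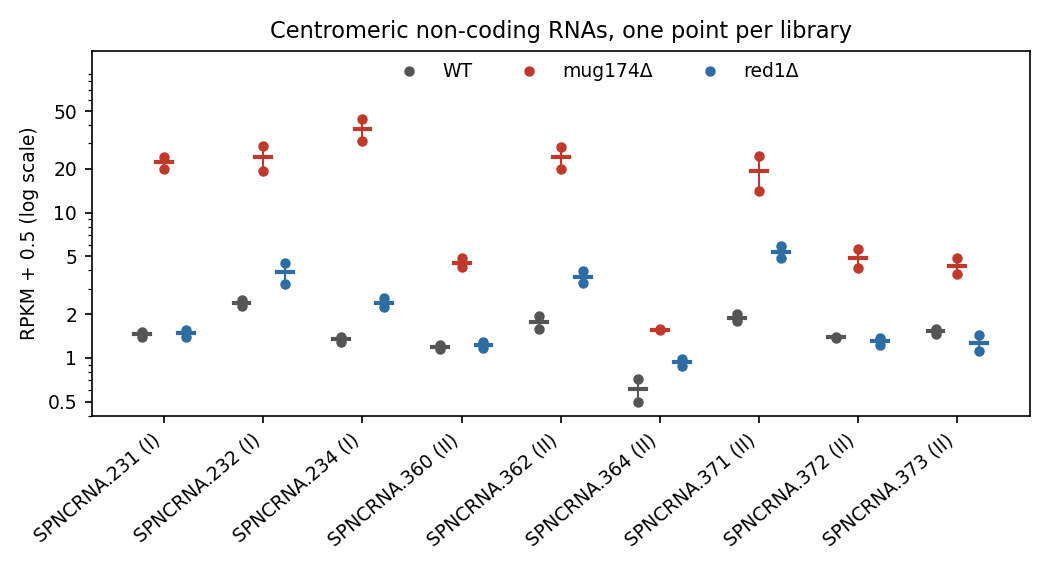
RPKM + 0.5 on a log axis of the 9 centromeric non-coding RNAs, with the chromosome in brackets, one point per library and a bar at the mean of the 2 libraries of each strain. Both mug174Δ libraries lie above both WT libraries for each RNA, with SPNCRNA.234 at 30.7 and 43.9 RPKM in mug174Δ.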

We conducted RT-qPCR and histone H3 Lys9 dimethylation (H3K9me2) chromatin immunoprecipitation (ChIP)-qPCR at two centromeric repetitive sequences, *dg* and *dh* (34). RT-qPCR demonstrated that *dg* but not *dh* transcripts were significantly increased in *mug174*Δ (Figure 5E), and ChIP-qPCR unveiled the levels of H3K9me2 at both *dg* and *dh* were significantly reduced in *mug174*Δ (Figure 5F). Collectively, these data indicate that Mug174 plays a minor role in the formation of centromeric heterochromatin, relative to the H3K9 methyltransferase Clr4/SUV39.

### Cnp3/CENP-C, a kinetochore protein, abnormally accumulates in *mug174*Δ

Unexpectedly, we identified that Cnp3/CENP-C foci are larger in *mug174*Δ than in WT (Figure 5G). We verified variability in Cnp3 signals between WT and *mug174*Δ by investigating a combination of the two strains under a fluorescent microscope (Supplementary Figure S5D). The quantification of Cnp3 signals demonstrated that the signal intensity of Cnp3 almost doubled with statistical significance in the absence of Mug174 (Figure 5H). Similar to this observation, we identified that the steady-state levels of the Cnp3 protein were elevated in *mug174*Δ relative to the WT (Figure 5I and Supplementary Figure S5E) and that Cnp3 accumulated at kinetochores in *mug174*Δ at higher levels than in WT (Supplementary Figure S5F). Conversely, *cnp3* mRNA levels in WT and *mug174*Δ were comparable (Supplementary Figure S5G). We also examined the localization of five kinetochore proteins (Cnp1/CENP-A, Cnp20/CENP-T, Mis12/MIS12, Ndc80/NDC80, and Spc7/KNL1). However, no alteration was observed in their signal intensity in *mug174*Δ (data not shown). These findings suggest that the steady-state level of the Cnp3 protein, but not other kinetochore proteins, is elevated, and more Cnp3 proteins are localized to kinetochores in the absence of Mug174. As Cnp3 overexpression causes lagging chromosomes (66), we speculated that lagging chromosomes in *mug174*Δ are partially due to increased Cnp3 protein. To examine this, we replaced the endogenous *cnp3*^+^ promoter with the thiamine-repressive *nmt81* promoter (67). In the presence of thiamine, Cnp3 expression and Cnp3 intensity were significantly reduced (Supplementary Figure S5H-K). As depicted in Figure 5J, repressed Cnp3 expression suppressed lagging chromosomes in *mug174*Δ. While it remains unclear how Mug174 modulates the steady-state level of Cnp3, we conclude that Mug174 is necessary for proper kinetochore assembly.

### Mug174/Coilin is necessary for cellular quiescence

Our characterization indicated that *mug174*Δ is sensitive to cold and defective in meiosis, suggesting that CBs (or Mug174) facilitate adaptations to environmental changes. Nitrogen deprivation induces G0/cellular quiescence in prototrophic, heterothallic *S. pombe* strains (68). We hypothesized that G0 is disturbed without functional CBs (or Mug174). To investigate this, we measured the entry into the G0 phase in WT and *mug174*Δ cells. Fluorescence-activated cell sorting (FACS) analyses of nitrogen-starved prototrophic WT and *mug174*Δ cells indicated that both WT and *mug174*Δ cells entered the G0 phase appropriately (Figure 6A), demonstrating that Mug174 is dispensable for G0 entry. We then investigated cell viability during the G0 phase through trypan blue staining. WT cells maintained high cell viability for four weeks following nitrogen depletion (Figure 6B), as documented previously (69). However, *mug174*Δ began to lose cell viability three weeks following nitrogen starvation, and >50% of *mug174*Δ cells were inviable four weeks following G0 induction (Figure 6B). These observations suggest that Mug174/Coilin is required to maintain cell viability during cellular quiescence. We assessed the mitotic competence (the ability to revert to the mitotic cycle from G0) of *mug174*Δ, identifying that WT cells maintained high mitotic competence three weeks after nitrogen deprivation, and over 50% of WT cells still reverted to the mitotic cycle four weeks after G0 entry (Figure 6C). Conversely, the mitotic competence of *mug174*Δ G0 cells began to decrease significantly after two weeks, with most *mug174*Δ G0 cells losing mitotic competence after 4 weeks (Figure 6C). According to these findings, we conclude that Mug174/Coilin is required for maintaining cell viability during cellular quiescence and reverting to vegetative growth.

**Figure 6.**
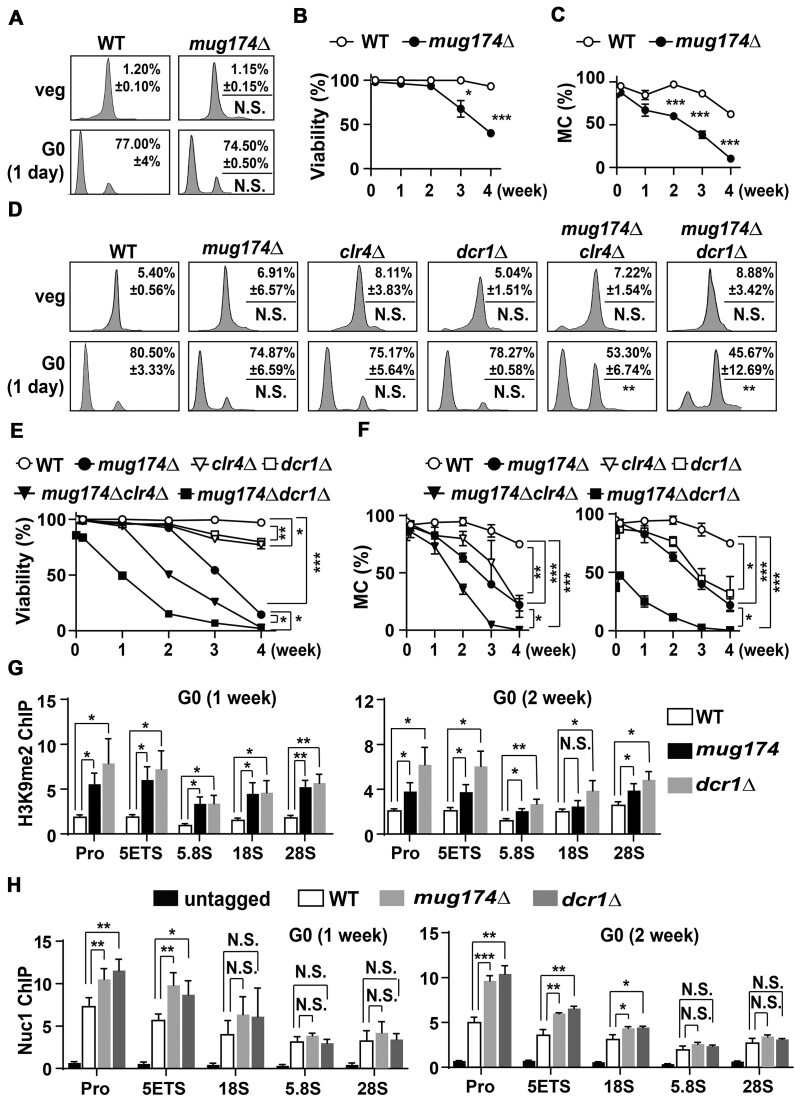
Mug174/Coilin is required for cellular quiescence. (**A**) G0 entry in wild-type (WT) and *mug174*Δ upon nitrogen starvation was assessed by flow cytometry during vegetative growth (veg) and 1 day following nitrogen depletion (G0). N.S.: not significant. (**B**) Cell viability in WT and *mug17*4Δ cells following nitrogen starvation. Trypan blue exclusion analysis was conducted to test cell viability, and over 200 cells were examined. The mean ± S.D. was presented from three independent experiments. * *P* < 0.05 and *** *P* < 0.001. (**C**) Mitotic competence (MC), the ability to revert to mitotic division from G0, of WT and *mug174*Δ cells over various time points following nitrogen deprivation. Three independent experiments were performed to characterize the mean ± S.D., and 90 cells were examined each time. *** *P* < 0.001. (**D**) G0 entry in WT, *mug174*Δ, *clr4*Δ, *dcr1*Δ, *mug174*Δ*clr4*Δ and *mug174*Δ*dcr1*Δ upon nitrogen starvation was examined via flow cytometry during vegetative growth (veg) and 1 day following nitrogen depletion (G0). ** *P* < 0.01. N.S.: not significant. (E and F) G0 cell viability (**E**) and the mitotic competence (**F**) of the indicated strains after G0 induction. Three independent experiments were performed to determine the mean ± S.D., and over 120 cells were examined each time. * *P* < 0.05, ** *P* < 0.01 and *** *P* < 0.001. (**G**) The H3K9me2 levels at the rDNA locus in WT, *mug174*Δ and *dcr1*Δ G0 cells. Relative enrichment (mean ± S.D.) was characterized by five independent ChIP-qPCR experiments using G0 cells following 1 week and 2 weeks of nitrogen starvation. The reference locus was *act1*^+^. * *P* < 0.05 and ** *P* < 0.01. N.S.: not significant. (**H**) The Nuc1 levels identified at the rDNA locus in WT, *mug174*Δ and *dcr1*Δ following 1 week and 2 weeks of nitrogen starvation. Relative enrichment (mean ± S.D.) was identified using four-independent ChIP-qPCR experiments. The reference locus was *act1*^+^. * *P* < 0.05 and ** *P* < 0.01. N.S.: not significant.

### Mug174/Coilin and heterochromatin assembly factors contribute differently to cellular quiescence

Prior studies have demonstrated that RNA interference (RNAi) and Clr4/SUV39, both critical for heterochromatin assembly in *S. pombe*, have essential roles in G0 (70,71). As *mug174*Δ cells are partially defective in heterochromatin formation, Mug174 may operate in the same pathway as Clr4 and RNAi (e.g. Dcr1/DICER). To investigate this possibility, we combined *mug174*Δ with either *clr4*Δ or *dcr1*Δ and examined the G0 entry and cell viability of the double deletion strain. When combining *mug174Δ* with *dcr1*Δ via genetic crossing, we determined that *mug174*Δ*dcr1*Δ cells grew slower than WT, *mug174*Δ, or *dcr1*Δ during vegetative growth (Supplementary Figure S6A), indicating that Mug174 and Dcr1 work in distinct or overlapping pathways in mitotically dividing cells. When G0 was induced, *mug174*Δ*clr4*Δ and *mug174*Δ*dcr1*Δ did not efficiently enter G0 phase, while WT, *mug174*Δ, *clr4*Δ, and *dcr1*Δ strains did (Figure 6D). In addition, the loss of both G0 cell viability and mitotic competence was more substantial in the double deletion strains compared to WT, *mug174*Δ, *clr4*Δ or *dcr1*Δ (Figure 6E and F). Consistent with the G0 defects, we found enlarged cells and those lacking DAPI staining, particularly in nitrogen-starved *mug174*Δ*clr4*Δ and *mug174*Δ*dcr1*Δ (Supplementary Figure S6B). This finding suggests that these abnormally shaped cells are dead or extremely ill. From these data, we determine that Mug174 and Clr4/Dcr1 operate in distinct or overlapping pathways in cellular quiescence.

### Mug174/Coilin prevents aberrant histone H3 Lys9 methylation and RNA pol I occupancy at rDNA repeats

We investigated how Mug174 maintains cell viability and mitotic competence in quiescent cells. Aberrant H3K9me2 accumulation at rDNA repeats during G0 caused cell death in *dcr1*Δ (70). This report prompted us to investigate H3K9me2 at rDNA in quiescent *mug174*Δ cells. We performed H3K9me2 ChIP-qPCR on rDNA (Supplementary Figure S6C) in WT, *mug174*Δ, and *dcr1*Δ cells during vegetative growth and in the G0 phase. A significant elevation in H3K9me2 on rDNA repeats in *mug174*Δ as well as *dcr1*Δ was observed 1 and 2 weeks after G0 induction (Figure 6G). Conversely, we did not observe an increase during vegetative growth or 1 day after G0 induction (Supplementary Figure S6D). This suggests that abnormal H3K9me2 accumulation occurs in *mug174*Δ, although it was not as clear as in *dcr1*Δ. A previous study demonstrated that G0 defects in *dcr1*Δ are suppressed by *clr4*Δ (70). As illustrated in Figure 6E and F, *clr4*Δ did not limit the loss of cell viability and mitotic competence in *mug174*Δ. These data confirm the idea that Mug174 and Dcr1 have specific roles in G0 cells and indicate that the aberrant H3K9me2 increase at rDNA repeats does not produce G0 defects in *mug174*Δ.

Another potential explanation is that Mug174 limits Nuc1/POLR1A (RNA polymerase I subunit A) occupancy at rDNA as Dcr1 evicts Pol I from rDNA to maintain cell viability in G0 (70). We examined RNA Pol I occupancy at rDNA using ChIP-qPCR. No significant variations in Pol I occupancy at rDNA were observed in WT, *mug174*Δ, and *dcr1*Δ cells during vegetative growth and 1 day following G0 induction (Supplementary Figure S6E). In contrast, the occupancy of Nuc1 at the promoter (Pro), 5′ external transcribed spacer sequences (5′ETS), and 18S rDNA was increased in *mug174*Δ during prolonged (1 and 2 weeks) G0 phases, and the influence of *mug174*Δ on Pol I occupancy was similar to *dcr1*Δ (Figure 6H). This finding suggested that the increased Pol I occupancy may cause heightened transcript numbers from rDNA repeats. We assessed 28S and 18S rRNA levels, which were significantly higher in *mug174*Δ following 1 and 2 weeks of nitrogen starvation (Supplementary Figure S6F). Additionally, GO analyses of whole-cell proteome analyses indicated that the proteins linked to ribosome biogenesis were upregulated in *mug174*Δ 1 and 2 weeks following G0 induction (Supplementary Tables S11–S13). Since rRNA levels rapidly decrease upon G0 induction (43), the increased levels of rRNA transcripts and ribosome-related proteins found in *mug174*Δ may adversely impact quiescent cells.

### mRNA splicing defects negatively influence cellular quiescence

Given that Mug174 is necessary for appropriate pre-mRNA splicing, the G0 defects identified in *mug174*Δ could be due to mRNA splicing defects. To investigate this idea, we examined whether Prp13/U4 snRNA (72) or Prp14/DHX38, which catalyzes the first transesterification reaction of spliceosomal mRNA splicing (73), is necessary for cell viability during cellular quiescence. Both Prp13 and Prp14 are required for cell viability, and we used the mutant strains, *prp13-1*, *prp14-1* and *prp14-2*, which show splicing defects at permissive temperatures (72,74). We identified that G0 entry via FACS analysis was significantly reduced in *prp13-1*, *prp14-1* and *prp14-2* cells (Figure 7A). Moreover, the G0 cell viability of the three *prp* mutants declined relative to the WT (Figure 7B). These findings suggest that proper mRNA splicing is crucial for G0 entry and G0 cell viability, but the *prp* mutants and *mug174*Δ exhibit different phenotypes, as G0 entry was unaltered by *mug174*Δ (Figure 6A).

**Figure 7.**
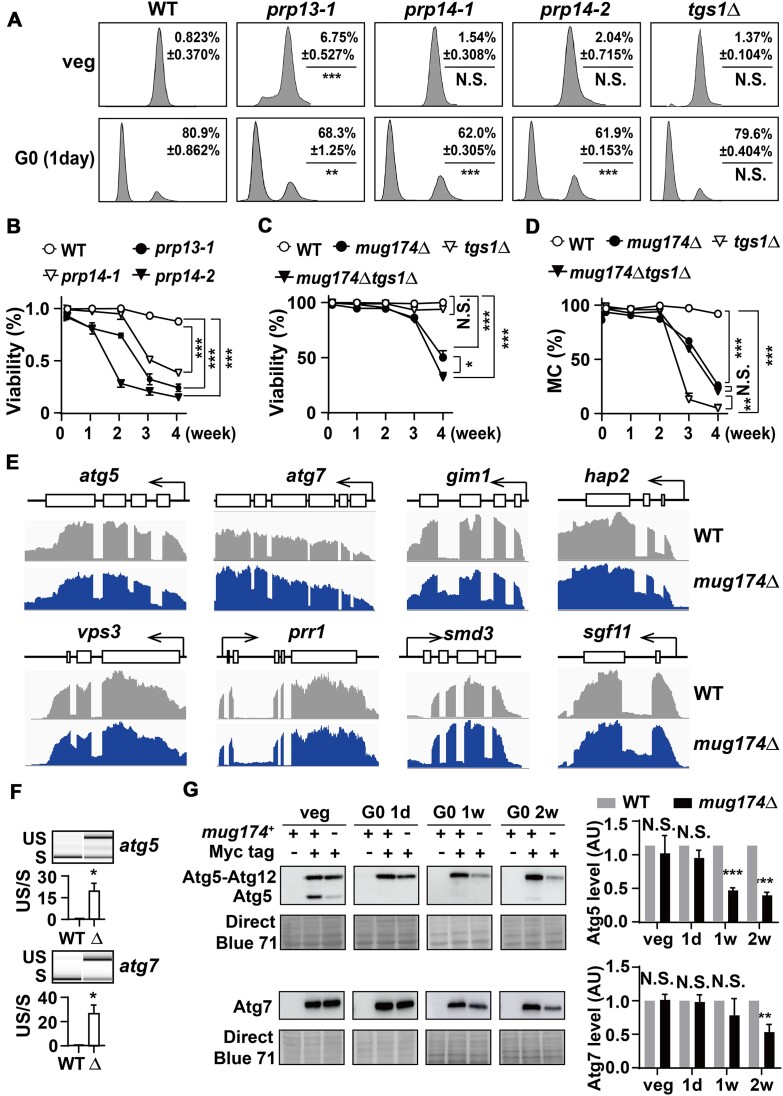
The necessity of mRNA splicing factors in cellular quiescence. (**A**) G0 entry in wild-type (WT), *prp13-1*, *prp14-1*, *prp14-2* and *tgs1*Δ upon nitrogen starvation was examined by flow cytometry during vegetative growth (veg) and 1 day following nitrogen depletion. (**B**) G0 cell viability in WT, *prp13-1*, *prp14-1* and *prp14-2* cells following nitrogen starvation. Trypan blue exclusion analysis was conducted to assess cell viability, and over 200 cells were examined. The mean ± S.D. was determined from three independent experiments. *** *P* < 0.001. (**C**) G0 cell viability in WT, *mug174*Δ, *tgs1*Δ and *mug174*Δ*tgs1*Δ was examined using trypan blue staining at the indicated time points. *** *P* < 0.05 and *** *P* < 0.001. N.S.: not significant. (**D**) The mitotic competence (MC) of WT, *mug174*Δ, *tgs1*Δ and *mug174*Δ*tgs1*Δ cells at various time points following nitrogen deprivation. Three independent experiments were conducted to calculate the mean ± S.D., and 182 cells were examined. ** *P* < 0.01 and *** *P* < 0.001. N.S.: not significant. (**E**) Strand-specific RNA-seq read coverage of the G0 essential (GZE) genes in WT (gray) and *mug174*Δ (blue) cells. Exons and the direction of transcription are depicted as open boxes and arrows, respectively. (**F**) RT-PCR results of the exon-exon junctions of the two representative genes in WT and *mug174*Δ strains. The lower bands indicate the spliced (S) transcripts, while the upper bands represent the unspliced (US) transcripts of the indicated genes. The ratio of spliced (S) versus unspliced (US) mRNAs of *atg5*^+^ (top) and *atg7*^+^ (bottom) was quantified (mean ± S.D., *n* = 3). * *P* < 0.05. (**G**) (left) Western blotting of Atg5-myc and Atg7-myc in both vegetative (veg) and G0 (1 day, 1 week, and 2 weeks following nitrogen starvation) WT and *mug174*Δ cells. Their parental strain was employed as a negative control for western blotting. The protein loading was assessed by Direct Blue 71 staining. (right) The Atg5 or Atg7 band intensity in WT and *mug174*Δ was characterized via three independent western blotting results, and the mean ± S.D. was presented. AU: arbitrary unit. ** *P* < 0.01 and *** *P* < 0.001. N.S.: not significant.

Recent studies have determined that Tgs1/TGS1 is required for mRNA splicing in both *S. pombe* and fruit flies (42,75). Given that Tgs1 interacts and colocalizes with Mug174, it may be involved in cellular quiescence. FACS analyses indicated that Tgs1 is dispensable for typical G0 entry (Figure 7A). Unexpectedly, the G0 cell viability of *tgs1*Δ was indistinguishable from WT (Figure 7C). In addition, mitotic competence was more severely impacted in *tgs1*Δ than in *mug174*Δ or *mug174*Δ*tgs1*Δ (Figure 7D), suggesting that Tgs1 is vital for mitotic competence maintenance during cellular quiescence but not for G0 viability. The variability between *mug174*Δ and *tgs1*Δ implies that Mug174 has an additional function outside cap trimethylation.

Overall, we conclude that mRNA splicing is necessary for cellular quiescence, as well as the mitotic cell cycle, but each splicing factor contributes differently to G0 entry and maintaining G0 cell viability and mitotic competence.

### Mug174/Coilin supports the expression of G0 essential (GZE) genes

The mRNA splicing machinery could be necessary for the expression of genes associated with the maintenance of G0 viability and mitotic competence, including G0 essential (GZE) genes (76). RNA-seq findings suggested that intronic signals of eight GZE genes were increased in *mug174*Δ (Figure 7E). The RNA-seq data of *atg5* and *atg7* mRNAs were confirmed via RT-PCR (Figure 7F), and the expression levels of the two GZE proteins, Atg5 and Atg7, essential for autophagy (77), were reduced in *mug174*Δ (Figure 7G). The reduction in protein expression was negatively correlated with the increase in intron accumulation (Figure 7E). These data support the necessity of pre-mRNA splicing for cellular quiescence in fission yeast.

## Discussion

Our localization-based approach has found various proteins forming discrete nuclear condensates in *S. pombe*. In this study, we characterized Mug174 via biochemical, cell biological, and genetic approaches and demonstrated its requirement for cell growth, chromosome segregation, mRNA splicing, snRNA maturation, cellular quiescence, and meiotic processes. According to our findings, Mug174 is the fission yeast ortholog of Coilin, a necessary component of the Cajal body, and that *S. pombe* has a Cajal body-like nuclear structure, which has not been described previously in fission yeast. Therefore, we anticipate that our study using a unicellular eukaryote offers additional insights into the functions of Coilin, an enigmatic protein, in higher eukaryotes (21).

### Coilin proteins and Cajal bodies are conserved throughout lower and higher eukaryotes

Prior studies have reported that Coilin proteins exist in multicellular organisms like fruit flies, zebrafish, mice, and humans (21,23). However, Coilin has not previously been described in either *S. cerevisiae*, *S. pombe* or *C. elegans* prior to this study. Our characterization of Mug174 suggested that it is functionally equivalent to Coilin, and supported by a recent protein structural prediction by AlphaFold (59). Therefore, we expect *S. cerevisiae* and *C. elegans* to also have Coilin orthologs. *S. cerevisiae* has no Mug174/Coilin homolog based on our BLAST search (unpublished observation); however, it also has a nuclear compartment called the nucleolar body, where U3 snoRNP matures (78). Intriguingly, a standard BLAST search indicated that Mug174 homologs are present across several *Caenorhabditis* species, including *C. japonica*, *C. nigoni* and *C. remenai*, but not in *C. elegans* (unpublished observation). From these findings, we believe that CBs are evolutionarily conserved from yeast to humans, and investigating Mug174 homologs in worms may yield additional information to better comprehend CBs in multicellular organisms.

### A functional link between the Cajal body and the cleavage body

Our protein localization analyses uncovered that CBs are often associated with cleavage bodies (CLBs), where mRNA polyadenylation factors are enriched (79). This linkage between two nuclear condensates is supported by physical interactions between Mug174 and the cleavage body component Red1, essential for RNA surveillance in the nuclear exosome (37,80). Moreover, the relationship between CBs and CLBs in human cells has also been reported (81,82). Based on these results, we speculate that CBs are functionally linked to CLBs, for instance, through the regulation of snRNA or snoRNA transcription. Previous integrative analyses demonstrated that CBs physically bind to sn/snoRNA genes, arranging those loci in transcriptionally active intra/inter-chromosomal regions in human cells (83). In *S. pombe*, Red1 binds to most snoRNA gene loci (58). Therefore, both CBs (or Coilin) and CLBs (or Red1) may enable the transcription of specific genes (e.g. snoRNAs) by modulating genome conformation. Alternatively, the interaction of CBs and CLBs may enable the coordination of snoRNA transcription by Coilin and snoRNA transcription termination by Red1 (58).

### Coilin: a conserved player for centromeres?

We demonstrated that Mug174 is associated with assembling pericentromeric heterochromatin. Because the intimate linkages between RNA splicing and heterochromatin assembly have been outlined in *S. pombe* (72,74,81,84–87), Mug174 is likely to operate as an RNA splicing factor. However, we cannot exclude the possibility that Mug174 possesses an additional function for heterochromatin assembly. In *Arabidopsis thaliana*, the AGO4-Pol IV-siRNA complex, essential for RNA-directed heterochromatin formation and DNA methylation, is assembled in CBs (19,88,89). It would be interesting to assess whether Coilin has a specific function in heterochromatin formation and whether hCoilin is a prerequisite for pericentromeric heterochromatin.

We revealed the abnormal accumulation of Cnp3/CENP-C at kinetochores in *mug174*Δ (Figure 5). The elevated Cnp3 intensity reminded us of the nucleoporin Alm1, necessary for promoting the degradation of Cnp3 via the proteasome (66). Our preliminary data strongly suggested that Mug174 allows Cnp3 ubiquitination, but Mug174 and Alm1 do not operate in the same pathway (unpublished observations). It is conceivable that Mug174 is necessary for the splicing of pre-mRNAs encoding Cnp3 degradation factors (the *alm1*^+^ gene contains no intron). However, based on previous studies, Mug174 likely acts directly on kinetochores (or Cnp3 proteins). For instance, overexpression of Annexin A2, a calcium-dependent phospholipid-binding protein, results in the degradation of CENP-A/C in a Coilin-dependent manner (90). Additionally, Coilin localization to kinetochores has been documented in humans and fruit flies (23,91). Additional experiments are necessary to confirm the evolutionary conservation of the role of Coilin on kinetochore proteins.

### *S. pombe* Coilin is a potential regulator that handles environmental stresses

Previous studies reported that *mug174*^+^ is a gene upregulated in meiosis, and Mug174 is essential for proper sporulation (46,48). Consistent with these findings, our study demonstrated that Mug174 is necessary for efficient mating, sporulation, and spore viability. Similarly, lower fertility was observed in mice without Coilin (24), implying the importance of CBs for gametogenesis. In addition to meiosis, Mug174 enhances cell viability during quiescence and assists quiescent cells in re-entering the mitotic cell cycle. We suspect that defects in cellular quiescence caused by a malfunction of CBs cause human diseases (4). Both meiosis and cellular quiescence are induced by nitrogen deprivation in fission yeast (92,93). Additionally, we identified that *mug174*Δ is sensitive to cold. These findings indicate that CBs assist in adaptations to environmental alterations directly and indirectly. Consistent with this hypothesis, multiple stresses, encompassing heat/cold shock, serum starvation, and osmotic stress, influence Cajal body organization in higher eukaryotes (94), suggesting that CBs respond to differences in environmental conditions. Additionally, plant Coilin is likely a sensor of certain viral proteins and promotes salicylic acid-mediated anti-viral protection by trapping poly(ADP-ribose) polymerase in the nucleolus (16). Therefore, examining the potential role(s) of CBs in sensing or adapting to environmental changes is meaningful.

However, the mechanism(s) by which CBs (or Coilin) operate upon environmental changes remains unclear. One possible mechanism for normal G0 is that CBs promote appropriate mRNA splicing, as splicing mutants were defective in G0 entry and maintaining G0 viability. Another possible mechanism is the suppression of RNA polymerase I (Pol I) transcription by Coilin. In fission yeast, Pol I is evicted from rDNA regions in response to G0 induction as Pol I transcription in G0 is deleterious (70). Notably, Coilin suppresses Pol I transcription by removing Pol I from rDNA during DNA damage in human cells (21). Similar to this report, we observed increased Pol I occupancy following G0 induction in *mug174*Δ. We speculate that Coilin promotes G0 viability through Pol I suppression and mRNA splicing.

### Perspective

*S. pombe* cells lacking Mug174 exhibited multiple phenotypes, including G0 and chromosome segregation defects. Given that *mug174*Δ adversely affected pre-mRNA splicing, we acknowledge the potential that the various phenotypes we identified in *mug174*Δ are simply due to incomplete splicing of mRNAs encoding essential regulators for distinct biological pathways, as outlined above. Still, these phenotypes identified in *mug174*Δ are informative in speculating how Cajal body malfunctions result in various symptoms, including bone marrow failure, neurodegeneration, and immunodeficiency (4,95). One possibility is that cellular quiescence, essential for the viability of long-lived cells (96), is disrupted without functional CBs, affecting long-lived cells like stem, neuronal, and immune cells. We hope that further examinations of CBs will provide potential clues for developing therapeutic approaches for diseases resulting from the malfunctioning of CBs.

## Supplementary Material

gkae463_Supplemental_Files

## Data Availability

The data supporting this study are available from the corresponding authors upon reasonable request. The accession numbers of the RNA-seq datasets described in this paper is GEO: GSE246256. The mass spectrometry datasets have been deposited to the ProteomeXchange Consortium via PRIDE with identifier PXD052066.

# Supplementary material for: The fission yeast ortholog of Coilin, Mug174, forms Cajal body-like nuclear condensates and is essential for cellular quiescence
**Source:** Nucleic Acids Res. 2024 Jun 3;52(15):9174–92. doi: 10.1093/nar/gkae463
**Supplement:** gkae463_Supplemental_Files

**Supplementary table legends**

**Table S1.** Strains used in this study, related to Experimental Procedures

**Table S2.** Primers used in this study

**Table S3.** Plamids used in this study

**Table S4.** Genes showing increased expression (*mug174*Δ/WT_logFC > 0.6), related to figure 4

**Table S5.** Genes showing decreased expression (*mug174*Δ/WT_logFC <-0.6), related to figure 4

**Table S6.** GO analysis of genes differentially expressed in vegetative cells

**Table S7.** Mass spectrometry results of upregulated (*mug174*Δ/WT_logFC > 0.6) proteins in *mug174*Δ vegetative cells, related to figure 4

**Table S8.** Mass spectrometry results of downregulated (*mug174*Δ/WT_logFC <-0.6) proteins in *mug174*Δ vegetative cells, related to figure 4

**Table S9.** GO analysis of proteins differentially expressed vegetative cells

**Table S10.** Overlap of differentially expressed genes and proteins

**Table S11.** Mass spectrometry results of differentially expressed proteins in *mug174*Δ G0 1 week cells

**Table S12.** Mass spectrometry results of differentially expressed proteins in *mug174*Δ G0 2 week cells

**Table S13.** GO analysis of differentially expressed proteins in *mug174*Δ G0 1 week or 2 week cells

**Supplementary movie legend**

**Movie S1.** Spherical droplets formed by SNAP-Mug174

# Supplementary material for: The fission yeast ortholog of Coilin, Mug174, forms Cajal body-like nuclear condensates and is essential for cellular quiescence
**Source:** Nucleic Acids Res. 2024 Jun 3;52(15):9174–92. doi: 10.1093/nar/gkae463
**Supplement:** gkae463_Supplemental_Files

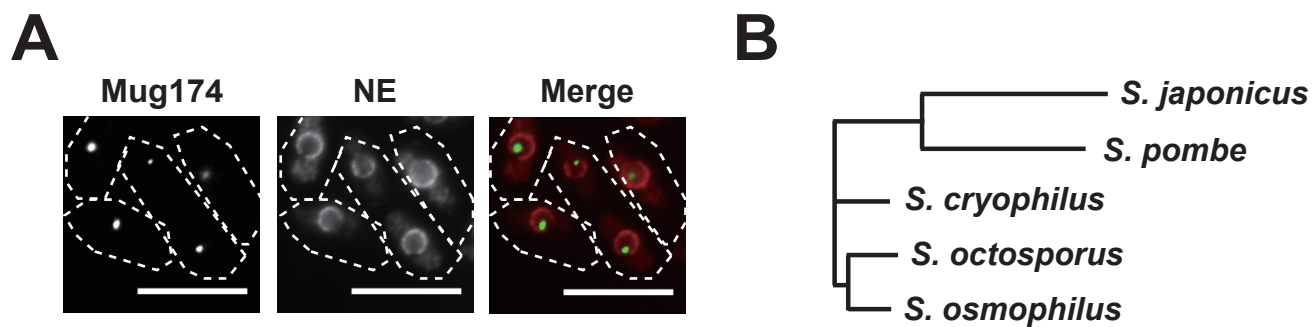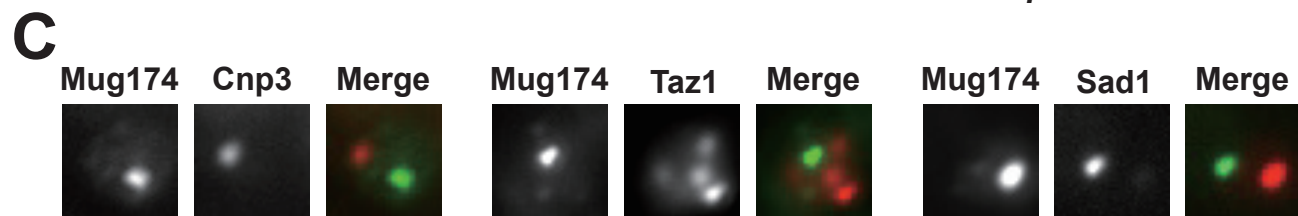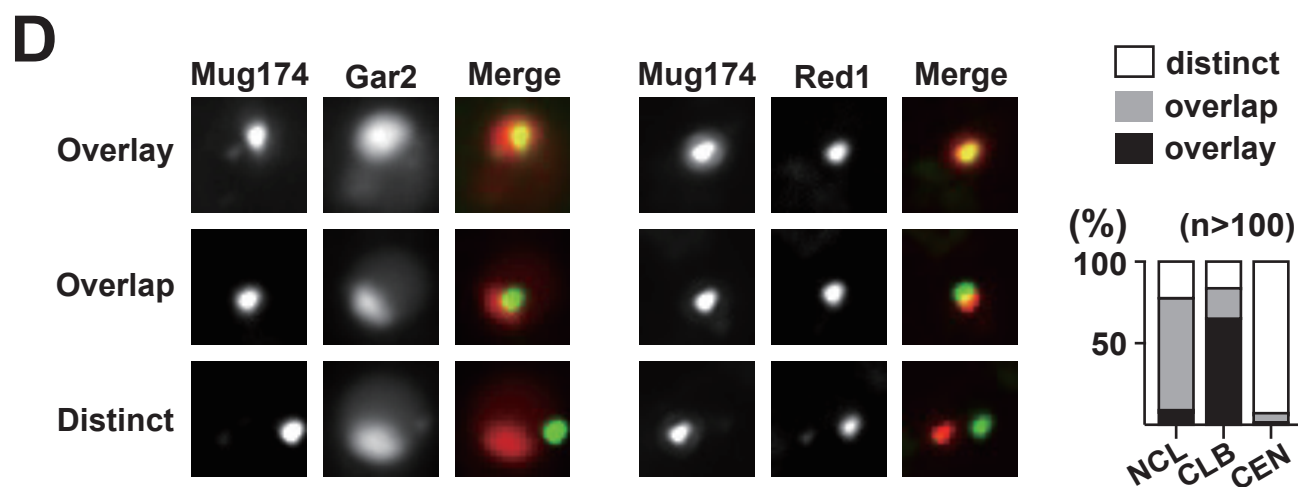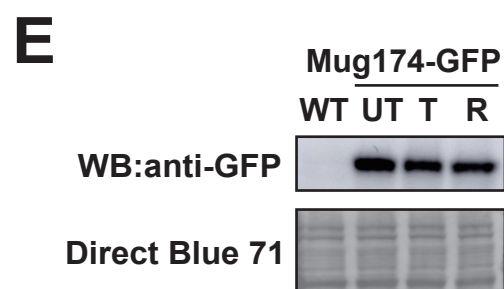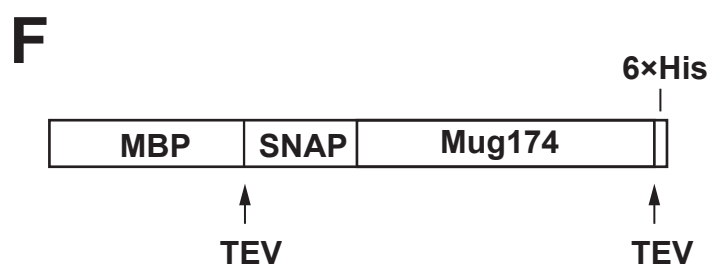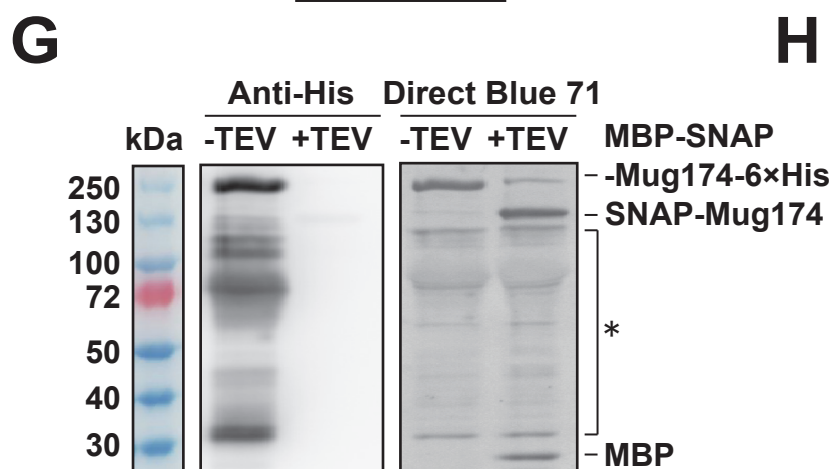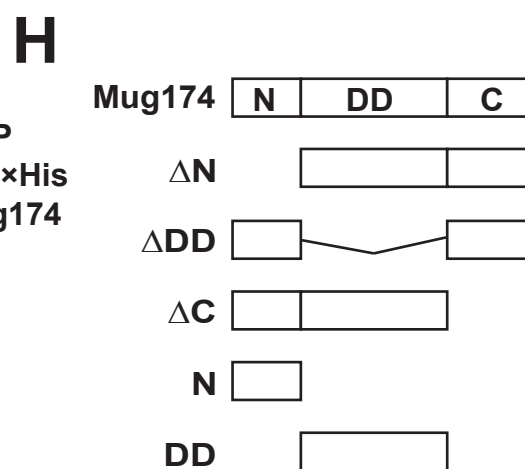

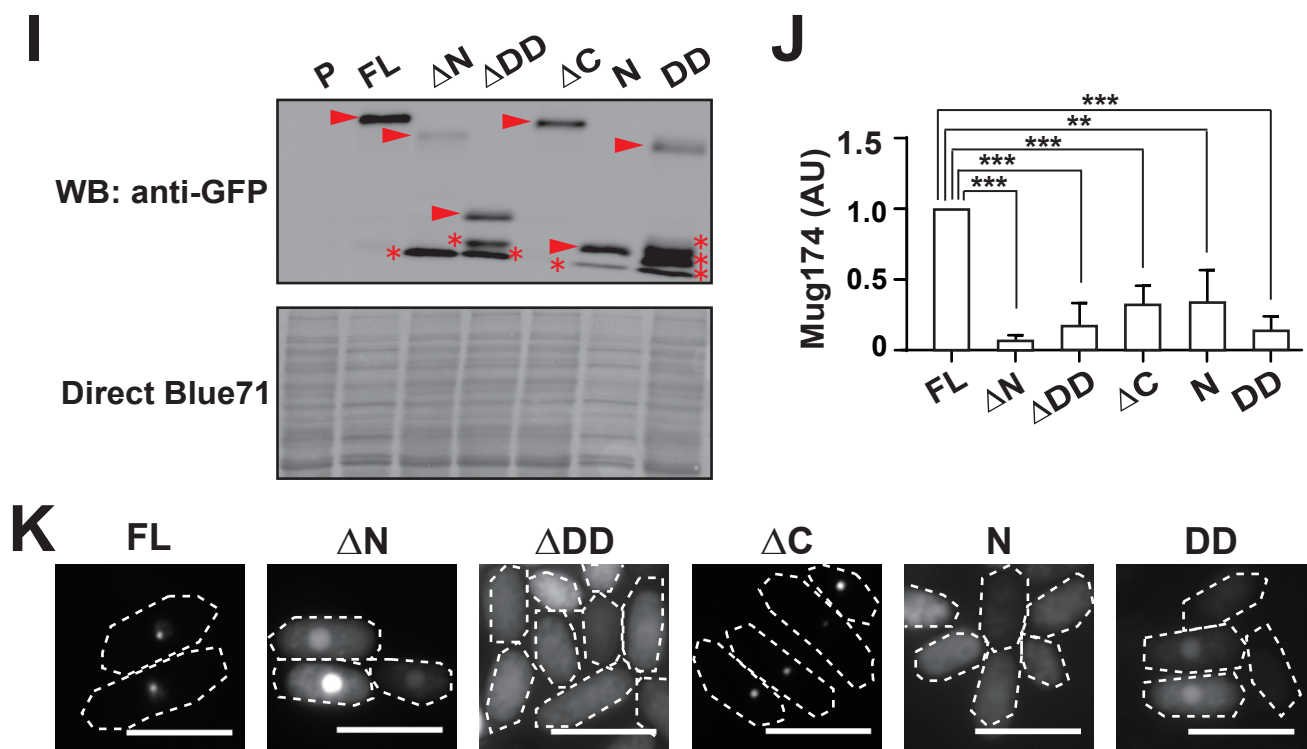

Supplementary Figure S1. Mug174 amino acid sequences and their expression.

(A) Localization of Mug174 and the nuclear membrane protein Cut11/NDC1. A strain expressing Mug174-GFP and Cut11-3×RFP was examined by fluorescence microscopy. The white dotted lines denote the cell shapes. Scale bars, 10 μ m. NE: nuclear envelope. (B) A phylogenetic tree of the Mug174 proteins found in the five *Schizosaccharomyces* species (*S. pombe*, *S. cryophilus*, *S. japonicus*, *S. octosporus*, and *S. osmophilus*) using Clustal Omega. (C) Magnified images of the nuclear region of cells expressing Mug174-GFP/Cnp3-tdTomato, Mug174-GFP/Taz1-tdTomato, or Mug174-tdTomato/Sad1-GFP. (D) Magnified images of the nuclear area of cells expressing Mug174-GFP/Gar2-mCherry or Mug174-tdTomato/Red1-GFP. The frequency of overlap or overlay between Mug174 and the nucleolus (NCL), cleavage body (CLB), or centromeres (CEN). (Right) The bar graph indicates the percentage of complete (overlay, black), partial (overlap, gray), or no colocalization (distinct, white) between Mug174 and either Gar2 (NCL), Red1 (CLB), or Cnp3 (CEN). More than 100 cells were examined. (E) Steady-state levels of Mug174-GFP before (UT), during (T), and after (R) 1,6-hexanediol treatment were assessed via western blotting, and protein loading was assessed by Direct Blue 71 staining of the blotted membrane. WT: a protein sample from an untagged strain, serving as a negative control. (F) A schematic representation of MBP-SNAP-Mug174-6×His. Two TEV protease cleavage sites are also depicted. (G) Purified MBP-SNAP-Mug174-6×His expressed in *E. coli* (-TEV) was subjected to TEV cleavage (+TEV) to eliminate both MBP and His tags. Purified proteins were examined on SDS-PAGE gels, and subjected to western blotting via probing with an anti-His tag antibody or stained with Direct Blue 71. As purified Mug174 protein is unstable in vitro, we observed degradation products. *: degraded fragments of MBP-SNAP-Mug174-6×His. (H) A schematic representation of Mug174 constructs: Mug174 full length, ΔN , ΔDD , ΔC , N, and DD. (I) Western blotting of GFP-fused Mug174 proteins. Red arrowheads and asterisks denote the target bands and the bands corresponding to degraded proteins, respectively. The protein loading was assessed using Direct Blue 71. (J) The quantification of various Mug174 proteins according to western blotting results. ** $p < 0.01$ and *** $p < 0.001$. (K) Localization of various Mug174-GFP fusion proteins [Full length (FL), ΔN , ΔDD , ΔC , N, and DD] expressed exogenously in vegetative cells. White dotted lines indicate the cell shapes. Scale bars, 10 μ m.

A

Chromosome	Localization in genome	Gene	extent of rescue
2	4377265 - 4386682	<i>trp1, nop16, chr4, uap2</i>	strong
3	110632 - 118881	<i>mug135, ura4, new25</i>	strong
3	1773546 - 1777778	<i>PCC1442.04c, mic26</i>	weak
3	2001928 - 2007238	<i>ptc1</i>	weak
3	1997589 - 2006026	<i>ams2, ptc1</i>	weak
3	974200 - 983797	<i>sum3, svp26</i>	weak
1	1519823 - 1530296	<i>sec21, SPAC57A7.09, pzh1</i>	weak
1	1525318 - 1536038	<i>pzh1, SPAC57A7.07c, utp14</i>	weak
1	5237661 - 5247743	<i>nab2, SPAC14c4.07, mug5, agn1, SPAC14c4.10c</i>	weak
2	622000 - 630023	<i>rpc31, rpl1601, efm4, tef103</i>	weak
1	3303343 - 3311393	<i>glt1</i>	weak
2	1100203 - 1109409	<i>SPBC1709.03, cyp3, sks2</i>	weak

B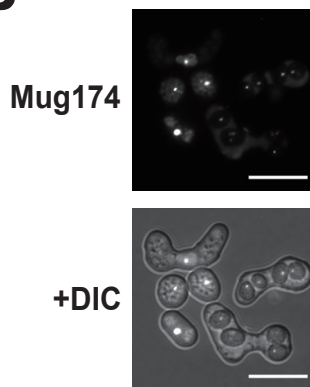**C**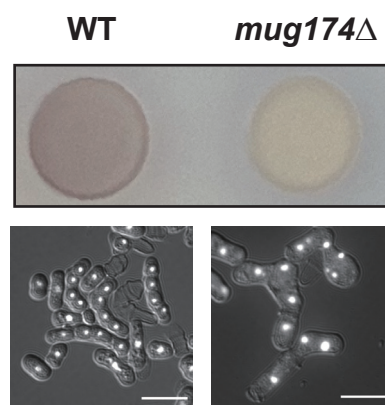**D**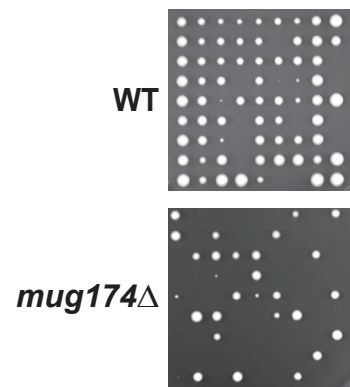

Supplementary Figure S2. Characterization of Mug174 roles in mitotic and meiotic phases.

(A) A list of the multi-copy suppressors of *mug174Δ*. The origin of each genomic DNA fragment (chromosome and nucleotides), genes in each genomic DNA fragment, and the extent of rescue are illustrated. (B) Localization of Mug174 throughout meiosis. Meiosis was induced in homothallic Mug174-GFP cells via nitrogen starvation, and cells at different meiotic stages are depicted. Scale bars, 10 μ m. (C) Sporulation of WT and *mug174Δ* cells. (Top) Iodine staining of homothallic WT and *mug174Δ* cells on a sporulation plate. Homothallic WT and *mug174Δ* cells were cultivated on a sporulation plate and exposed to iodine vapor, staining enriched starch in spore walls. (Bottom) The DIC images of WT and *mug174Δ* asci. DNA was counterstained using Hoechst 33342. Scale bars, 10 μ m. (D) Spores from homothallic WT and *mug174Δ* strains were plated on complete medium plates using a dissection microscope and incubated at 32°C.

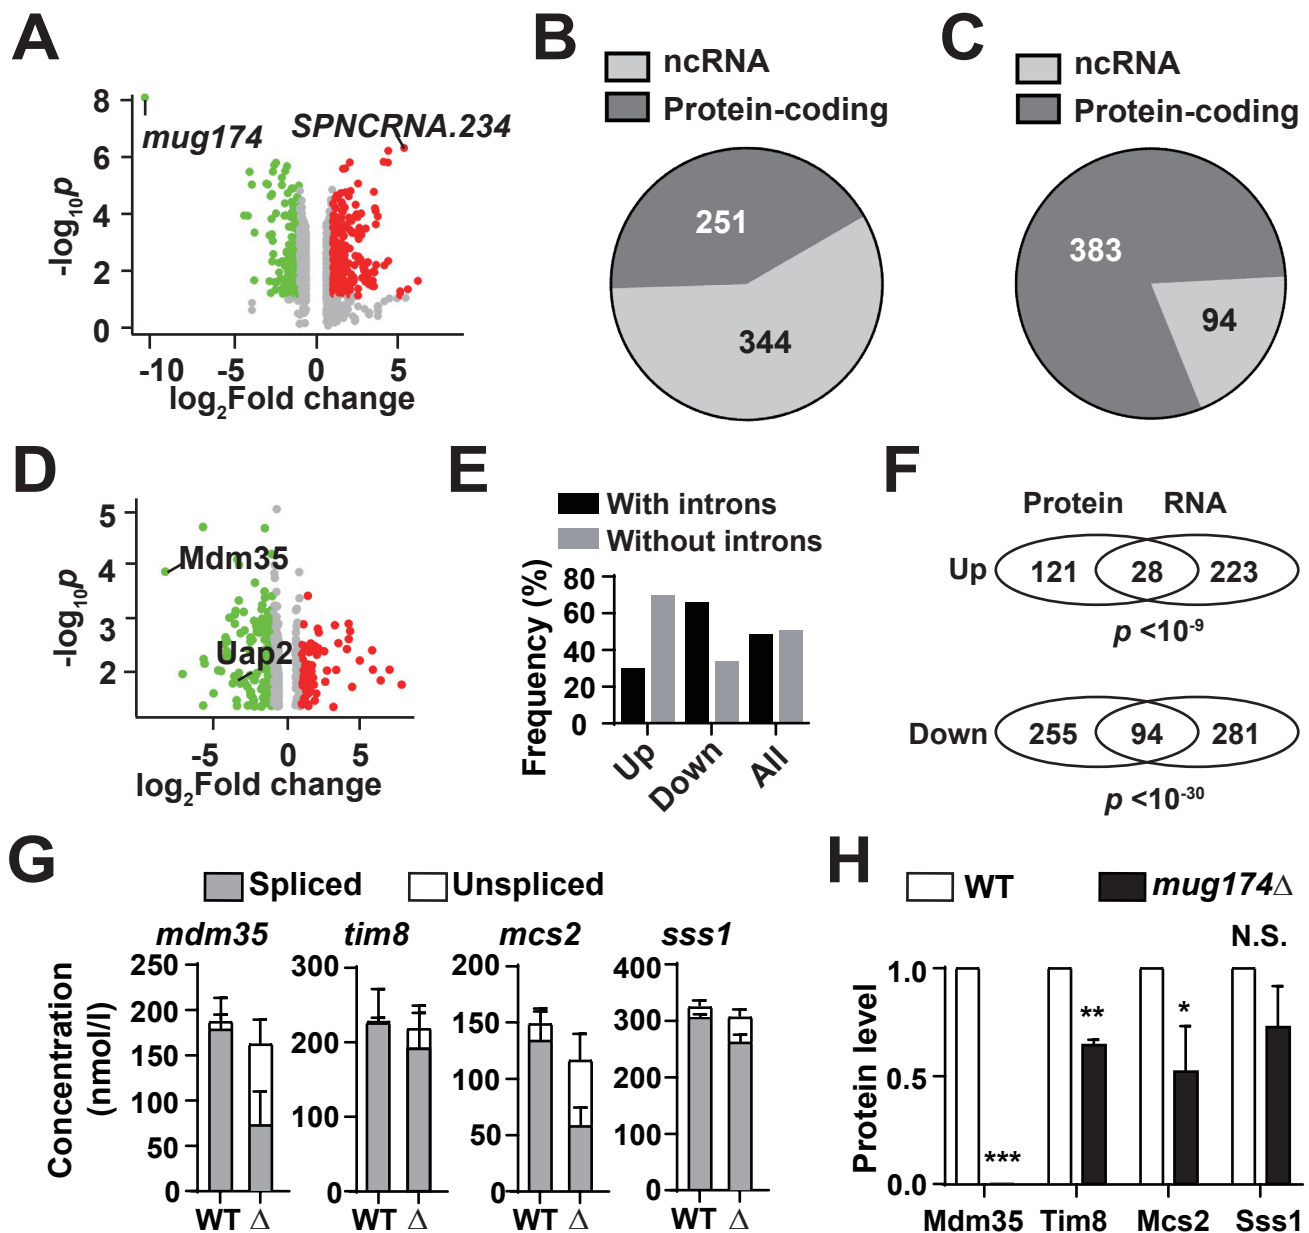

Supplementary Figure S3. Transcriptome alterations in *mug174* Δ .

(A) RNA-seq data indicating *mug174* Δ vs. wild-type (WT) are presented as a volcano plot depicting the statistical significance (Y-axis) versus fold changes (X-axis). Both significantly upregulated ($p < 0.05$, fold change $> 2^{0.6}$) and downregulated ($p < 0.05$, fold change $< 2^{-0.6}$) genes are identified by red and green dots, respectively. The remaining genes are depicted as gray dots. (B) A pie chart of the upregulated genes identified in *mug174* Δ . The elevated transcripts encompass 251 protein-coding genes and 344 ncRNA genes. (C) A pie chart of the downregulated genes identified in *mug174* Δ . The reduced transcripts are separated into 383 protein-coding genes and 94 ncRNA genes. (D) Mass spectrometry data of *mug174* Δ vs. WT are presented in a volcano plot depicting the statistical significance (y-axis) versus fold changes (x-axis). Both significantly upregulated ($p < 0.05$, fold change $> 2^{0.6}$) and downregulated ($p < 0.05$, fold change $< 2^{-0.6}$) proteins are identified by red and green dots, respectively. The remaining genes are depicted as gray dots. (E) Bar graph illustrating gene features (genes with introns and genes lacking introns) of differentially expressed proteins in whole cell proteome analyses. Up: genes encoding upregulated proteins; Down: genes encoding downregulated proteins; and All: all protein-coding genes. (F) The overlap of differentially expressed genes and proteins. Up-regulated group: representation factor: 3.8, $p < \sim 10^{-9}$. Down-regulated group: representation factor: 3.6, $p < \sim 10^{-30}$. (G) The spliced (gray) and unspliced (white) mRNA levels of the four (continued)

intron-containing genes in vegetative WT and *mug174* Δ (Δ) were depicted as a bar graph (mean $\pm$ S.D., n = 3). (H) The expression levels of four proteins encoded by intron-containing genes in vegetative WT and *mug174* Δ strains. The expression level of each protein in WT was characterized as 1 and used to determine that of each protein in *mug174* Δ . * $p < 0.05$, ** $p < 0.01$, and *** $p < 0.001$. N.S.: not significant.

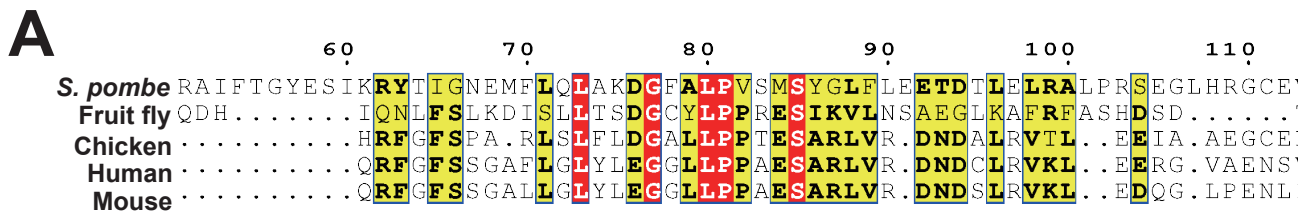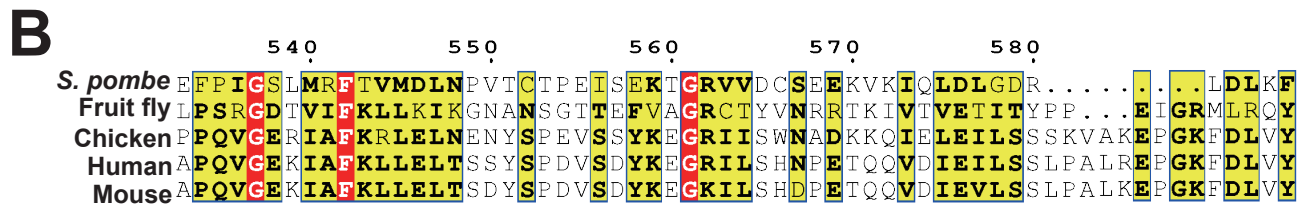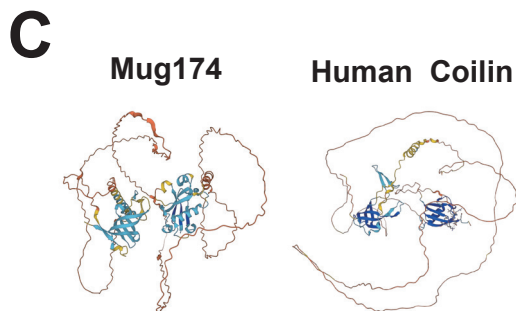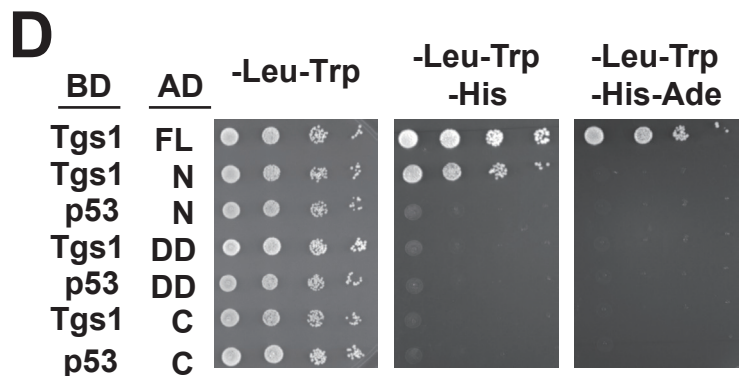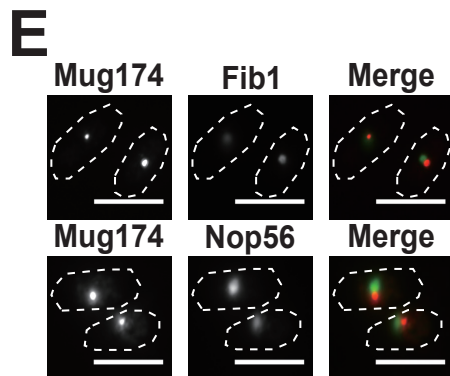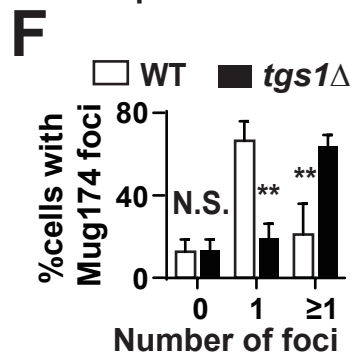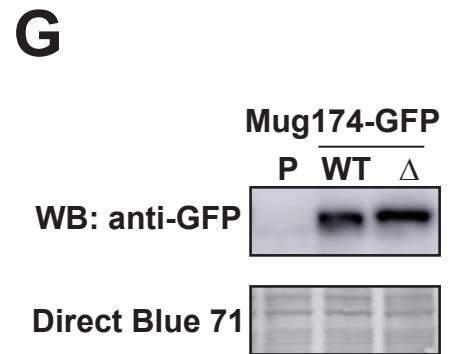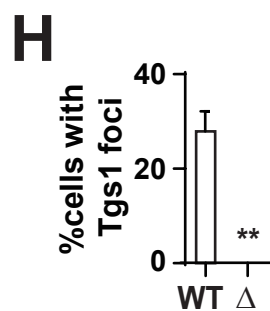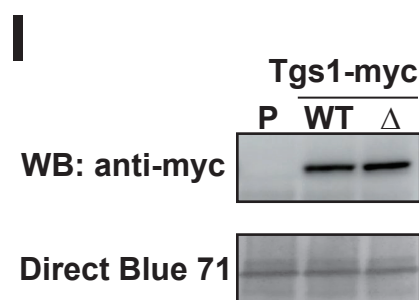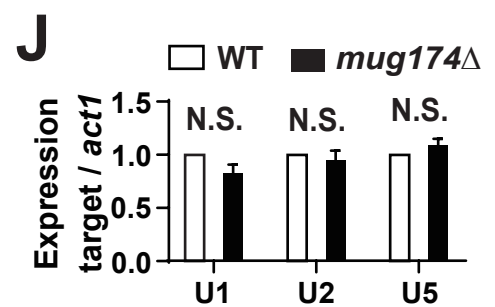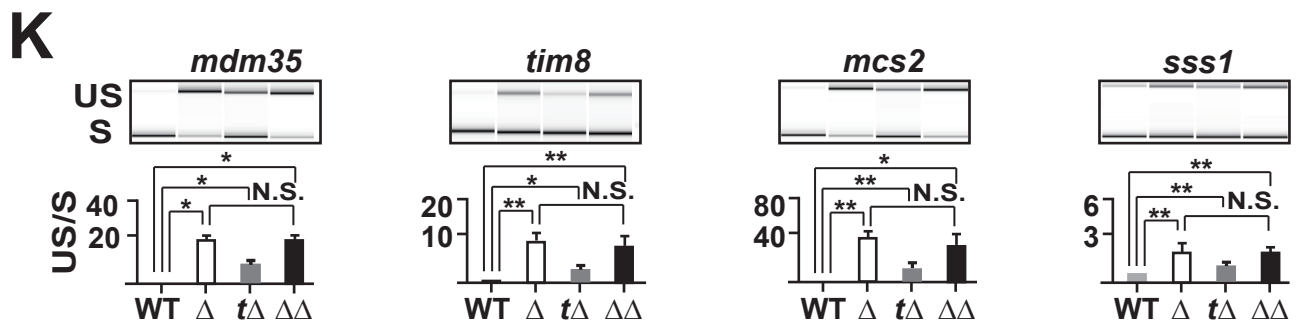

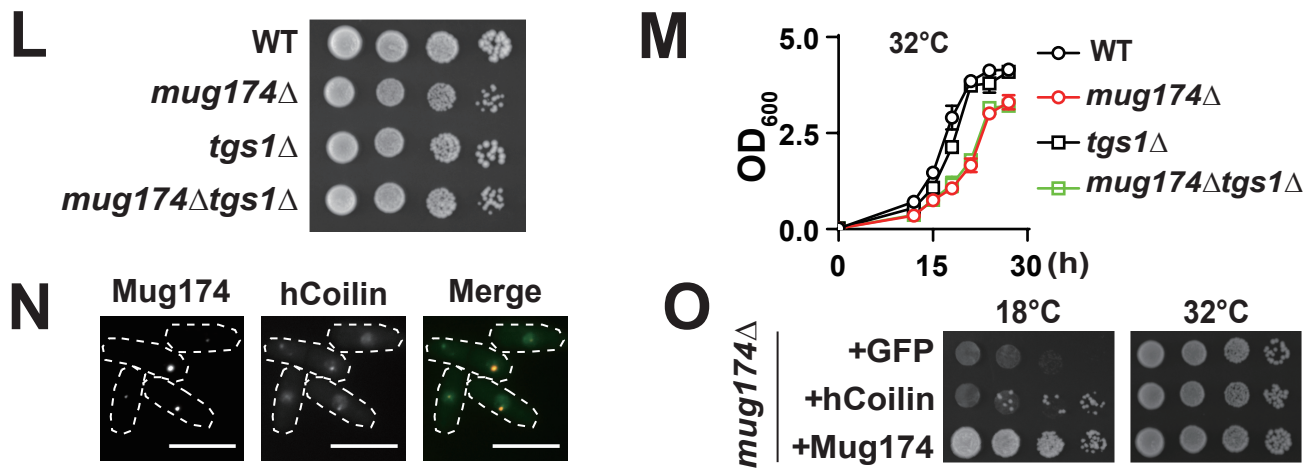

Supplementary Figure S4. Verification of Mug174 as the fission yeast ortholog of Coilin.

(A and B) A multiple sequence alignment of Mug174 and Coilin proteins from indicated multicellular organisms. The N-terminal (A) and the C-terminal (B) domains, but not the disordered domain, exhibit sequence similarity. Red: identical amino acid residues; yellow: similar or well-conserved amino acid residues. (C) Predicted protein structures from Mug174 and human Coilin. The images are acquired from the AlphaFold Protein Structure Database (Supplementary references 1, 2). (D) The interactions between domains of Mug174 and Tgs1 were assessed using a standard yeast two-hybrid system. The full length of Mug174 (FL), the N-terminal domain (N), the intrinsically disordered domain (DD), and the C-terminal domain (C) were fused to the GAL4 activation domain (AD), while Tgs1 was fused to the GAL4 binding domain (BD). The combination of p53 and N, p53 and DD, and p53 and C served as negative controls. (E) Mug174 partially colocalizes with Fib1 (top panels) and Nop56 (bottom panels). Strains expressing Mug174-tdTomato and Fib1-GFP or Mug174-tdTomato and Nop56-GFP were assessed by fluorescence microscopy. The white dotted lines denote cell shapes. Scale bar, 10 μ m. (F) The number of Mug174 foci in wild-type (WT) or *tgs1*Δ was counted. Over 100 cells were assessed three times and classified into three groups: none, one, and more than one dot. The mean $\pm$ S.D. (n = 3) was presented. **p < 0.01. N.S.: not significant. (G) Western blotting of Mug174-GFP in WT and *tgs1*Δ (Δ) cells. Their parental untagged strain (P) served as a negative control. The protein loading was investigated by Direct Blue 71 staining of the blotted membrane. (H) The percentage of cells exhibiting the Tgs1 nuclear dot(s) in WT or *mug174*Δ. Over 100 cells were assessed three times, and the mean $\pm$ S.D. (n = 3) for each sample was depicted. **p < 0.01. (I) Western blotting of Tgs1-myc in WT and *mug174*Δ (Δ) cells. Their parental untagged strain (P) operated as a negative control. The protein loading was identified via Direct Blue 71 staining of the blotted membrane. (J) U1, U2, and U5 snRNA expression in WT and *mug174*Δ were examined by RT-qPCR. Fold changes of U1, U2, and U5 snRNA expression in *mug174*Δ compared to WT cells were characterized and presented as mean $\pm$ S.D. (n = 3). N.S.: not significant. (K) RT-PCR findings of the exon-exon junctions in WT, *mug174*Δ (Δ), *tgs1*Δ (tΔ), and *mug174*Δ*tgs1*Δ (ΔΔ) cells. The ratios (mean $\pm$ S.D., n = 3) of unspliced (US) and spliced (S) fragments of genes were characterized and normalized relative to WT. *p < 0.05 and **p < 0.01. N.S.: not significant. (L) Dilution analysis of cell growth. Ten-fold dilutions of WT, *mug174*Δ, *tgs1*Δ, and *mug174*Δ*tgs1*Δ cells were plated onto a complete medium plate and grown at 32°C. (M) The growth curves of WT (open circle), *mug174*Δ (red circle), *tgs1*Δ (open box), and *mug174*Δ*tgs1*Δ (green box). All strains were cultured in complete liquid media at 32°C, and OD₆₀₀ was measured at the indicated time points. (N) Colocalization of human Coilin-GFP and Mug174-tdTomato in *S. pombe*. Fission yeast cells expressing Mug174-tdTomato and human Coilin-GFP (hCoilin) were assessed by fluorescence microscopy. The white dotted lines indicate the cell shapes. Scale bar, 10 μ m. (O) Human Coilin did not rescue the growth defect in *mug174*Δ. Ten-fold serial dilutions of *mug174*Δ integrated with human Coilin-GFP (+hCoilin), Mug174-GFP (+Mug174), or empty plasmid (+GFP) were plated onto complete medium plates and incubated at the indicated temperatures.

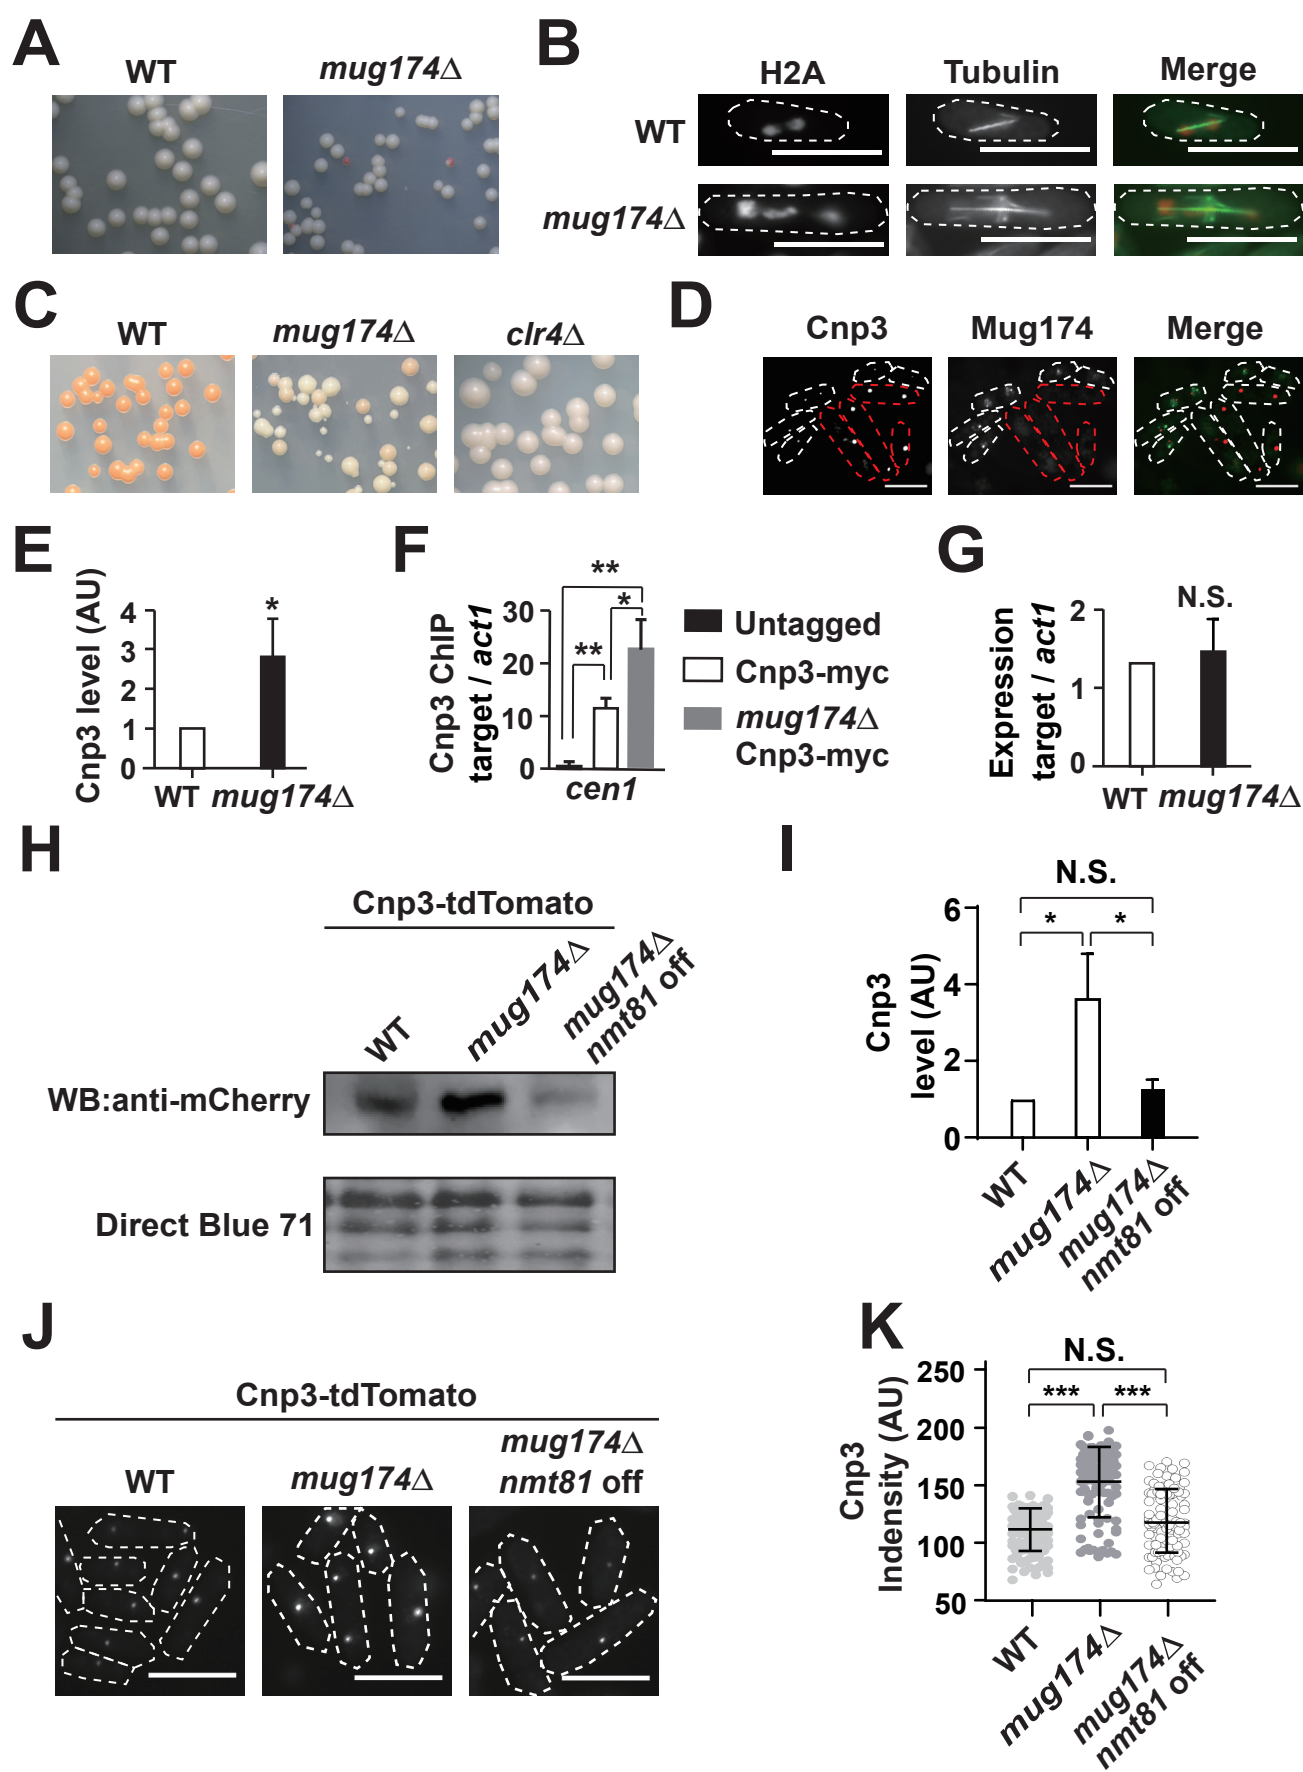

Supplementary Figure S5. Mug174 is required for proper chromosome segregation.

(A) Wild-type (WT) and *mug174Δ* cells carrying the minichromosome Ch16m23 were plated onto low adenine medium plates, and the plates were incubated at 32°C for 5 days. (continued)

(B) An example of lagging chromosomes in *mug174Δ*. Tubulin and chromosomes were identified using GFP-Atb2 (tubulin alpha 2) and Hta1 (histone H2A)-mCherry, respectively. The white dotted lines indicate cell shapes. Scale bars, 10 μm. (C) WT, *mug174Δ*, and *clr4Δ* carrying the *ade6⁺* marker gene at centromere 1 (*otr1R::ade6⁺*) were plated on low adenine-containing plates, and incubated at 32°C for 4 days. (D) Cnp3-tdTomato localization in WT and *mug174Δ* cells. The two strains were combined prior to fluorescence microscopy. The white and red dotted lines depict WT and *mug174Δ*, respectively. To distinguish the two strains, Mug174-GFP expressed only in WT was used. Scale bars, 10 μm. (E) The quantification of Cnp3-myc intensity in *mug174Δ* compared to WT strains (mean ± S.D., n = 3) was presented as a bar graph. AU: arbitrary unit. *p < 0.05. (F) Cnp3-myc enrichment at the kinetochore region of chromosome I in WT, *mug174Δ*, and their parental untagged strain was investigated via ChIP-qPCR. The mean ± S.D. are presented (n = 3). *p < 0.05 and **p < 0.01. (G) RT-qPCR of *cnp3* mRNA in WT and *mug174Δ* strains. The *cnp3* mRNA expression relative to *act1* mRNA in WT was established as 1 and employed to determine the fold change of *cnp3* mRNA in *mug174Δ*. The mean ± S.D. are presented (n = 3). N.S.: not significant. (H) Western blotting of Cnp3-tdTomato in WT, *mug174Δ*, and *mug174Δ* with reduced Cnp3 expression (*mug174Δ nmt81* off) cells. The protein loading was examined by Direct Blue 71 staining of the blotted membrane. (I) The quantification of Cnp3-tdTomato intensity in *mug174Δ* or *mug174Δ* with reduced Cnp3 expression (*mug174Δ nmt81* off) relative to WT strains (mean ± S.D., n = 3) was presented as a bar graph. AU: arbitrary unit. *p < 0.05. N.S.: not significant. (J) Cnp3-tdTomato localization in WT, *mug174Δ*, and *mug174Δ* with reduced Cnp3 expression (*mug174Δ nmt81* off) cells. White dotted lines indicate cell shapes. Scale bars, 10 μm. (K) A vertical scatter plot of Cnp3-tdTomato signal intensity in WT, *mug174Δ*, and *mug174Δ* with reduced Cnp3 expression (*mug174Δ nmt81* off) cells. Over 100 cells were assessed. AU: arbitrary unit.

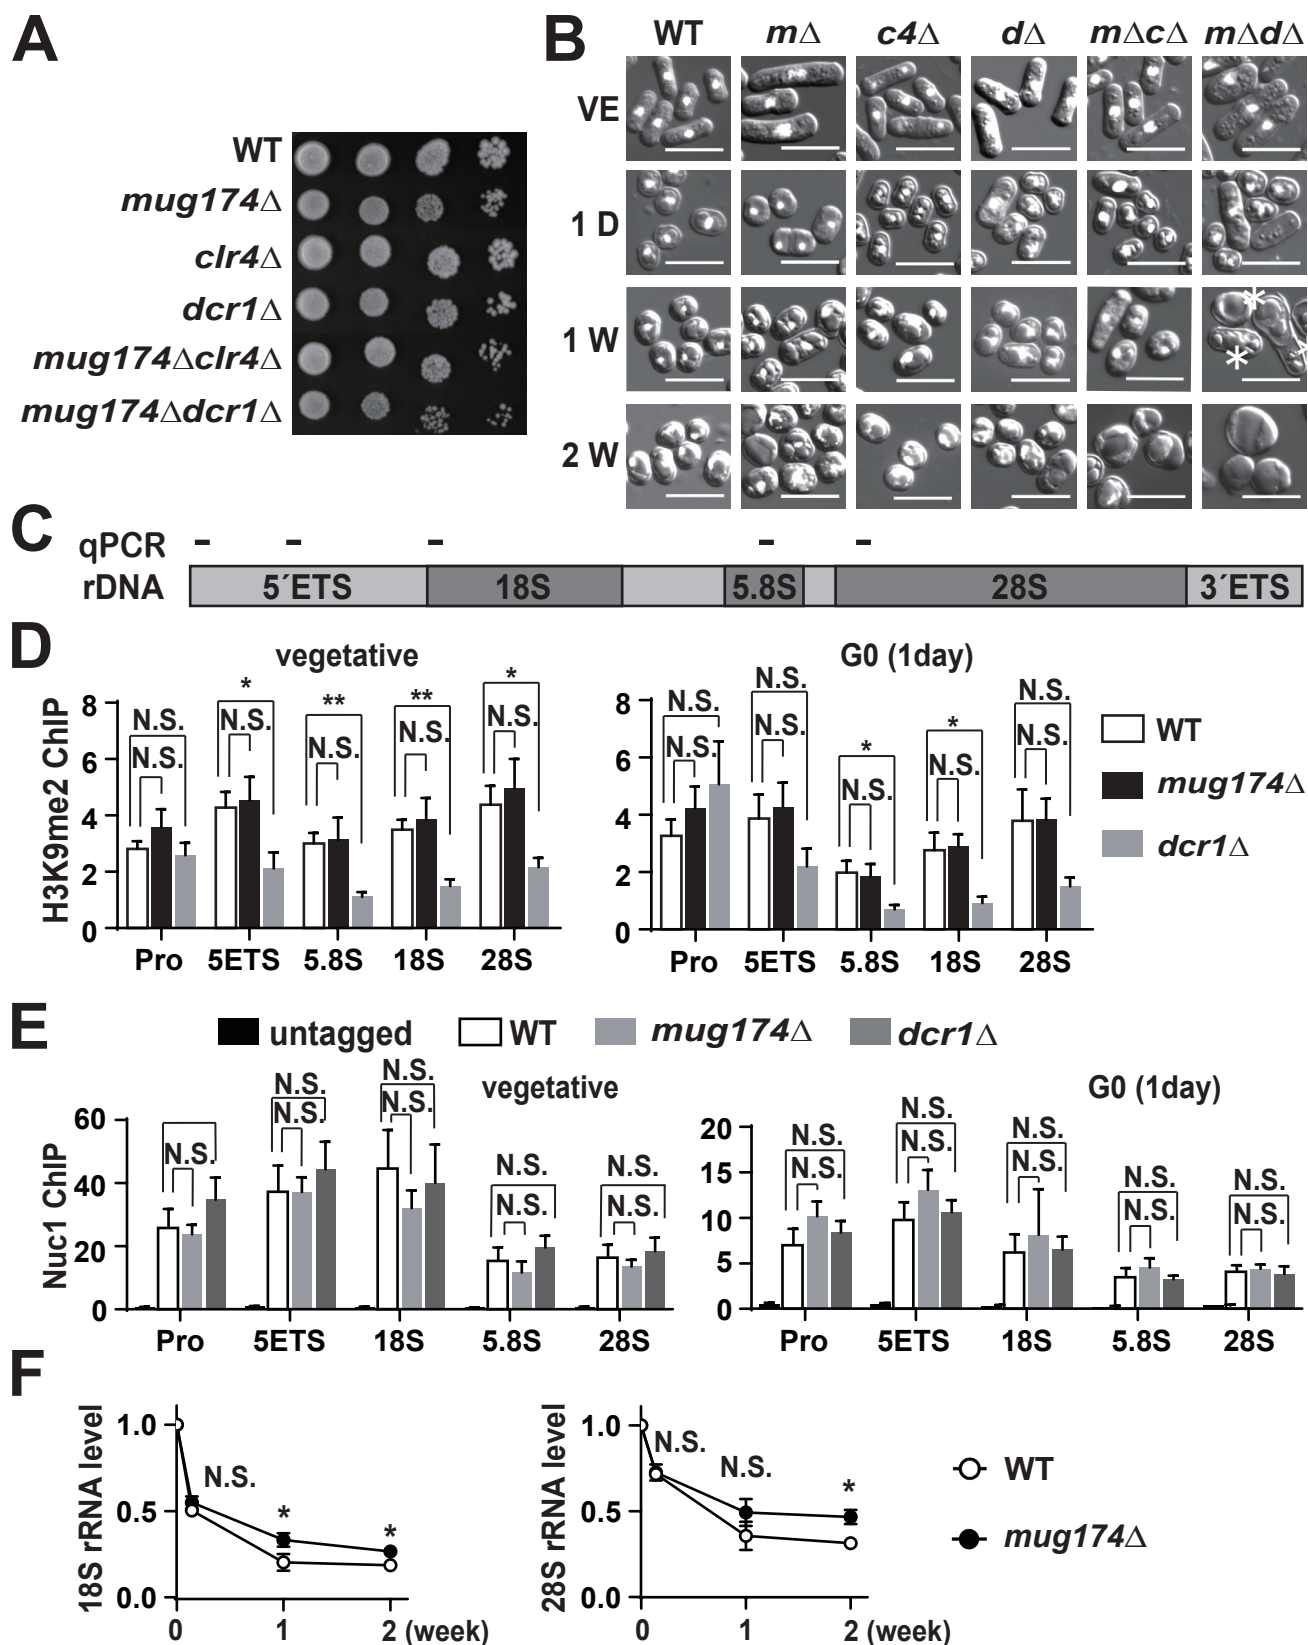

Supplementary Figure S6. Characterization of Mug174 in cellular quiescence.

(A) Dilution analysis of wild-type (WT), *mug174*Δ, *clr4*Δ, *dcr1*Δ, *mug174*Δ*clr4*Δ, and *mug174*Δ*dcr1*Δ. Ten-fold serial dilutions of the indicated cells were plated onto a complete medium plate and incubated at 30°C. (B) The DIC images of WT, *mug174*Δ, *clr4*Δ, *dcr1*Δ, *mug174*Δ*clr4*Δ, and *mug174*Δ*dcr1*Δ at the indicated time points. *Cells lacking DAPI signal. (C) A schematic representation of the rDNA structure. The small bars denote the target DNA fragments assessed by qPCR. (continued)

(D) The H3K9me2 levels at the rDNA locus in vegetative WT, *mug174Δ*, and *dcr1Δ* cells and G0 cells 1 day after nitrogen-starvation. Relative enrichment (mean ± S.D.) was assessed from five independent ChIP-qPCR experiments. The reference locus was *act1⁺*. * $p < 0.05$ and ** $p < 0.01$. N.S.: not significant. (E) The Nuc1 levels at the rDNA locus in WT, *mug174Δ*, and *dcr1Δ* during vegetative growth (veg cells) and G0 cells following 1 day of nitrogen-starvation. Relative enrichment (mean ± S.D.) was determined according to four independent ChIP-qPCR experiments. The reference locus was *act1⁺*. N.S.: not significant. (F) 28S and 18S rRNA levels in each cell were measured. Total RNAs isolated from WT and *mug174Δ* after 0, 1, 7, and 14 days of G0 induction were examined using an Agilent Genetic Analyzer 2100. * $p < 0.05$. N.S.: not significant.

Supplementary references

1. Jumper, J., Evans, R., Pritzel, A., Green, T., Figurnov, M., Ronneberger, O., Tunyasuvunakool, K., Bates, R., Židek, A., Potapenko, A. *et al.* (2021) Highly accurate protein structure prediction with AlphaFold. *Nature*, **596**, 583-589.
2. Varadi, M., Bertoni, D., Magana, P., Paramval, U., Pidruchna, I., Radhakrishnan, M., Tsenkov, M., Nair, S., Mirdita, M., Yeo, J. *et al.* (2024) AlphaFold Protein Structure Database in 2024: providing structure coverage for over 214 million protein sequences. *Nucleic Acids Res*, **52**, D368-D375.

How the deposited data were processed for this re-analysis (not part of the article)

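RNA of vegetative fission yeast cells was sequenced from 3 strains, WT, mug174Δ and red1Δ, with 2 libraries of each. The paper calls them independent RNA sequencing experiments for WT and mug174Δ, and the labels number the libraries 1 and 2. How separate the cultures were is not given in the sources used here, so p-values measure the spread between these libraries, which may be partly technical.

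The authors' deposited table holds RPKM values, made by dividing the reads of each feature by its length and by the total over all listed features, without scaling factors between libraries. The paper gives HISAT2 and ASM294v2 for the alignment, and the submitters' processing notes name FastQC 0.11.6, STAR 2.5.3a and StringTie 1.3.1c, so the aligner behind the table is uncertain. The read counter and the annotation release are not given in the sources used here. The authors also deposited log2 fold changes of each mutant against WT and an unadjusted p-value for each, from a test that is not named in the sources used here. The deposited values are labelled as RPKM without edgeR normalization, which does not say whether edgeR gave the p-values. The coordinates are those of the authors' deposited table, and 1695 of 1708 matched non-coding features have the same start and end in the RefSeq annotation used for comparison. Coding lengths hold no untranslated regions, since 5137 of 5166 are multiples of 3. The number of other columns of per-sample values was 0.

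RPKM times length, divided by the value of 1 read, came out whole for all features within 0.01 reads, which gave the depth of each library. One read in a feature of 1000 bases was worth between 0.0537 and 0.0604 RPKM, so values under about this size rest on single reads. Counting error is the only error that depth covers. Fold changes were computed on log2(RPKM + 0.5) in limma 3.58.1 (R 4.3.3), with 1 mean per strain over all 6 libraries, eBayes with a trend, 2-sided tests and Benjamini-Hochberg adjustment over the features at or above 1 RPKM in at least 2 libraries. The spread is therefore estimated from the 3 strains together and assumed equal. On the first principal component, however, the red1Δ libraries lay at 28.4 and 43.8, against -3.79 and -5.74 for mug174Δ and -31.6 and -31.1 for WT. A fit of only WT and mug174Δ called 1812 raised and 624 lowered transcripts, against 1179 and 329 with the shared spread. For red1Δ such a fit called 2338 and 312, against 2880 and 436. The shared spread thus went with fewer calls in mug174Δ and more in red1Δ. The paper's fold threshold of 2^0.6 was also used with no p threshold, since Supplementary Tables S4 and S5 hold transcripts with p-values above 0.05.

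Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, for lists of at least 3 tested members. With an estimated correlation camera uses only the residual degrees of freedom of the fit. These are few, so failing that form does not decide against a list. The 33 lists were written from textbook knowledge, gene names and the paper's tables. Those on centromeric, subtelomeric and 5S features came after Supplementary Tables S4 and S5 had been read. The list named for 5S rRNAs matched all 49 rRNA features of the deposited table. Medians of gene groups were compared by permutation tests with 100000 resamples and shares by Fisher's exact test, both across genes, which are not replicates. Repeated sequence was measured as the percentage of 50-base words of a feature that occur elsewhere in the reference genome.

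Genes named in the text follow a rule fixed before the data were examined, when values in Supplementary Tables S4, S5, S7 and S8 had been seen. It takes every gene that the paper names for the RNA sequencing or whose mRNA or protein it measured in mug174Δ. It adds for each mutant the 10 raised and the 10 lowered features with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 5 RPKM in the higher strain and both mutant libraries beyond both WT libraries. It also adds up to 4 members with the smallest p from each list described. SPNCRNA.460 falls outside this rule and was chosen after its values were seen.

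The tests, the lists and the alternatives were fixed before the data were examined, except for limma's voom weights on the whole reads, the adjustment of the authors' p-values and 3 tests of explanations named in the closing section, which were added after seeing the data. The alternatives fixed before were pseudocounts of 0.1 and 1 RPKM, no filter, a filter at 5 RPKM, median ratio scaling, eBayes without a trend, the replicate number as a block, a fit of only WT and the mutant, each library left out in turn, and for the counts other uses of the fold and p thresholds. Median ratio scaling divides each library by its median ratio to the geometric mean over the features above 0 in every library. No count test was used, because the deposited unit is RPKM.

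Whether the replicate numbers pair the samples was checked before the fits were compared. Deviations from the strain means of libraries with the same number correlated at 0.19 between WT and mug174Δ, 0.23 between WT and red1Δ and 0.06 between mug174Δ and red1Δ. The paper's ratios for its experiments 1 and 2 in Supplementary Tables S4 and S5 equal the mug174Δ over WT ratios of libraries 1 and 2 times 0.893 and 0.878, so the numbers pair WT and mug174Δ by experiment. The factors of median ratio scaling for the same pairs are 0.893 and 0.878, so the paper's ratios are on the scale of that alternative. For red1Δ only the shared number is known.

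The fit was tested on simulated data with the means of the real features for mug174Δ against WT. The fit called 92 of 100 features changed by 1 on the log2 scale, 97 of 100 changed by 2 were, and 11 of 5749 unchanged features were. Noise was drawn independently for each feature and library from the fit's own spreads. The simulation held no correlation between features and no shift between libraries. These rates are therefore those of an ideal case and do not carry over to the real libraries.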

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

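The tests for chromosome ends missing from the mutant strains, for a wrong strain label and for too few reads were chosen only after the results were seen.

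Mmi1-bound meiotic mRNAs, which are degraded in growing cells, differed between the mutants: all 8 were higher in red1Δ than in mug174Δ in limma, with a median log2 fold change of 4.78 (adjusted p = 1.1e-09 with camera, adjusted p = 0.47 with an estimated correlation, 8 higher without any 1 library). A wrong strain label is excluded, since mug174 and red1 reached at most 0.154% of their WT mean in the libraries labelled as their deletions. Too few reads in WT and mug174Δ are excluded as well, since the median per member and library was 133.5 reads and the lowest 35. Loss of Red1 is the design of the red1Δ libraries, and the paper describes MTREC as a complex that sends RNAs to the nuclear exosome. Whether that loss alone accounts for the difference was not tested further.

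More transcripts rose than fell in both mutants, with 2880 raised and 436 lowered in red1Δ, for which the paper gives no such counts, and 1179 and 329 in mug174Δ. A candidate explanation is that fewer reads on ribosomal protein mRNAs and rRNA raise the RPKM of all other features. With those features left out of the read totals, the median log2 fold change of the other 5782 features moved from 0.19 to 0.06 in mug174Δ and from 0.36 to 0.20 in red1Δ. The value for mug174Δ lies between those set beforehand for and against this explanation, so it cannot be told apart from a wider rise of transcripts. Libraries scaled by median ratios gave 582 raised and 602 lowered in mug174Δ and 1074 and 1135 in red1Δ.

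Of 142 tested genes within 100000 bases of a chromosome end, 30 fell and 18 rose in mug174Δ, 40 fell and 28 rose in red1Δ, and 26 fell in both, a count that was not tested, since both comparisons share the WT libraries. The median RPKM that remained over the 30 lowered genes was 27.2% of WT in mug174Δ and 41.7% in red1Δ, and the lowest in mug174Δ was 5.75%. This cannot exclude missing chromosome ends, since reads from near-identical copies elsewhere could make up what remained. Reads shared between near-identical copies cannot be told apart as an explanation: the 74 subtelomeric genes with almost no repeated words had a median -0.22 relative to all features (permutation test, p = 2.0e-05), between the values set beforehand, and 10 of them fell and 8 rose. A change of silencing near chromosome ends in the mutants stays among the open explanations, as untested.

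The centromeric non-coding RNAs were lower in red1Δ than in mug174Δ, with a median log2 fold change of -1.90 between the mutants and 8 of 9 lower in limma (adjusted p = 0.47 with an estimated correlation, 5 and 4 of 6 tested lower without mug174Δ replicate 1 and 2). These RNAs come from Supplementary Table S4, where they were chosen as raised in these mug174Δ libraries, so the choice favours this difference.

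Small nucleolar RNAs in red1Δ, whose levels there the paper does not report, had a median log2 fold change of 2.05 against WT, above the WT libraries, and 36 of 41 rose in limma (adjusted p = 0.40 with an estimated correlation). They took 0.0497% and 0.0651% of the reads in red1Δ, against 0.0117% and 0.0133% in WT. Since the paper describes poly(dT)-enriched RNA for WT and mug174Δ, whether these reads stand for the mature RNAs is uncertain.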

How the results depend on the processing

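The fits with voom weights and with the authors' deposited p-values adjusted over the transcripts kept were chosen only after the data had been seen, and the other alternatives before. Of the values that answer a comparison, 225 kept their direction and side of the threshold or stayed within 1.5 times under an alternative, 37 moved further and 12 no longer passed. Of the values of single genes and lists, 1760 kept both, 177 no longer passed, 70 came to pass and 33 changed sign. The cause was not tested for any of them, except that a library left out leaves fewer samples and an arm of 1, assumed to vary like the other groups. Depth limits features near 1 RPKM, where 1 read of a short RNA moves the fold change.

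Median ratio scaling gave 582 raised and 602 lowered transcripts in mug174Δ, 525 and 489 by fold alone, and 1074 and 1135 in red1Δ, against 1179, 329, 844, 304, 2880 and 436. Voom weights gave 546 and 630 in mug174Δ, 514 lowered by fold alone, and 1109 and 1170 in red1Δ. The authors' p-values gave 624 and 679 in mug174Δ and 1171 and 1161 in red1Δ. A fit of only WT and mug174Δ called 1812 raised and 624 lowered transcripts, and 573 and 195 passed both the adjusted p and the fold threshold. With 1 library left out, the counts ranged from 14 to 1814 raised and 13 to 618 lowered in mug174Δ, and from 1433 to 3099 raised and 148 to 563 lowered in red1Δ. The odds ratio of coding and non-coding shares was 1.41 with a filter at 5 RPKM (Fisher's exact test, p = 0.0968), 2.79 after median ratio scaling, 2.10 with voom weights, and 1.66 to 9.0 with 1 library left out.

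The replicate number as a block gave 1382 raised and 381 lowered transcripts in mug174Δ and an odds ratio of 1.304 (Fisher's exact test, p = 0.128). With the block, camera's adjusted p moved from 0.057 to 0.0459 for histone genes in mug174Δ, from 0.061 to 0.049 for the environmental stress response in red1Δ and from 0.024 to 0.058 for the rRNA features in red1Δ. Of the raised and lowered transcripts 1150 and 314 stayed called. Raised genes of Supplementary Table S6 went from 30 to 32, and in Supplementary Table S10 raised genes went from 24 to 27 and lowered ones from 67 to 73. Among the gene lists tested with camera and the genes named in the text, only the 3 lists above and bip1 changed sides of the threshold.

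With an estimated correlation 0 lists passed camera in mug174Δ and 0 in red1Δ. With few residual degrees of freedom this form of camera can pass hardly any list, so its values do not decide. The medians relative to all features stayed at -0.73 for ribosomal proteins (adjusted p = 0.848), 0.33 for meiotic genes (adjusted p = 0.848), -0.52 for amino acid biosynthesis (adjusted p = 0.872) and 3.12 for centromeric RNAs (adjusted p = 0.848).

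Some list medians changed sign relative to all features. The tricarboxylic acid cycle in mug174Δ went from -6.3e-05 to 0.0034 with a pseudocount of 1, 0.0044 without a filter, 0.0077 with the higher filter and 0.0024 with only WT and the mutant. Transfer RNAs went from 0.48 to -0.16 without a filter and -0.36 with only WT and the mutant. With the higher filter the list named for 5S rRNAs went from 0.35 to -0.57 in mug174Δ and from 0.89 to -1.27 in red1Δ. Camera then gave an adjusted p of 0.0013 and 2.2e-06, against 0.11 and 0.024. This list holds all 49 rRNA features of the deposited table, and a filter changes which of them are tested, not their fold changes. With 1 library left out, medians in mug174Δ ranged from -0.040 to 0.042 for the tricarboxylic acid cycle, -0.047 to 0.17 for ribosome biogenesis, -0.0050 to 0.10 for the respiratory chain, -0.17 to 0.13 for the intron genes of Figure 3, -0.099 to 1.08 for small nuclear RNAs and -0.18 to 0.75 for transfer RNAs. In red1Δ they ranged from -1.27 to 0.079 for nitrogen starvation genes, -0.29 to 0.062 for glycolysis and -0.095 to 0.019 for the tricarboxylic acid cycle. The difference between intron-containing and intron-less mRNAs ranged from 0.017 to 0.031.

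For genes that the paper names or measured in mug174Δ and that did not pass the test here, the log2 fold change turned to -0.12 for sss1, -0.075 for gim1, -0.055 for uap2 and -0.045 for hap2 with median ratio scaling, and to -0.12, -0.076, -0.055 and -0.046 with voom weights. With 1 library left out it ranged from -0.088 to 0.19 for sss1 and -0.12 to 0.072 for mdm35.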

Differences from the paper's values

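The fit with voom weights was chosen only after the values had been seen, and the other alternatives before the data were examined.

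The paper's ratios in Supplementary Tables S4 and S5 equal those of the deposited RPKM times 0.893 and 0.878 for experiments 1 and 2, and the factors of median ratio scaling are 0.893 and 0.878, so values under that scaling are those on the scale of the paper's ratios. All 5 counts compared below lie within 1.5 times the paper's on that scale.

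The paper's fold threshold of 2^0.6 was used with no p threshold for these counts. The number of protein-coding transcripts raised in mug174Δ was 477, or 248 on the scale of the paper's ratios, against 251 reported by the paper. The values under median ratio scaling (248) and with the fold passed in each of the 2 experiments (360) lie within 1.5 times the paper's, and those under the other alternatives fixed before do not. The number of lowered transcripts was 304, or 489 on that scale, and the paper's is 477. Here the values with a pseudocount of 0.1 (324), median ratio scaling (489), without WT replicate 1 (329), without mug174Δ replicate 2 (321) and from the ratio of group means (325) lie within that range, and the others do not. The number of lowered protein-coding transcripts was 229, or 390 on that scale, against the paper's 383, and of the alternatives fixed before only median ratio scaling (390) lies within 1.5 times. Voom weights, chosen after seeing the values, gave 269 raised and 397 lowered protein-coding transcripts and 514 lowered transcripts in all, and dropped 59 of the paper's 595 raised and 20 of its 477 lowered transcripts, including those not tested.

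The log2 fold change of SPNCRNA.234 was 4.79, and the paper's is 5.28. The values with a pseudocount of 0.1 RPKM (5.29) and without mug174Δ replicate 1 (5.05) lie within the replicate SD of it, and those under the other alternatives fixed before do not. With voom weights, chosen after seeing the values, it was 5.24. For mug174, deleted in the mutant, the fitted log2 fold change was -5.37 and the paper's is -10.28. The gene has 1 and 0 reads in the mug174Δ libraries, so its fitted value is set by the pseudocount and does not test the paper's. It ran from -4.42 to -7.51 over the alternatives fixed before, all beyond the replicate SD from the paper's value, and was -9.82 with voom weights, chosen after seeing the values. The paper's log2 fold changes in Supplementary Tables S4 and S5 lie within 5.0e-06 and 1.4e-05 of those in the authors' deposited table.

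The genes with mRNA and protein both raised numbered 52, or 30 on the scale of the paper's ratios, and the paper lists 28. Of the alternatives fixed before only median ratio scaling (30) comes within 1.5 times of it. The genes with both lowered numbered 62, or 99 on that scale, and the paper lists 94. The values under median ratio scaling (99) and without WT replicate 1 (71), mug174Δ replicate 1 (68) and mug174Δ replicate 2 (65) lie within that range, and the others do not. Voom weights, chosen after seeing the values, gave 30 and 99, and dropped 0 of the 28 and 1 of the 94 genes the paper lists, including those not tested.

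In the authors' deposited table, 787 features pass the fold upward and 584 downward, of which 457 and 449 have a p-value under 0.05. The paper's Supplementary Tables S4 and S5 hold 457 and 449 such transcripts and a further 138 and 28 with a larger p-value.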

Other observations

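The values with voom weights were computed only after the data had been seen, and the other tests were fixed before.

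Meiotic mRNAs and small nucleolar RNAs were higher in red1Δ, a strain without a component of the MTREC complex that helps to remove meiotic mRNAs in growing cells. The 8 tested Mmi1-bound meiotic mRNAs all rose in red1Δ in limma (8 when adjusted over the list alone), with a median 5.36 above all features (camera adjusted p = 2.8e-06, adjusted p = 0.57 with an estimated correlation), and 8 rose without any 1 library. In mug174Δ 8 of the 8 were higher and 3 rose in limma (3 when adjusted over the list alone), with a median 0.59 above all features (camera adjusted p = 0.098, adjusted p = 0.89 with an estimated correlation). For mug174Δ camera gave an adjusted p of 0.030 after median ratio scaling, 0.038 with voom weights and 9.1e-04 without WT replicate 2, but 0.35 without WT replicate 1 and 0.23 with only WT and mug174Δ. The median of these mRNAs in mug174Δ ranged from 0.20 to 0.79 relative to all features with 1 library left out, and 0, 1, 0 and 0 of them rose without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2. The meiotic cohesin gene rec8 (SPBC29A10.14) rose from 3.35 ± 1.84 (SD, n = 2) RPKM in WT to 258 ± 12.8 (SD, n = 2) RPKM in red1Δ, a log2 fold change of 6.16 (standard error 0.35, adjusted p = 3.7e-04), while its log2 fold change in mug174Δ, the lowest of the 8, was 0.08 (adjusted p = 0.87). The log2 fold changes in red1Δ of spo5, mei4 and ssm4, which act in meiosis, were 6.53 (adjusted p = 2.1e-04), 4.58 (adjusted p = 6.0e-05) and 4.35 (adjusted p = 4.8e-05). The meiotic non-coding RNA sme2 rose with a log2 fold change of 5.58 (adjusted p = 1.3e-04). Of 32 tested genes of meiotic recombination, segregation and spore formation, 30 rose and 0 fell (30 rose and 0 fell when adjusted over the list alone, 23 rose after median ratio scaling, camera adjusted p = 3.2e-08, adjusted p = 0.40 with an estimated correlation). Small nucleolar RNAs rose in red1Δ, 36 of 41 in limma (36 rose and 0 fell when adjusted over the list alone, 30 rose after median ratio scaling, camera adjusted p = 1.2e-06, adjusted p = 0.40 with an estimated correlation). The log2 fold change of sno12 was 4.93 (adjusted p = 6.5e-04), that of snR91 4.36 (adjusted p = 1.8e-04) and that of snR46 4.08 (adjusted p = 1.0e-04). Whether reads of small nucleolar RNAs stand for the mature RNAs is uncertain, since the paper describes poly(dT)-enriched RNA. Of 1089 tested ncRNAs 600 rose and 34 fell (603 rose and 36 fell when adjusted over the list alone, 393 and 71 after median ratio scaling), with a median 0.41 above all features (camera adjusted p = 0.013, adjusted p = 0.89 with an estimated correlation). Without WT replicate 1, WT replicate 2, red1Δ replicate 1 and red1Δ replicate 2 the number of raised ncRNAs was 377, 351, 594 and 425, and camera gave an adjusted p of 0.14 without the last. All 8 features named here with an adjusted p in red1Δ stayed past the threshold without any 1 library. Cytosolic ribosomal protein genes fell in red1Δ too, 112 of 129 with 2 raised (2 rose and 120 fell when adjusted over the list alone, camera adjusted p = 2.1e-59, adjusted p = 0.57 with an estimated correlation). Fallen ribosomal protein genes numbered 21, 12, 73 and 73 without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2. Of 13 Tf2 retrotransposons 9 rose in limma (13 when adjusted over the list alone), but 0 after median ratio scaling, against 13 at an unadjusted p without that scaling and 5 with voom weights, and 0 rose without any 1 of the WT and mug174Δ libraries and 13 without either red1Δ library. The 2 red1Δ libraries differed, with a median of 112 and 416 RPKM over the Tf2 copies against 76.5 and 60.4 RPKM in WT, and their median relative to all features, 1.31, became 2.21 and 0.41 without red1Δ replicate 1 and 2. The Tf2 list did not pass in red1Δ (camera adjusted p = 0.37, adjusted p = 0.92 with an estimated correlation), but camera gave an adjusted p of 0.0048 after median ratio scaling, 0.0018 with voom weights, and 1.0e-05 and 0.014 without red1Δ replicate 1 and 2. Their copies are near-identical, so reads cannot be assigned to single copies.

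Members of 5 further lists rose or fell in mug174Δ, where 1179 of all 5949 tested features rose and 329 fell. Of 19 tested genes of heterochromatin and RNAi, 9 rose and 1 fell in limma (10 rose and 1 fell when adjusted over the list alone, 4 and 1 after median ratio scaling), and the list as a whole did not pass (camera adjusted p = 0.057, adjusted p = 0.89 with an estimated correlation). The gene rdp1, for the RNA-directed RNA polymerase of the RNAi pathway, rose with a log2 fold change of 0.82 (standard error 0.13, adjusted p = 0.012). The heterochromatin protein genes chp2 and swi6 had log2 fold changes of 0.59 (adjusted p = 0.011) and -0.40 (adjusted p = 0.016). Of 20 tested pheromone and mating genes, 6 rose and 0 fell in limma (6 rose and 0 fell when adjusted over the list alone, 3 and 0 after median ratio scaling), and the list as a whole did not pass (camera adjusted p = 0.26, adjusted p = 0.89 with an estimated correlation). The pheromone receptor gene mam2 rose with a log2 fold change of 0.98 (standard error 0.11, adjusted p = 0.0074), and the log2 fold change of sxa2 was 1.24 (adjusted p = 0.0094). Of 19 tested kinetochore genes, 5 rose and 1 fell in limma (7 rose and 1 fell when adjusted over the list alone, 2 and 1 after median ratio scaling), and the list as a whole did not pass (camera adjusted p = 0.11, adjusted p = 0.89 with an estimated correlation). Among them nuf2 rose with a log2 fold change of 1.04 (adjusted p = 0.0048) and mis16 fell with one of -0.47 (adjusted p = 0.013). Of 74 tested splicing factors, 17 rose and 1 fell in limma (16 rose and 1 fell when adjusted over the list alone, 6 and 6 after median ratio scaling), and the list as a whole did not pass (camera adjusted p = 0.43, adjusted p = 0.89 with an estimated correlation). Of 23 tested genes of MTREC, Mmi1 and the nuclear exosome, 5 rose and 0 fell in limma (5 rose and 0 fell when adjusted over the list alone, 1 and 1 after median ratio scaling), and the list as a whole did not pass (camera adjusted p = 0.59, adjusted p = 0.89 with an estimated correlation). Its member mmi1, for the protein that marks meiotic mRNAs for removal, rose with a log2 fold change of 0.67 (adjusted p = 0.011). Leaving out WT replicate 1, 1 kinetochore gene rose and 0 genes of the other 4 lists, and leaving out WT replicate 2, 1 kinetochore gene and 1 splicing factor rose. Without either mug174Δ library 0 genes of these 5 lists rose in limma, and without either red1Δ library 10 kinetochore genes did. Camera gave an adjusted p of 0.044 for the heterochromatin list without WT replicate 1, of 0.042 without a trend and of 0.039 with voom weights. Of the 8 genes named here, 1, 1, 0 and 0 were past the threshold without WT replicate 1, WT replicate 2, mug174Δ replicate 1 and mug174Δ replicate 2.

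The paper measured splicing, mRNA or protein levels of several genes in mug174Δ, in part from the RNA sequencing itself, and their mRNA levels here are reported as values. The gene tgs1, for the trimethylguanosine synthase that Mug174 interacts with, fell with a log2 fold change of -0.56 (standard error 0.12, adjusted p = 0.024). For the Tgs1 protein the paper found an unaltered level. The log2 fold change of uap2, a suppressor of the growth defect, was 0.12 (adjusted p = 0.36), which does not pass the threshold. For the Uap2 protein the paper reports a lowered level. Of the genes with introns in the paper's splicing assays, mcs2, taken from the primer table where the text writes Msc2, rose with a log2 fold change of 0.41 (adjusted p = 0.027), and mdm35, tim8 and sss1 had log2 fold changes of -0.03 (adjusted p = 0.88), 0.25 (adjusted p = 0.22) and 0.05 (adjusted p = 0.79). In its own quantification the paper found little change in the total mRNA of its representative genes with introns. At the protein level it reports less Mdm35, Tim8 and Msc2, but not less Sss1. The autophagy genes atg5 and atg7 had log2 fold changes of -0.08 (adjusted p = 0.56) and 0.53 (adjusted p = 0.0519), and the kinetochore gene cnp3 one of 0.23 (adjusted p = 0.12). By RT-qPCR the paper found comparable cnp3 mRNA levels in WT and mug174Δ. Its protein measurements showed less Atg5 and Atg7 and more Cnp3 in mug174Δ. Among the other genes required in quiescence whose read coverage the paper shows, smd3 rose with a log2 fold change of 0.48 (adjusted p = 0.029). The log2 fold changes were 0.10 (adjusted p = 0.42) for gim1, 0.13 (adjusted p = 0.38) for hap2, 0.28 (adjusted p = 0.22) for vps3, -0.34 (adjusted p = 0.0511) for prr1 and -0.05 (adjusted p = 0.79) for sgf11. After median ratio scaling the adjusted p was 0.15 for mcs2, 0.14 for smd3 and 0.027 for prr1. With voom weights it was 0.16 for mcs2 and 0.14 for smd3, and without a trend 0.0506 for smd3. With the filter at 5 RPKM it was 0.0489 for prr1 and 0.0457 for atg7, and in a fit of only WT and mug174Δ 0.035 for prr1, 0.0087 for atg7 and 0.039 for cnp3. Over all alternatives the adjusted p ranged from 0.027 to 0.25 for prr1, from 0.0086 to 0.23 for atg7 and from 0.039 to 0.72 for cnp3. Of tgs1, mcs2 and smd3, the number past the threshold was 0 without any 1 of the WT and mug174Δ libraries.

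The paper gives the shares of genes with and without introns among raised and lowered proteins. Of the raised protein-coding transcripts of mug174Δ 497 have introns and 484 have none, and of the lowered ones 151 and 141. These counts under median ratio scaling were 204 and 235 raised and 281 and 258 lowered. Fold changes within each class were compared as well. The median log2 fold change was 0.16 over 2250 genes with introns and 0.14 over 2501 genes without, a difference of 0.025 (2-sided permutation test across genes, p = 0.028). With ribosomal protein genes left out p was 0.0096 in the permutation test, and it was 0.0527 without WT replicate 1 and 0.16 without mug174Δ replicate 1. Of genes with introns 6.71% fell, and of those without 5.64% (2-sided Fisher's exact test, p = 0.13, or 0.019 after median ratio scaling and 0.035 with voom weights). With ribosomal protein genes left out the shares were 4.91% and 4.79% (2-sided Fisher's exact test, p = 0.89), and in a fit of only WT and mug174Δ they were 11.7% and 12.0% (2-sided Fisher's exact test, p = 0.75). Reads within introns are not listed, so retained introns were not analysed here.

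The fold changes of mug174Δ and red1Δ against the same WT libraries were compared over 5949 features. Pearson's r across features, which are not independent replicates, was 0.61, and 1000 simulations of unchanged strains against these WT libraries gave a mean of 0.50. Without WT replicate 1 and 2 r was 0.62 and 0.63, under the 0.67 that the simulations gave in both cases, so r does not tell a shared change from the shared controls. The covariance was 0.250, against 0.0214 simulated, and 0.266 and 0.273 against 0.0445 and 0.0448 without WT replicate 1 and 2. With all libraries the largest of the 1000 simulated covariances was 0.0285. At the spread between these libraries, the shared controls therefore account for little of the covariance. In both mutants 1014 transcripts rose, where 571 would if the lists were independent, and 204 fell, where 24.1 would. With 2 WT libraries the controls cannot be split into 2 parts of 2 libraries. Part of the excess in these counts may therefore come from the shared controls. After median ratio scaling 376 rose and 446 fell in both. The simulated value leaves out real effects and the independent one the shared controls. In the direct test of red1Δ against mug174Δ, 958 transcripts were higher and 195 lower in red1Δ, or 439 and 336 after median ratio scaling.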
